# Transcriptome- and genome-wide systematic identification of expansin gene family and their expression in tuberous root development and stress responses in sweetpotato (*Ipomoea batatas*)

**DOI:** 10.3389/fpls.2024.1412540

**Published:** 2024-06-20

**Authors:** Jianling Zhang, Tingting Dong, Mingku Zhu, Dan Du, Ranran Liu, Qianqian Yu, Yueying Sun, Zhihuan Zhang

**Keywords:** sweetpotato, expansin gene family, systematic identification, RNA-seq, tuberous root development, plant hormones, stress response

## Abstract

**Introduction:**

Expansins (EXPs) are essential components of the plant cell wall that function as relaxation factors to directly promote turgor-driven expansion of the cell wall, thereby controlling plant growth and development and diverse environmental stress responses. EXPs genes have been identified and characterized in numerous plant species, but not in sweetpotato.

**Results and methods:**

In the present study, a total of 59 EXP genes unevenly distributed across 14 of 15 chromosomes were identified in the sweetpotato genome, and segmental and tandem duplications were found to make a dominant contribution to the diversity of functions of the IbEXP family. Phylogenetic analysis showed that IbEXP members could be clustered into four subfamilies based on the EXPs from *Arabidopsis* and rice, and the regularity of protein motif, domain, and gene structures was consistent with this subfamily classification. Collinearity analysis between *IbEXP* genes and related homologous sequences in nine plants provided further phylogenetic insights into the EXP gene family. Cis-element analysis further revealed the potential roles of *IbEXP* genes in sweetpotato development and stress responses. RNA-seq and qRT-PCR analysis of eight selected *IbEXPs* genes provided evidence of their specificity in different tissues and showed that their transcripts were variously induced or suppressed under different hormone treatments (abscisic acid, salicylic acid, jasmonic acid, and 1-aminocyclopropane-1-carboxylic acid) and abiotic stresses (low and high temperature).

**Discussion:**

These results provide a foundation for further comprehensive investigation of the functions of *IbEXP* genes and indicate that several members of this family have potential applications as regulators to control plant development and enhance stress resistance in plants.

## 1 Introduction

The cell wall is a crucial component of plant cells. Owing to its dynamic structure and extensibility, it can determine and maintain cell size and shape and serves as a protective barrier (Cosgrove, 2005; 2015a; Höfte and Voxeur, 2017). The plant cell wall is a highly complex structure constituted by various polysaccharides that vary in abundance, function, and structure (Santiago et al., 2018), and it has crucial roles in providing supplies of stiffness and mechanical support to the plant body, resistance to abiotic and biotic stresses, conduction of nutrients and water, and determination of plant architecture and morphogenesis (Zhang et al., 2021b). The study of cell wall extension mechanisms has become a research priority owing to the significance of cell wall enlargement during plant morphogenesis (Lin et al., 2011). Increases in cell volume and quantity that depend on cell wall enlargement and loosening are crucial for plant growth (Cosgrove, 2015b). During cell wall loosening, an important precondition of cell wall remodeling, the physical structure of the cell wall is altered or new components are added, inducing alterations in shape and anisotropic growth of the cell (Cosgrove, 2015b). Modified proteins that attach to the cell wall have vital roles in cell wall enlargement and loosening, and the most widely recognized of these proteins are the expansins (EXPs) (Yang et al., 2021).

EXPs proteins are commonly found in plants and are crucial for cell expansion. They participate in cell wall enlargement and loosening (Cosgrove, 2000). As the primary factor in enlargement and loosening, EXP genes can control cell relaxation without any chemical energy through non-enzymatic activity (Cosgrove, 2015b). In addition, they can act directly on the plant cell wall to loosen it via binding to cellulose, thereby disrupting hydrogen bonds in wall matrix polysaccharides and cellulose microfibrils in a pH-dependent manner, and they also take part in the decomposition, remodeling, extension, and assembly of the cell wall (Mcqueen-Mason and Cosgrove, 1995; Cosgrove, 2000; 2015b; Marowa et al., 2016). Plant EXPs are usually composed of a signal peptide at the N-terminus (about 20–30 amino acid residues) and two domains. Domain I is a six-stranded double-psi beta-barrel (DPBB) located at the N-terminus. It shows homology with the catalytic domain of GH45 proteins (glycoside hydrolase family 45) and harbors a conserved His-Phe-Asp (HFD) motif, but does not have the β-1, 4-glucanase activity (Yennawar et al., 2006). This region is rich in Cys residues with a characteristic catalytic domain that may be related to disulfide bond formation (Jin et al., 2020). Domain II, which harbors a β-sandwich fold and shares about 50% similarity with the group-II pollen allergen protein (pollen_allerg_1, G2A family), is considered to be a polysaccharide-binding domain as it contains conserved aromatic amino acids and polar tryptophan residues on its surface. It comprises 90–120 amino acid residues and has been classified as a family-63 carbohydrate binding module (CBM63) (Georgelis et al., 2012; Cosgrove, 2015b).

According to standardized nomenclature and phylogenetic analysis, plant EXP proteins can be divided into four subfamilies: EXPA (α-expansin), EXPB (β-expansin), EXLA (expansin-like A), and EXLB (expansin-like B) (Kende et al., 2004; Sampedro and Cosgrove, 2005). Numerous members of these four subfamilies have been identified in plants. Among them, EXPA and EXPB have been widely studied and found to participate in cell expansion and plant developmental processes via their wall-loosening activities (Kende et al., 2004; Sampedro and Cosgrove, 2005). By contrast, members of the EXLA and EXLB subfamilies mainly have functions in stress response, hypocotyl length, and root architecture (Boron et al., 2014; Kong et al., 2019; Zhang et al., 2021a). Based on previous investigations, EXP proteins are regarded as the main determinant of cell shape in many cell developmental processes and have particular importance in the regulation of cell-wall extensibility (Li et al., 2003; Choi et al., 2006, 2008), including elongation and expansion (Ashwin Narayan et al., 2021). Since their first identification in cucumber hypocotyl (Mcqueen-Mason et al., 1992), EXP proteins have been found in numerous plant species.

The ability of EXPs to regulate cell wall modification and elongation means they have crucial functions in multiple biological processes, including response to biotic and abiotic stress, root and fiber development, root nodule formation, fruit development and ripening, and other developmental processes (Choi et al., 2006, 2008; Cosgrove, 2015b; Marowa et al., 2016). For instance, overexpression of the *Osmanthus fragrans OfEXLA1* gene has been shown to increase resistance to salt and drought stress in *Arabidopsis* (Dong et al., 2023). Ectopic overexpression of wild *Arachis AdEXLB8* in tobacco increased tolerances to biotic (*Meloidogyne incognita* and *Sclerotinia sclerotiorum*) and abiotic (drought) stresses (Brasileiro et al., 2021). Wheat *TaEXPA2* can significantly elevate the resistance of transgenic plants to Cd toxicity and multiple abiotic stresses (drought, oxidative, and salt) (Chen et al., 2017; Ren et al., 2018; Chen et al., 2018b; Yang et al., 2020). Ectopic expression of poplar *PttEXPA8* in tobacco enhances heat resistance in transgenic plants (Liu et al., 2016). Three EXP genes, tomato *SlExp1*, apple *MdEXLB1*, and mango *MiExpA1*, have been identified as crucial determinants of fruit softening and ripening (Sane et al., 2005; Kaur et al., 2010; Minoia et al., 2016; Chen et al., 2022). Two β-expansin genes, *GmINS1* and *GmEXPB2*, have significant roles in nodule formation and development (Li et al., 2015; Yang et al., 2021). Rice *OsEXPB2* and *OsEXPA8* and soybean *GmEXLB1* and *GmEXPB2* function as important regulators in root system architecture (Guo et al., 2011; Wang et al., 2014; Li et al., 2015; Zou et al., 2015; Kong et al., 2019). *Stylosanthes SgEXPB1*, rice *OsEXPA10*, and *Arabidopsis AtEXPA7* are required for root development (Lin et al., 2011; Che et al., 2016; Wang et al., 2023). Upregulation of *GhEXPA8* or *GbEXPATR* can increase the fiber length in cotton, while reduced EXPA expression results in shorter fibers (Li et al., 2016). In addition, plant EXP genes also play vital roles in height and leaf growth (Pien et al., 2001; Ma et al., 2013), pollen tube and stem elongation (Choi et al., 2003; Gray-Mitsumune et al., 2008; Liu et al., 2021b), seed development, germination, and yield (Chen and Bradford, 2000; Chen et al., 2001; Calderini et al., 2021), flower development (Zenoni et al., 2004), and so on.

Sweetpotato (*Ipomoea batatas*) is the only Convolvulaceae crop that generates starch storage roots (Liu, 2017; Arisha et al., 2020). It is considered the seventh most important food crop and is widely cultivated worldwide owing to its numerous advantages, which include low input requirements, strong stress resistance, wide adaptability, and high yield and starch content (Ahn et al., 2010). Sweetpotato has broad applications in alcohol and starch production, animal feed, starch processing, and human food. It also ensures food security in many developing countries on account of its ability to adapt to various environmental conditions (Liu, 2017). In a previous study, 37 EXP genes were identified in *Ipomoea trifida*, which is the most likely diploid wild relative of sweetpotato (Li et al., 2022). However, the *I. trifida* genome does not adequately represent the whole sweetpotato genome. Recently, the completion of hexaploid sweetpotato genome sequencing has provided sufficient and valuable information for the identification and characterization of gene families (Yang et al., 2017). However, there has been a lack of genome-wide identification of the sweetpotato EXP gene family. Therefore, in this study, we comprehensively identified and characterized the EXP genes in sweetpotato.

A major focus in crop molecular breeding at present involves improving environmental stress resistance to promote plant growth. Investigations have been performed systematically in a variety of plant species owing to the relevance of the crucial functions of EXP genes to the demands of breeding. A large number of EXP genes have been identified in a diverse range of plants. For instance, in monocots, 92, 58, 241, 88, 46, and 38 genes have been identified in sugarcane (Santiago et al., 2018), rice (Sampedro and Cosgrove, 2005), common wheat (Han et al., 2019), maize (Zhang et al., 2014), barley (Liu et al., 2021a), and *Brachypodium distachyon* (Chen et al., 2020b), respectively; and in dicotyledons, 36, 75, 46, 93, 52 genes were found in *Arabidopsis* (Sampedro and Cosgrove, 2005), soybean (Zhu et al., 2014), gingkgo (Guo et al., 2023), cotton (Lv et al., 2020), and tobacco (Ding et al., 2016), respectively. The genome sequencing of hexaploid sweetpotato (Taizhong6) has been completed (Yang et al., 2017). However, no systematic identification and characterization of EXP genes in sweetpotato (*I. batatas* L.) is yet available. The identification of molecular features of significant members of the EXP gene family will contribute to further understanding of the regulatory mechanisms of plant development and adaptation to environmental stresses. In this study, 59 *IbEXP* genes, which were divided into four subfamilies (36 *IbEXPA*, ten *IbEXPB*, two *IbEXLA*, and 11 *IbEXLB* genes), were identified from the sweetpotato genome. To standardize the nomenclature of EXP proteins in sweetpotato and evaluate their possible functions and relationships in development and stress responses, we performed a comprehensive and systematic characterization of these 59 identified sweetpotato EXP genes. Phylogenetic relationships, chromosomal location, conserved motif and domain, gene structure, molecular characteristics, cis-elements, gene duplications, and expression patterns of *IbEXPs* in different tissues and under various hormone treatments and abiotic stresses were investigated. The data presented here represent a foundation for further screening and functional investigation of valuable IbEXP genes with crucial roles in tuberous root development and stress tolerances in sweetpotato.

## 2 Materials and methods

### 2.1 Identification of *IbEXP* genes in sweetpotato

Genome data and GFF annotation files for sweetpotato were obtained from the online *Ipomoea* Genome Hub database (http://sweetpotao.com) (Yang et al., 2017). Protein sequences of EXPs from rice and *Arabidopsis* were downloaded from the Rice Genome Annotation Project database (http://rice.plantbiology.msu.edu/) and the *Arabidopsis* Information Resource (TAIR) (https://www.arabidopsis.org/), as described in a previous study (Sampedro and Cosgrove, 2005). Then, the *Arabidopsis* and rice EXP protein sequences were used as query sequences to carry out BlastP against all of the *I. batatas* protein sequences to identify all possible EXP members in sweetpotato using the TBtools software with an E-value ≤ 1e^-5^, NumofHits 500, and NumofAligns 250 (Chen et al., 2020a). Subsequently, the PROSITE database (https://prosite.expasy.org/), Pfam database (http://pfam.xfam.org/), and NCBI batch CD-search (https://www.ncbi.nlm.nih.gov/Structure/bwrpsb/bwrpsb.cgi) were used to confirm all the candidate IbEXP proteins obtained in this way and to exclude protein sequences that lacked the EXP domain.

### 2.2 Sequence alignment, phylogenetic analysis, and nomenclature of IbEXP proteins

The previously reported 36 *Arabidopsis* AtEXP protein sequences and 58 rice OsEXP protein sequences (Sampedro and Cosgrove, 2005), together with our 59 sweetpotato IbEXP protein sequences, were used to perform phylogenetic tree analysis. First, 153 EXP protein sequences were subjected to multiple sequence alignment using ClustalW with default parameters. Then, MEGA software (version 11.0) was used to construct an unrooted phylogenetic tree using the neighbor-joining bootstrap method. The detailed parameters were as follows: Poisson model, pairwise deletion, and 1,000 replicates. The *Arabidopsis* and rice EXP protein sequences are provided in **Supplementary File 1**. For the naming method of *IbEXP* genes, these 59 *IbEXP* genes were divided into four subfamilies (i.e., EXPA, EXPB, EXLA, and EXLB) according to the homology of IbEXP protein sequences with *Arabidopsis* AtEXP and rice OsEXP protein sequences. Then, the *IbEXP* members in each subfamily were named based on their position on the chromosome.

### 2.3 Analysis of motif patterns, conserved domains, protein properties, and interactions of IbEXPs

The online MEME Suite (version 5.5.4, https://meme-suite.org/meme/tools/meme) and the Batch CD-Search database (https://www.ncbi.nlm.nih.gov/Structure/bwrpsb/bwrpsb.cgi) were employed to explore the motifs and conserved domains (standard results) of each IbEXP protein, respectively. The ExPASy database (http://expasy.org/) was used to evaluate the properties of each IbEXP protein, including the Mw (molecular weight) and pI (theoretical isoelectric point). Subcellular locations and phosphorylation sites of each IbEXP protein were also predicted using the online databases Plant-mPLoc (http://www.csbio.sjtu.edu.cn/bioinf/plant-multi/) and NetPhos 3.1 (https://services.healthtech.dtu.dk/service.php?NetPhos-3.1), respectively. Subsequently, the STRING 12.0 website (https://cn.string-db.org/) was used to construct the potential protein-interacting network.

### 2.4 Chromosomal location and collinearity analysis of *IbEXP* genes

The locations of *IbEXP* genes on the chromosomes of sweetpotato were investigated using GFF annotation information obtained from the *Ipomoea* genome website (https://sweetpotao.com/). For analysis of the synteny between *IbEXP* genes and EXP genes in other plants, the genome and GFF annotation files for *I. batatas* and another nine representative plant species (*Ipomoea triloba*, rice, *Arabidopsis*, maize, wheat, *Brassica rapa*, pepper, *Brassica oleracea*, and tomato) were downloaded from TAIR, the *Ipomoea Genome* Hub, Sol Genomics Network, EnsemblPlants (http://plants.ensembl.org/index.html), and Phytozome (https://phytozome-next.jgi.doe.gov/). The collinearity relationships and gene duplications were investigated using the Multiple Collinearity Scan toolkit (MCScanX) with default parameters (Wang et al., 2012). Then, circos and TBtools software with 30 as the minimum block size were employed to visualize these results (Krzywinski et al., 2009; Chen et al., 2020a).

### 2.5 Transcriptome-wide analysis of genes related to tuberous root development

The sweetpotato (*I. batatas* L.) Taizhong 6 plants were cultivated in the greenhouse of Jiangsu Normal University. The fibrous roots (FR), developing tuberous roots (DR), and mature tuberous roots (MR) of the plants were collected, and RNA was extracted. Each sample involved roots from at least six different sweetpotato plants at the same developmental stage. Then, the four types of samples were used to perform the RNA sequencing (RNA-seq) analysis and transcriptome analysis on the Illumina Novaseq™ 6000 platform (LC Bio Technology Co., Ltd., Hangzhou, China). The clean reads were aligned with the sweetpotato genome database (https://sweetpotao.com/). StringTie was used to calculate FPKM values for mRNAs (FPKM = [total_exon_fragments/mapped_reads(millions) × exon_length(kB)]); these were then used to estimate gene expression levels. Genes with |log2 (fold change)| ≥1 and p-value <0.05, as determined by DESeq2, were considered to be differentially expressed genes (DEGs) between different groups. Finally, DAVID software (https://david.ncifcrf.gov/) was used for gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of the DEGs. Gene annotation and DEG analysis were carried out as described in our previous study (Li et al., 2024). The sequencing data have been deposited at the NCBI Sequence Read Archive (http://www.ncbi.nlm.nih.gov/Traces/sra) with accession numbers GSM7838330, GSM7838331, and GSM7838332.

### 2.6 Plant materials, abiotic stress, and hormone treatments

The Taizhong 6 sweetpotato (*I. batatas*) plants were cultivated in a greenhouse at Jiangsu Normal University. Then, the developing tuberous roots (DR) at 30 days after planting (dap; DR1), 60 dap (DR2), and 100 dap (DR3), mature tuberous roots (MR) at 120 dap, mature leaves (L) at 60 dap, and stems (S) at 60 dap were collected, and the expression patterns of selected *IbEXP* genes were analyzed. For treatment with different hormones and abiotic stresses, *I. batatas* seedlings (XuShu 22) harboring 3–4 mature leaves were cultured in a greenhouse. After a week of cultivation in water (1/4 Hoagland solution), consistent seedlings were selected for treatment. For the hormone treatments, the seedlings were cultivated and sprayed with abscisic acid (ABA, 100 μM), 1-aminocyclopropane-1-carboxylic acid (ACC, 100 μM), jasmonic acid (JA, 100 μM), and salicylic acid (SA, 2 mM), respectively. For abiotic stresses, seedlings were cultivated at 4°C (LT) and 42°C (HT) to simulate cold and heat stresses, respectively. All leaf samples taken from plants in the control and treatment groups were harvested at 0, 1, 12, 24, and 48 h after treatments. At least three independent biological replicates were collected for each treatment.

### 2.7 RNA extraction and quantitative real-time PCR analysis

Total RNA was extracted from each collected sample using the RNA Extraction Kits (OMEGA, USA) following the method provided by the manufacturer. First-strand cDNA was synthesized via reverse transcription using 800 ng of total RNA following the methods used in our study (Zhang et al., 2018). Then, the synthesized cDNAs were diluted with RNase/DNase-free water, and qRT-PCR was performed using the CFX96™ Real-Time System (Bio-Rad, USA) as previously described (Zhang et al., 2018). Sweetpotato *IbARF* (accession number: JX177359) was used as the reference gene (Chen et al., 2018a). All primers in qRT-PCR were listed in **Supplementary Table S6**. Three independent technical and biological repetitions were performed for each sample.

### 2.8 Statistical analyses

Data were presented as mean ± SE standard deviation. A cut-off two-fold value for differential gene expression was considered to indicate biological significance (Liu et al., 2022). OriginPro software (v8.0, SAS Institute) was used to visualize the results of qRT-PCR experiments.

## 3 Results

### 3.1 *IbEXP* gene identification and characterization in sweetpotato

In this study, a total of 59 EXP genes were identified from the sweetpotato genome and named following the classification scheme used for *AtEXP* and *OsEXP* genes in *Arabidopsis* and rice, respectively, based on their position on the chromosome. The nucleotide and protein sequences for each of these IbEXPs can be found in **Supplementary File 1**. Protein length (number of amino acids [aa]), pI, Mw, and phosphorylation sites were determined for each protein. Detailed data are shown in **Table 1**. The protein length and Mw of IbEXPs varied widely, with the length ranging from 183 aa (IbEXPA31) to 670 aa (IbEXPA19) and the Mw ranging from 20.1739 kD (IbEXPB31) to 74.052 kD (IbEXPA19). The pI ranged from 4.63 (IbEXLB11) to 9.82 (IbEXPA34). Subcellular location prediction showed that most IbEXPs were located on the cell wall, and very few were located in the nucleus (IbEXPA19) or in both the chloroplast and the cell wall (IbEXPA22 and IbEXPA33). Phosphorylation site prediction of IbEXPs indicated significant variation from 24 sites (IbEXPA17 and IbEXPA31) to 109 (IbEXPA12), and the vast majority of IbEXPs harbored more Ser sites than Tyr or Thr sites. Moreover, over 83.05% of IbEXPs had at least 30 phosphorylation sites.

**Table 1:** Characteristics of IbEXP proteins in *Ipomoea batatas*.

Gene name	Gene ID	Amino acids	MW (Da)	PI	Subcellular location	phosphorylation cite			
						Ser site (S)	Tyr cite (Y)	Thr cite (T)	Total
IbEXPA1	g1306.t1	238	25431.71	9.53	Cell wall.	20	3	8	31
IbEXPA2	g3925.t1	251	26960.41	8.07	Cell wall.	14	4	8	26
IbEXPA3	g3926.t1	251	26740.92	8.36	Cell wall.	21	4	6	31
IbEXPA4	g4923.t1	260	28213.08	9.27	Cell wall.	26	3	7	36
IbEXPA5	g9889.t1	310	33660.23	9.25	Cell wall.	26	5	20	51
IbEXPA6	g10004.t1	258	27595.27	9.3	Cell wall.	19	3	4	26
IbEXPA7	g15786.t1	327	35627.31	9.29	Cell wall.	45	5	12	62
IbEXPA8	g15816.t1	272	29860.26	9.36	Cell wall.	25	4	12	41
IbEXPA9	g15820.t1	264	28775.77	9.37	Cell wall.	29	4	9	42
IbEXPA10	g16869.t1	263	28645.8	8.56	Cell wall.	17	4	13	34
IbEXPA11	g17886.t1	258	27852.84	9.5	Cell wall.	13	4	10	27
IbEXPA12	g18537.t1	591	63172.9	7.19	Cell wall.	77	12	20	109
IbEXPA13	g18539.t1	341	35684.91	7.05	Cell wall.	57	6	10	73
IbEXPA14	g20283.t1	260	28086.01	9.4	Cell wall.	20	2	12	34
IbEXPA15	g24580.t1	252	27413.57	6.42	Cell wall.	12	4	11	27
IbEXPA16	g25447.t1	260	27406.89	9.16	Cell wall.	45	3	8	56
IbEXPA17	g25606.t1	209	22967.29	9.73	Cell wall.	13	3	8	24
IbEXPA18	g29706.t1	355	39001.06	9.64	Cell wall.	47	2	9	58
IbEXPA19	g29707.t1	670	74052.16	8.27	Nucleus.	72	5	23	100
IbEXPA20	g30029.t1	202	22488.71	9.44	Cell wall.	12	2	12	26
IbEXPA21	g33328.t1	273	28718.04	6.2	Cell wall.	30	5	7	42
IbEXPA22	g38554.t1	493	53544.79	8.24	Cell wall, Chloroplast	53	9	7	69
IbEXPA23	g39420.t1	309	33789.29	9.29	Cell wall.	29	4	20	53
IbEXPA24	g39467.t1	270	29209.17	9.1	Cell wall.	26	5	11	42
IbEXPA25	g42794.t1	248	26037.26	9.34	Cell wall.	16	2	7	25
IbEXPA26	g47278.t1	246	25903.09	8.64	Cell wall.	18	4	3	25
IbEXPA27	g53361.t1	253	27102.64	8.87	Cell wall.	22	3	6	31
IbEXPA28	g53365.t1	563	61262.75	9.32	Cell wall.	56	5	25	86
IbEXPA29	g58047.t1	241	26303.82	6	Cell wall.	23	3	13	39
IbEXPA30	g58048.t1	240	26373.45	9.21	Cell wall.	22	5	14	41
IbEXPA31	g58049.t1	183	20173.91	6.81	Cell wall.	10	2	12	24
IbEXPA32	g58052.t1	388	43264.45	9.2	Cell wall.	38	2	15	55
IbEXPA33	g58053.t1	521	58831.3	6.61	Cell wall, Chloroplast	26	9	27	62
IbEXPA34	g58951.t1	257	27894.88	9.82	Cell wall.	17	2	7	26
IbEXPA35	g60585.t1	237	25641.21	9.35	Cell wall.	20	2	9	31
IbEXPA36	g61698.t1	264	28887.9	9.39	Cell wall.	28	4	10	42
IbEXPB1	g9145.t1	207	21810.79	9.49	Cell wall.	22	1	10	33
IbEXPB2	g24143.t1	243	25960.18	5.75	Cell wall.	31	4	4	39
IbEXPB3	g24144.t1	400	44133.02	7.09	Cell wall.	56	7	21	84
IbEXPB4	g27129.t1	308	33145.35	7.52	Cell wall.	47	5	20	72
IbEXPB5	g27144.t1	265	28079.59	6.19	Cell wall.	37	2	5	44
IbEXPB6	g27334.t1	342	36757.24	5.16	Cell wall.	50	5	7	62
IbEXPB7	g27336.t1	256	27320.01	8.37	Cell wall.	31	5	3	39
IbEXPB8	g48839.t1	266	27877.16	4.89	Cell wall.	35	3	8	46
IbEXPB9	g48841.t1	336	36036.73	6.69	Cell wall.	32	5	6	43
IbEXPB10	g54432.t1	262	28422.34	8.74	Cell wall.	19	1	14	34
IbEXLA1	g904.t1	266	28622.45	5.29	Cell wall.	22	4	9	35
IbEXLA2	g59839.t1	268	29409.37	6.96	Cell wall.	17	4	12	33
IbEXLB1	g14386.t1	252	28275.14	5.45	Cell wall.	12	14	10	36
IbEXLB2	g14427.t1	443	49325.01	8.93	Cell wall.	37	15	21	73
IbEXLB3	g14812.t1	351	38060.5	7.91	Cell wall.	40	10	21	71
IbEXLB4	g15079.t1	284	30949.46	8.57	Cell wall.	29	4	8	41
IbEXLB5	g15300.t1	247	26876.61	8.32	Cell wall.	20	7	6	33
IbEXLB6	g33144.t1	251	28135.78	5.41	Cell wall.	17	15	10	42
IbEXLB7	g33212.t1	278	31034.24	5.52	Cell wall.	17	13	10	40
IbEXLB8	g55672.t1	272	28559.26	6.58	Cell wall.	24	5	17	46
IbEXLB9	g55673.t1	247	27029.36	9.33	Cell wall.	30	8	18	56
IbEXLB10	g55674.t1	246	26984.94	8.46	Cell wall.	16	14	13	43
IbEXLB11	g55709.t1	308	32778.84	4.63	Cell wall.	24	7	12	43

### 3.2 Phylogenetic relationships of IbEXPs in sweetpotato

To explore the evolutionary relationships of IbEXPs in sweetpotato, phylogenetic analysis was carried out using the protein sequences of the 59 IbEXPs, 36 Arabidopsis AtEXPs, and 58 rice OsEXPs (**Supplementary File 1**; **Supplementary Table S1**). Then, an unrooted phylogenetic tree was constructed using the neighbor-joining bootstrap method with MEGA software (version 11.0). Phylogenetic tree analysis showed that these 59 IbEXPs could be divided into four subfamilies (EXPA, EXPB, EXLA, and EXLB) according to the topology of the tree, clade support values, and reported studies on EXP classification in *Arabidopsis* and rice (Sampedro and Cosgrove, 2005) (**Figure 1**). These four subfamilies are named IbEXPA, IbEXPB, IbEXLA, and IbEXLB, with 36, 10, 2, and 11 members, respectively. The sizes of these subfamilies varied greatly, with the numbers of IbEXPs ranging from 2 to 36. The EXPA subfamily was the largest (36 members), whereas the EXLA subfamily had only two members, consistent with their counterparts in *Arabidopsis* and rice. The differences among IbEXPs, AtEXPs, and OsEXPs in the same subfamilies indicate apparent interspecific divergence of the EXP gene family among sweetpotato, *Arabidopsis*, and rice.

**Figure 1:**
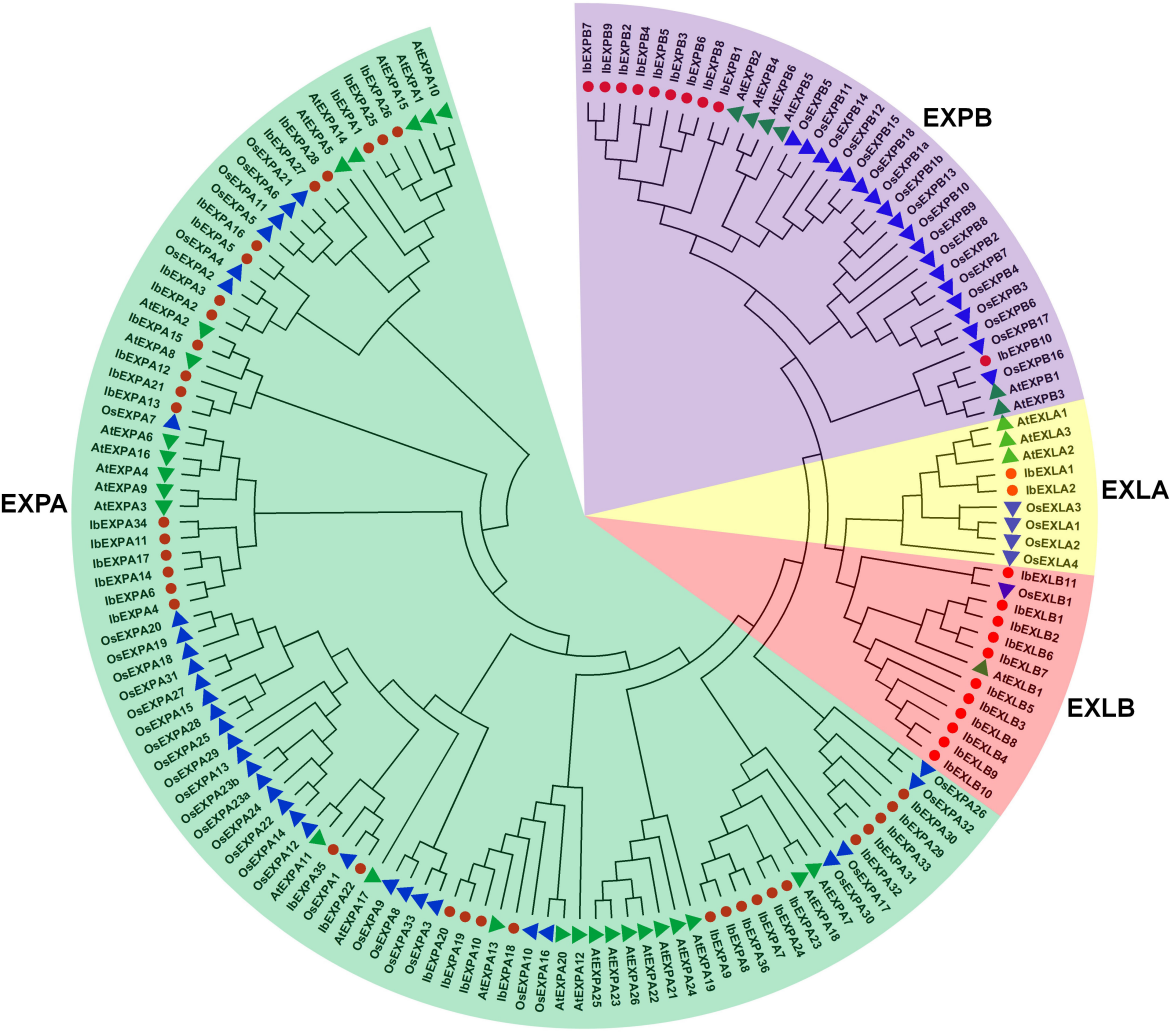
Phylogenetic tree of 59 sweetpotato IbEXP proteins with *Arabidopsis* and rice EXP proteins. The phylogenetic relationships were constructed by the MEGA 11.0 software using the neighbor-joining bootstrap method according to the following parameters: poisson model, pairwise deletion, and 1,000 replicates. Different subfamilies are named following the studies in Arabidopsis and rice, and different colors were used to distinguish each subfamily. Red circles, green triangles, and blue triangles represent sweetpotato IbEXPs, Arabidopsis AtEXPs, and rice OsEXPs, respectively.

### 3.3 Chromosome localization of sweetpotato *IbEXP* genes

Chromosome distribution analysis based on sweetpotato GFF3 genome annotations exhibited that 59 *IbEXP* genes were located on 14 of 15 chromosomes of sweetpotato; no *IbEXP* genes were found on LG 9. In general, *IbEXP* genes were unevenly distributed on the 14 chromosomes, possibly owing to uneven gene replications of chromosome fragments. LG 14 contained the most *IbEXP* genes (11), followed by LG 7 with nine, whereas LG 11 had only one. Furthermore, there were eight *IbEXP* genes on LG 4, five on LG 5, and two to four on other chromosomes (**Figure 2**). These results suggest that the *IbEXP* distribution has a highly variable density and is disproportionate to the length of the chromosome. For instance, the largest chromosome (LG 11) contained only one *IbEXP* gene, whereas the smallest chromosome (LG 10) contained three.

**Figure 2:**
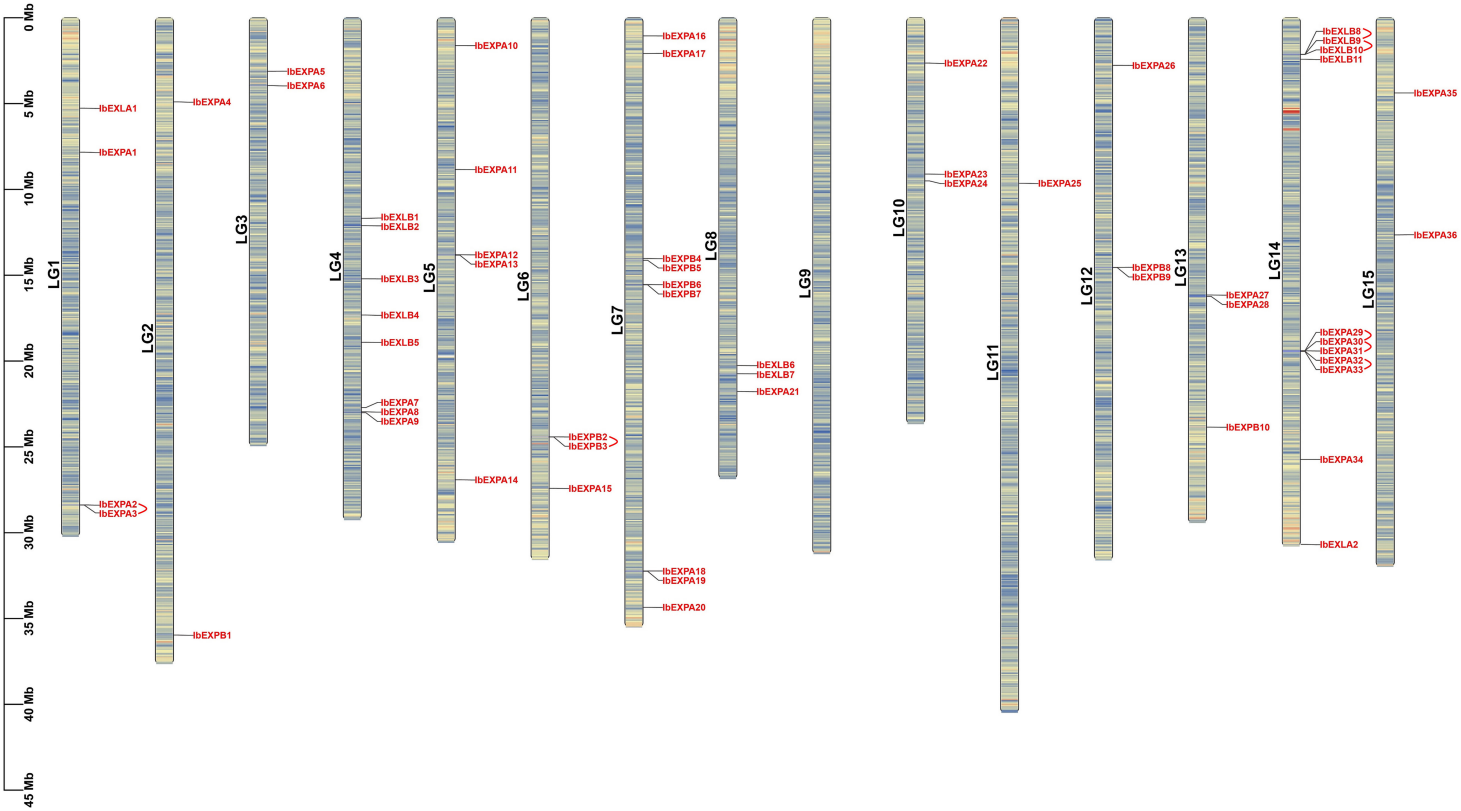
Localizations of 59 *IbEXPs* on sweetpotato chromosomes (LG1-LG15). The red arc behind some *IbEXPs* represents the gene duplication of some EXP genes in sweetpotato.

### 3.4 Collinearity analysis of sweetpotato *IbEXP* genes

In plants, genome duplication facilitates the expansion and evolution of gene families (Cannon et al., 2004). To explore potential gene duplications among all 59 *IbEXP* genes, collinearity analysis was performed using the MCScanX and BlastP programs. Seven gene pairs with tandem duplication were identified, comprising *IbEXPA2*-*IbEXPA3*, *IbEXPB2*-*IbEXPB3*, *IbEXLB8*-*IbEXLB9*, *IbEXLB9*-*IbEXLB10*, *IbEXPA29*-*IbEXPA30*, I*bEXPA30*-*IbEXPA31*, and *IbEXPA32*-*IbEXPA33* (**Figure 2**; **Supplementary Table S2–1**). These *IbEXP* genes exhibiting tandem duplications all belonged to the same subfamily. In addition, MCScanX and BlastP were used to identify fragment duplications; the following three gene pairs in the EXPA subfamily were identified on five (LG1–3, LG5, LG7) of the 15 chromosomes: *IbEXPA2*-*IbEXPA16*, *IbEXPA4*-*IbEXPA6*, *IbEXPA14*-*IbEXPA17* (**Figure 3**; **Supplementary Table S2–2**). No fragment duplications of *IbEXPA* genes were found on any other chromosomes (LG4, LG6, and LG8–15), nor were any fragment duplications detected in the other three subfamilies. These segmental duplications occurring only between genes of the EXPA subfamily may partly explain why the EXPA subfamily was larger than the others; it also indicates that the functions of EXPA genes in regulating plant development and response to stress may be more significant than those of genes in the other three subfamilies. In brief, these results suggest that gene duplication is conducive to the expansion of the sweetpotato *IbEXP* gene family.

**Figure 3:**
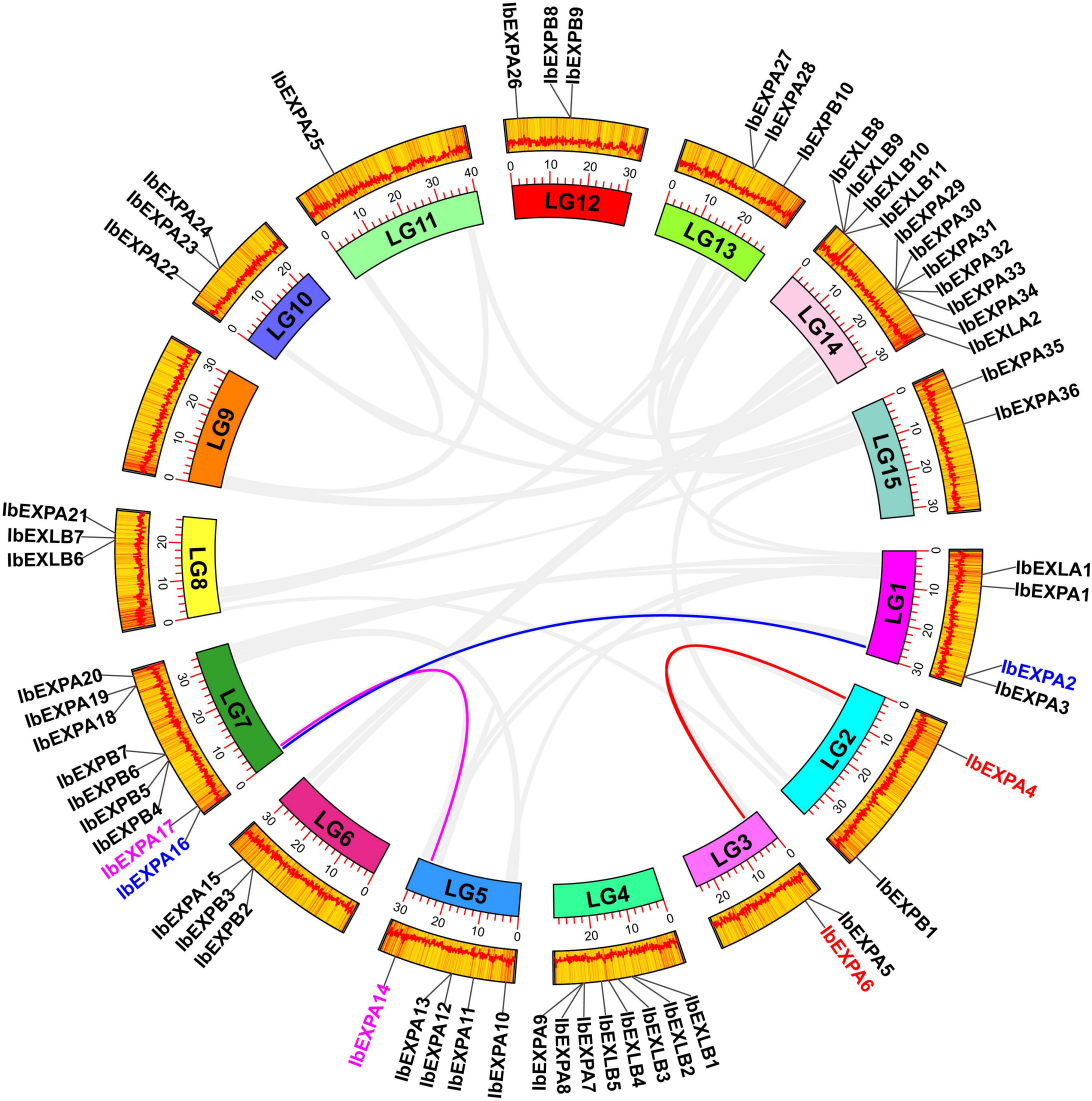
Segmental duplications and collinearity analysis of *IbEXPs* in sweetpotato. LG1–LG15 are represented by different colored rectangles. The heatmap and polyline along each rectangle depict the gene density of each chromosome. Duplicated IbEXP gene pairs on sweetpotato chromosomes are indicated by colored lines, and these corresponding genes are also marked with colors. Other IbEXP genes that exhibit no collinear relationships were marked with a black color.

### 3.5 Collinearity analysis of EXP genes between sweetpotato and other plants

To further investigate the origins and evolutionary relationships of sweetpotato *IbEXP* genes, we explored the collinearity relationships among *IbEXPs* and orthologous genes in nine representative plants, comprising *I. triloba* (the probable diploid wild relative of sweetpotato), two cereal plants, two representative model plants, two Solanaceae plants, and two Brassica plants. A total of 30 (50.8%) *IbEXP* genes showed collinear relationships with orthologous genes of *I. triloba*, followed by 13 for *Solanum lycopersicum*, five for *Arabidopsis*, four for *Capsicum annuum*, three for *B. oleracea* (3), and two for *B. rapa*; there were no collinear relationships of *IbEXP* genes with *Triticum aestivum*, *Oryza sativa*, or *Zea mays* (**Figure 4**; **Supplementary Tables S3–1/-2/-3**). The results thus suggest a closer relationship between sweet potato and *I. triloba*, as the largest number of collinearity relationships existed between the orthologous genes of these two plants. Moreover, we found that multiple *IbEXP* genes had collinear relationships with two genes in other plant species, particularly *I. triloba*. Analogously, two *IbEXP* genes showed collinearity with a single gene of four different plants (*I. triloba*, *Arabidopsis thaliana*, *B. oleracea*, and *S. lycopersicum*) (**Supplementary Tables S3–1/-2/-3**). These data indicate that a number of orthologous genes might originate from a common ancestor in these plants.

**Figure 4:**
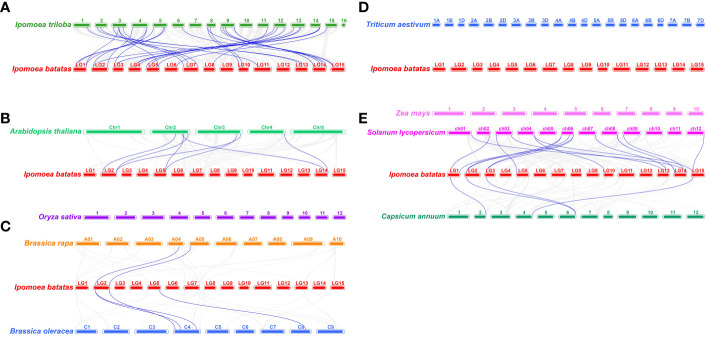
Synteny analyses of sweetpotato IbEXP genes with those of the other nine representative plants. These plants are Ipomoea triloba **(A)**, Oryza sativa and Arabidopsis thaliana **(B)**, Brassica rapa and Brassica oleracea **(C)**, Triticum aestivum and Zea mays **(D)**, Solanum lycopersicum, and Capsicum annuum **(E)**. The chromosomes of various plants are distinguished by their differential colors.

### 3.6 Motifs, conserved domains, and gene structure analysis of *IbEXPs*

To further evaluate the sequence characteristics of sweetpotato IbEXPs, we investigated their conserved motif composition. The results showed that a total of 20 distinct motifs were detected based on the sequences of *Arabidopsis* and rice (Sampedro and Cosgrove, 2005). IbEXPs belonging to the same subfamilies generally harbored similar motif compositions, further supporting our subfamily classification (**Figure 5B**). Motifs 2, 5, and 11 were found in most IbEXPs, with the other motifs distributed only in certain IbEXP proteins. Multiple motifs were found in almost all IbEXP members of the same subfamily, with some compositional differences among different subfamilies. For example, almost all members of the EXPA, EXPB, EXLA, and EXLB subfamilies harbored motifs 1, 2, 3, 4, 5, 6, 7, 8, 11, and 20, motifs 2, 3, 5, 7, 10, 11, and 16; motifs 2, 6, 9, 10, 11, and 13, motifs 2, 5, 6, 11, 13, and 15, respectively. Some IbEXPs in the same subfamily contained specific motifs in addition to their common motifs, such as motifs 4, 8, 17, and 18 in EXPA and motifs 14, 16, and 19 in EXPB. These results suggest that the composition and number of motifs vary observably among these four subfamilies, and the existence of specific motifs suggests that sweetpotato IbEXPs may have distinct and diverse functions.

**Figure 5:**
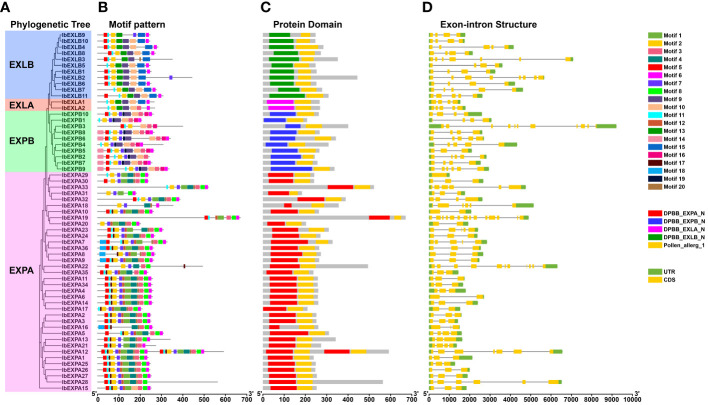
Phylogenetic tree, motif pattern, protein domain, and gene structures of 59 sweetpotato *IbEXPs*. **(A)**. The phylogenetic tree of 59 IbEXP proteins was constructed by MEGA 11.0 based on the consistent parameters used in **Figure 1**. **(B)**. Distributions of motifs in each IbEXP protein. 20 motifs were identified by MEME data. **(C)**. Conserved domain distributions of IbEXP proteins. The CD-search of the NCBI database was used to detect the distributions of conserved domains of IbEXP proteins. The different colorful boxes present diverse conserved domains of each subfamily. **(D)**. Gene structures of 59 sweetpotato IbEXP genes. Green and yellow bars were used to represent the UTR and exons, respectively. The black lines were employed to indicate the introns. The length of IbEXP proteins or genes was estimated using the scale at the bottom.

To explore the sequence diversity of *IbEXP* genes, exon-intron composition and conserved domains were examined. Conserved domain examination using Batch CD-Search showed the presence of five domains, comprising one pollen_allerg_1 domain and four typical EXP domains, among all IbEXPs (**Figure 5**). In the same subfamily, most IbEXPs contained the same EXP domain and the pollen_allerg_1 domain, and the EXP domain was located in a similar position, with few exceptions. These data indicate that the EXP domain is the most valuable information to distinctly construct the phylogenetic relationships among IbEXPs. Gene structure detection displayed that the exon numbers of *IbEXP* genes varied from 1 to 14, with one *IbEXP* gene containing no introns and four having only one intron (**Figure 5**). *IbEXPA19* harbored the most exons (14), followed by *IbEXPA22* and *IbEXPB3* with 11 exons each. Moreover, most of the *IbEXP* genes harbored similar gene structures and exhibited similar exon lengths. Some differences in intron numbers among *IbEXP* genes in the same subfamily were found; these may be associated with the functional diversity of *IbEXP* genes. All these results demonstrate that the phylogenetic relationships of IbEXPs are mainly related to their conserved EXP domains and gene structures.

### 3.7 Cis-element prediction in *IbEXP* promoter regions

Cis-elements, which are located in gene promoter regions, are non-coding sequences. They are vital for gene expression and regulate numerous biological processes (Zhao et al., 2018). To explore the possible regulatory mechanisms by which *IbEXP* genes control plant growth and response to stresses and hormones, we detected cis-elements in the 2000bp sequences upstream of the start codon ATG of each *IbEXP* gene via the PlantCARE database. A total of 742 cis-elements were found in the promoter regions of *IbEXP* genes (**Supplementary Table S4–1**), and these were associated with 19 types of biological processes (**Figure 6**; **Supplementary Table S4–2**). *IbEXLB5* (g15300.t1) contained the largest number (31) of cis-elements, and the numbers of cis-elements in each subfamily varied greatly (**Figure 6**). All detected cis-elements detected in this study could be classified into three categories (**Figure 6**), as follows:

**Figure 6:**
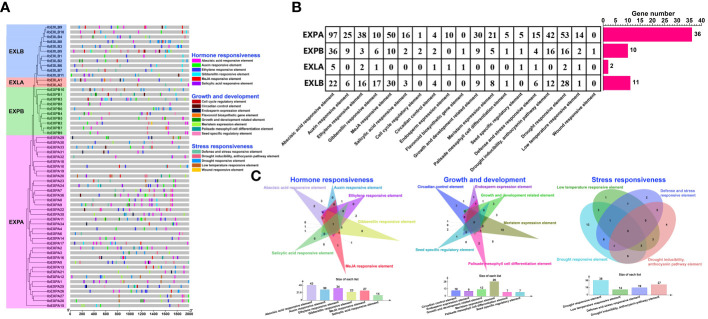
Predicted cis-elements in the promoters of 59 sweetpotato *IbEXPs*. **(A)**. The phylogenetic tree and predicted cis-elements detected from the 2000 bp promoter regions of each IbEXP gene by the PlantCARE database. The same phylogenetic tree as **Figure 5** was used. All cis-elements are classified into three categories: hormone responsiveness, growth and development, and stress responsiveness. **(B)**. The number of cis-elements in the promoter of IbEXP genes. The left table represents the number of each kind of cis-element found in each subfamily. The red rectangles indicate the gene number in each subfamily. **(C)**. Venn diagram of three categories of cis-elements.

The first category relates to hormone responses (404), including the SA-responsive element (21, 2.83%), MeJA-responsive element (90, 12.13%), gibberellin-responsive element (34, 4.58%), ethylene-responsive element (59, 7.95%), auxin-responsive element (40, 5.39%), and ABA-responsive element (160, 21.56%). All subfamilies of *IbEXP* genes contained abundant ABA-responsive elements (G-box and ABRE), gibberellin-responsive elements (GARE, P-box, TATC-box, and CARE), and ethylene-responsive elements (ERE) in their promoter regions. Members of the EXPA subfamily contained a higher number of ABA-responsive elements, auxin-responsive elements, MeJA-responsive elements, ethylene-responsive elements, and SA-responsive elements compared with the other three subfamilies, whereas members of the EXLA subfamily harbored the fewest of these five hormone-related elements. Notably, only one gibberellin-responsive element was found in the promoter region of EXLA subfamily members. Among these five hormone-responsive elements, the ABA-responsive element was the most frequent, occurring in 43 *IbEXP* genes, followed by the ethylene-responsive element (34 *IbEXP* genes). Some *IbEXP* genes, including *IbEXPA2/8/9/17/23/24/26/34/36*, *IbEXPB3/4*, *IbEXLA1*, and *IbEXLB6/10/11*, had multiple common hormone-responsive elements, indicating the possibility that these members have more rapid and intense responses to certain hormones. Simultaneously, *IbEXPA1/2/8/911/17/24/25/27/31/37/39*, *IbEXPB3/7/8/12*, and *IbEXLB1/2/3/9/10* harbored diverse hormone-responsive elements, suggesting their potential roles in networks of hormone regulation.

The second category relates to growth and development (123), including the cell cycle regulatory element (3, 0.4%), circadian control element (11, 1.48%), endosperm expression element (11, 1.48%), flavonoid biosynthetic gene element (2, 0.26%), growth and development related element (48, 6.47%), meristem expression element (34, 4.58%), seed-specific regulatory element (7, 0.94%), and palisade mesophyll cell differentiation element (7, 0.94%). As shown in **Figures 6B, C**, some cis-elements were absent from certain subfamilies, such as the endosperm expression element, cell cycle regulatory element, flavonoid biosynthetic gene element, growth and development related element, meristem expression element, and seed-specific regulatory element. Cis-elements related to meristem expression were found in the largest number of *IbEXP* genes (26), followed by growth and development-related elements (12 *IbEXP* genes). The EXPA subfamily contained all eight of these elements and had a higher number of cis-elements related to endosperm expression, growth and development, and meristem expression compared with the other three subfamilies. These results indicate that members of the EXPA subfamily may be major regulators during plant growth and development.

The third category relates to stress responsiveness (214), including a defense and stress-responsive element (26, 3.5%), drought inducibility, anthocyanin pathway element (70, 9.43%), drought-responsive element (99, 13.34%), low-temperature responsive element (18, 2.43%), and wound-responsive element (1, 0.13%). Similar to the two categories described above, the EXPA subfamily also contained the largest number of cis-elements related to drought inducibility, defense and stress-responsiveness, anthocyanin pathway, drought response, and low temperature response. The wound-responsive element was absent from the EXPA, EXLA, and EXLB subfamilies, and only one of these elements existed in EXPB. Members in the EXPA subfamilies contained the highest numbers of the drought-responsive element, indicating that EXPA members may be the major regulators of drought response. Moreover, the drought-responsive element was found in the largest number of *IbEXP* genes, suggesting major roles of *IbEXP* genes in drought-responsiveness.

In short, the number and composition of cis-elements in the promoter sequences of different *IbEXP* genes exhibited great diversity within and among subfamilies. These results suggest that *IbEXP* gene expression levels in sweetpotato are controlled by diverse cis-elements in connection with growth and development, hormones, and stress responses.

### 3.8 Protein interaction network analysis for IbEXP proteins in sweetpotato

Exploring the functional relationships of IbEXP proteins could be conducive to uncovering their regulatory networks. Therefore, a protein interaction network for sweetpotato IbEXP proteins was constructed using STRING software based on the orthology analysis of *Arabidopsis* IbEXPs. In general, a few members such as AtEXPA4 (IbEXPA4/6/14/17), AtEXPB3 (IbEXPB10), AtEXPA11 (IbEXPA22/35), and AtEXPA8 (IbEXPA2/31/33) had interaction relationships with other EXP proteins, whereas the others did not (**Supplementary Figure S1**). Furthermore, each AtEXP had interaction relationships with multiple other proteins involved in development and/or stress responses (**Figure 7**). Among these proteins, AtEXPA4 (IbEXPA4/6/14/17) has been reported to be involved in primary root elongation in *Arabidopsis thaliana* (Liu et al., 2021b), AtEXPA8 (IbEXPA2/31/33) and AtEXPB3 (IbEXPB10) are involved in the formation of nematode-induced syncytia in the roots of *Arabidopsis thaliana* (Wieczorek et al., 2006), and AtEXPA11 (IbEXPA22/35) is likely to be involved in ethylene physiologies (Son et al., 2012). AtEXPA1 (IbEXPA12/13/25) is involved in the regulation of stomatal opening and salt and ABA stress (Gao et al., 2010; Wei et al., 2011; Zhang et al., 2011). Over-expression of *AtEXPB2* (*IbEXPB1/2/3/4/5/6/7/8/9*) could alleviate salt stress damage in transgenic tobacco plants (Chalekaei et al., 2021); AtEXLA2 (IbEXLA1/2) positively regulates the hypocotyl growth in *Arabidopsis thaliana* (Boron et al., 2014); and AtEXP2 (IbEXPA15) is involved in regulating gibberellin-mediated seed germination and increasing tolerance to salt and osmotic stress in *Arabidopsis* (Yan et al., 2014). The examination of interactions between IbEXP proteins indicates that IbEXP proteins tend to form complexes through protein interactions to perform crucial functions in the regulation of development and/or stress responses. This information will be conducive to further study of the significant roles of IbEXP proteins in stress response and plant development.

**Figure 7:**
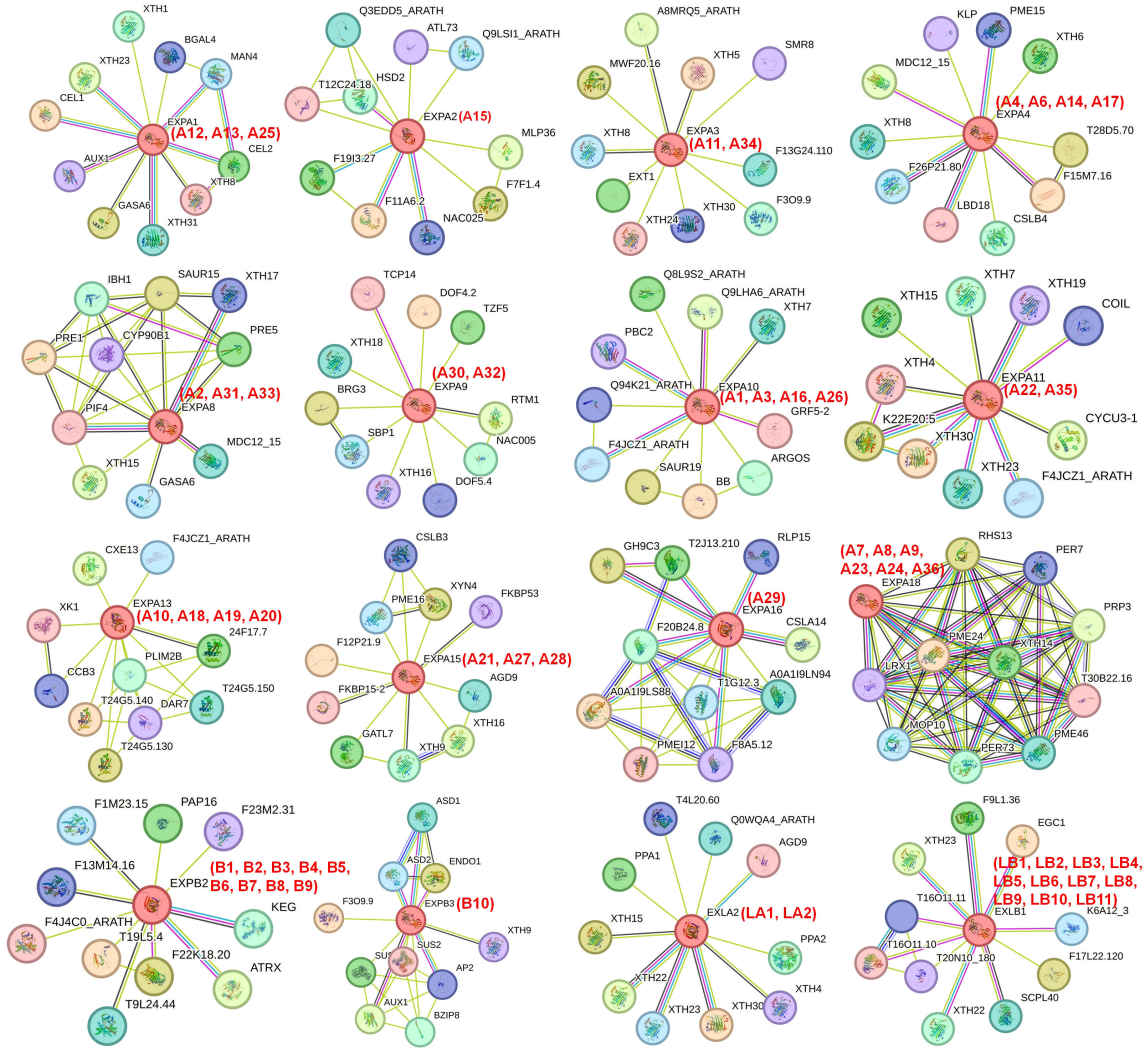
Interaction networks of IbEXP proteins with other functional proteins from different families according to the orthologues in *Arabidopsis*. The amino acid sequences of each IbEXP protein in sweetpotato were employed to search the STRING database according to the orthologues in Arabidopsis. The network node represents proteins, and the edge represents protein-protein associations. The different colored lines between the nodes indicate the different kinds of interactions. The red numbers (IbEXP protein name) in brackets represent the corresponding orthologues in sweetpotato. The filled and empty nodes delineate the proteins with known or predicted 3D structures and unknown 3D structures, respectively.

### 3.9 RNA-seq of sweetpotato during tuberous root development

Numerous members of various gene families have been reported to be involved in the regulation of sweetpotato tuberous root development. 

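Roots of the sweetpotato cultivar Taizhong 6 were sampled as fibrous roots (FR), developing tuberous roots (DR) and mature tuberous roots (MR), with 1 wild-type (WT) library per stage made from the pooled roots of several plants. The same deposit holds 9 libraries of roots labelled as overexpressing MBP3 (MBP3-OE), 3 at each of 20 days, 1 month and 4 months, which the article does not report. Sporamin, the main storage protein of the tuberous root, took 0.026% of all counts in FR, 0.289% in DR (95% Wilson interval 0.288% to 0.290%) and 11.9% in MR (11.855% to 11.873%). In MBP3-OE it took 0.067% to 0.160% at 20 days, 0.418% to 1.70% at 1 month and 8.68% to 17.8% at 4 months. MBP3, named by the labels as overexpressed, is annotated as a pair of neighbouring genes on linkage group 1, g4107 (29559499 to 29562210) and g4109 (29574715 to 29577770), which may share reads. Their FPKM values cannot tell native from introduced transcripts. Gene g4107 was 15.3 FPKM in FR against 67.3 to 78.4 FPKM in the 20-day MBP3-OE roots, and 23.2 FPKM in DR against 29.7 to 58.4 FPKM at 1 month. At 4 months MBP3-OE gave 55.8 to 121 FPKM, a range that includes the 83.2 FPKM of the WT library. The target gene therefore does not separate the genotypes at 4 months, and the WT library of that age is named as the library labelled MR where a direction is drawn from it. The labels put the WT libraries at 20 days, 1 month and 4 months, whereas the series description gives 20, 60 and 120 days after planting.

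The authors deposited a whole-number count and an FPKM value for every gene and library. Counts were compared with edgeR's quasi-likelihood test after TMM scaling, in 1 fit of the 6 groups of genotype and age, over the 28065 genes with a mean of at least 0.5 FPKM over the 12 libraries. A gene passed the test at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. With 1 WT library per stage the spread comes from the 9 MBP3-OE libraries of all ages, and a lone WT library is assumed to vary as they do. The fit pools this spread over ages, although it differed between them. Fitted for each age alone, the common coefficient of variation was 0.234 at 20 days, 0.405 at 1 month and 0.5 at 4 months. The pooled spread may thus be too wide for young roots and too narrow for mature ones. No source says whether the 3 MBP3-OE libraries of an age are separate lines or separate plants, so an adjusted p measures the spread between these samples and nothing wider. Folds between single WT libraries, taken as the ratio of FPKM + 1, carry no test. Where a library has no count of a gene, a fold is given as at least its value against a floor of 3 counts in that library. Intervals and floors treat each deposited count as 1 read, which it is not, so they are approximate. They also leave out the spread between roots. Coordinates are those of the deposited annotation, whose build is not named.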

To explore the roles of members of different gene families during sweetpotato tuberous root development, we carried out RNA-seq of sweetpotato roots in different stages (FR, DR, and MR). More than 34 million sequence reads were obtained for each cDNA library, representing >5 Gb of sequence data for each sample. 

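The deposited counts sum to 42391140 in FR, 55506002 in DR and 47956219 in MR. The MBP3-OE libraries hold 43164893 to 55829214 counts at 20 days, 51470326 to 58486728 at 1 month and 39424503 to 49938331 at 4 months. The paper's Supplementary Table S5-1 gives 34595842 valid reads for FR, 44627942 for DR and 39601136 for MR. There were thus 1.23, 1.24 and 1.21 counts per valid read in the 3 libraries. In FR 132 genes had a count of 1 and 612 had a count of 4, so a count is not the same as a read. Sampling noise per gene is therefore taken from the spread between libraries and not from the counts alone.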

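FR and DR resembled each other more closely than either resembled the library labelled MR. Across the 45142 genes the Pearson r of FPKM was 0.826 between FR and DR, 0.195 between FR and MR, and 0.334 between DR and MR. The 10 most abundant genes of each library took 2.52% of the counts in FR, 3.11% in DR and 13.4% in MR. Without the 10 genes with the highest FPKM, r was 0.828, 0.348 and 0.420 for the same pairs. The metallothionein-like type 1 gene g48449, of a family of metal-binding proteins, was among the 5 most abundant genes of all 3 libraries, at 2221 FPKM in FR, 4291 FPKM in DR and 13996 FPKM in MR. The calmodulin-7-like gene g24687, a calcium sensor, was among the 5 most abundant in FR at 2155 FPKM and was 730 FPKM in DR and 159 FPKM in MR. Sporamin g46653 was 1.27 FPKM in FR, 251 FPKM in DR and 14469 FPKM in MR, where it was among the 5 most abundant. These coefficients are across genes, which are not independent replicates, and no pair of WT libraries shares a stage.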

The RNA-seq data exhibited good correlations and were suitable to be used for further investigations (**Supplementary Figure S2**). A summary of the RNA-seq, assembly, annotation, and mapping is provided in **Supplementary Table S5–1**. Finally, a total of 45142 genes were identified from the three cDNA libraries using FPKM to estimate gene expression. 

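The deposited table lists 45142 genes, of which 40356 had an FPKM above 0 in at least 1 of the 3 WT libraries and 31178 in all 3. At a minimum of 0.1 FPKM in at least 1 WT library 36595 genes remained, and at a minimum of 1 FPKM 26880. By stage, 36542 genes were above 0 in FR, 36031 in DR and 34620 in MR, and 23757, 23809 and 22561 reached 1 FPKM. The table gives no description for 5248 genes. Its annotation assigns 33398 genes to 6059 GO terms and 13676 genes to 141 KEGG pathways.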

Using p-value <0.05 and |log2 (fold change)| ≥1 as the significance threshold in DESeq2, 5488 genes, of which 3166 were up-regulated and 2322 were down-regulated, were identified as the differentially expressed genes (DEGs) between DR and FR, and 9669 genes, of which 4686 were up-regulated and 4983 were down-regulated, were identified as DEGs between MR and FR (**Figure 8**; **Supplementary Tables S5–2**, **S5–3**). In addition, 3423 DEGs were found simultaneously in both groups (DR vs. FR and MR vs. FR) (**Figure 8**; **Supplementary Table S5–4**), and these DEGs showed different expression patterns in these two groups (**Figure 8**). 

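Between DR and FR, a phosphate transporter gene was among the largest falls and the TIC 62 gene was among the largest rises. The inorganic phosphate transporter 1-4-like gene g5297 (linkage group 2, 7253759 to 7255779), whose family takes up phosphate from the soil, was 54.6 FPKM in FR and 0.048 FPKM in DR (log2 fold change -10.09, standard error 0.94, adjusted p = 0.044 from edgeR). SPX domain-containing protein 1-like g62091, of a family that senses cellular phosphate, fell from 102 to 11.1 FPKM (log2 fold change -3.39, standard error 0.47, adjusted p = 0.046). EXORDIUM-like 2 g34264, of a family linked to growth by cell expansion, fell from 573 to 35.2 FPKM (-4.21, standard error 0.58, adjusted p = 0.045). TIC 62 g34084, a protein of the chloroplast import machinery, had no count in FR and was 2.77 FPKM in DR, at least 85.8-fold higher. Chloroplastic fructose-bisphosphate aldolase 1 g59775 (linkage group 14, 30380613 to 30382747) rose from 2.43 to 43.1 FPKM (3.96, standard error 0.49, adjusted p = 0.045). The NPR4-like gene g39556, related to salicylic acid receptors, rose from 0.476 to 7.43 FPKM, and the photoreceptor phytochrome E g37417 from 0.2 to 2.92 FPKM.

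Between the library labelled MR and FR, a sporamin gene was among the largest rises and a TINY-like and a WRKY gene were among the largest falls. Sporamin g46651 had no count in FR and was 1336 FPKM in MR, at least 16909-fold higher. The light-responsive CONSTANS-LIKE 16-like gene g12473 had no count in FR and was 11.6 FPKM in MR, at least 305-fold higher. The AP2/ERF gene TINY-like g25967 was 92.5 FPKM in FR and had no count in MR, at least 2080-fold lower. WRKY transcription factor 53 g933, known from leaf senescence, was 35.2 FPKM in FR and had no count in MR, at least 1002-fold lower. An oxidoreductase, g11641, was 244 FPKM in FR and had no count in MR, at least 6065-fold lower.

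With the spread borrowed from MBP3-OE, 50 genes passed edgeR's test between DR and FR, 31 higher and 19 lower, and 5791 passed between MR and FR, 3222 higher and 2569 lower. By the fold of single libraries alone, with no test, 4643 of 27686 genes lay past 2-fold between DR and FR, 2216 higher and 2427 lower, and 10449 of 27781 between MR and FR, 4436 higher and 6013 lower. In 100 simulations of unchanged libraries with the spread of the MBP3-OE libraries, a mean of 2572 genes (2455 to 2672) lay past 2-fold between DR and FR and 2302 (2220 to 2404) between MR and FR. The deposited FPKM values of all genes lay a median log2 of 0.21 higher in DR than in FR, against 0.02 after TMM scaling. After median-ratio scaling of the FPKM values 1579 genes were past 2-fold higher in DR and 2870 lower. With 0.1 added to FPKM instead of 1, 3795 were higher and 3340 lower. With nothing added, over genes above 0 in both libraries, 4000 were higher and 3294 lower. Which side holds more genes thus depends on the setting. The 50 genes fell to 7 with median-ratio scaling (3 higher, 4 lower) and to 0 when any 1 of the 6 MBP3-OE libraries of 20 days or 1 month was left out. Without 4-month replicates 2, 3 and 8 the count was 239, 5 and 1, and quantile normalization with limma gave 197 higher and 593 lower.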

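By fold alone 3493 genes lay past 2-fold in both comparisons, of which 1189 were higher in both, 2054 lower in both, 188 higher in DR and lower in the library labelled MR, and 62 lower in DR and higher in MR. The NPR4-like gene g39556 rose again in MR, to 116 FPKM (log2 fold change 8.02 against FR, standard error 0.62, adjusted p = 0.0017 from edgeR). Phytochrome E g37417 was 4.00 FPKM in MR (4.40, standard error 0.43, adjusted p = 0.0018), and the phosphate transporter g5297 0.029 FPKM (-10.41, standard error 0.97, adjusted p = 0.0018). The 4-coumarate-CoA ligase-like gene g51141, of an enzyme family of phenylpropanoid and jasmonate metabolism, went both ways: it fell from 21.0 FPKM in FR to 2.47 FPKM in DR (-3.27, standard error 0.35, adjusted p = 0.044) and rose to 49.1 FPKM in MR (1.33, standard error 0.32, adjusted p = 0.022). The DR call was lost when any 1 of the 20-day or 1-month MBP3-OE libraries was left out (0 genes). A neighbouring lipoxygenase and allene oxide synthase gene had low FPKM in DR alone and passed the test in neither comparison. Linoleate 9S-lipoxygenase 5 g23525 was 303, 11.2 and 372 FPKM in FR, DR and MR, and allene oxide synthase 3-like g23527 was 266, 15.6 and 386 FPKM.

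**Figure D1:**
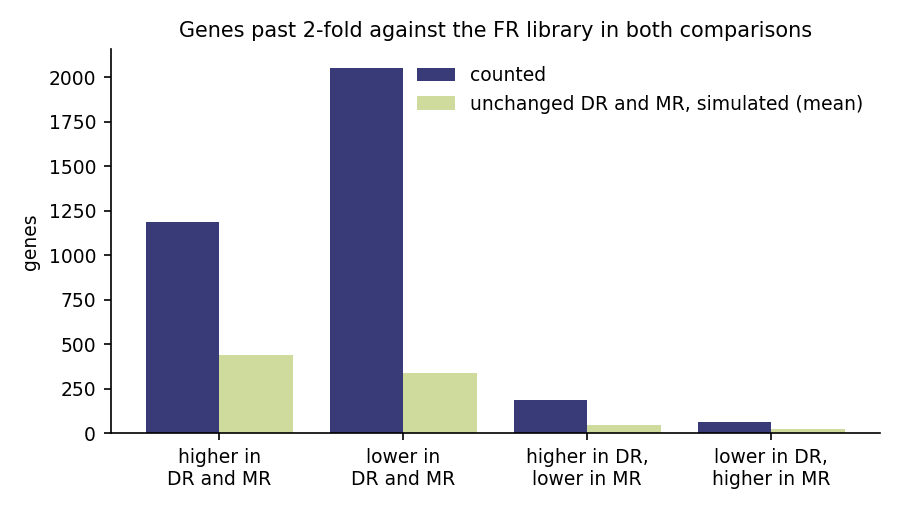
Number of genes past 2-fold against the FR library in both comparisons, by direction, as counted (dark bars) and as the mean of 100 simulations of unchanged DR and MR libraries against the same FR library (light bars). The simulated means are 437.9 higher in both, 337.7 lower in both, 44.1 higher in DR and lower in MR, and 20.8 lower in DR and higher in MR. The simulated lists were shorter than the counted ones, which alone lowers their overlap.

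Both comparisons use the same FR library, which alone makes lists overlap and puts most shared genes on the same side, so the share with a common direction carries no weight. In the simulations 786 to 903 genes were shared (mean 840), with 399 to 490 higher in both and 301 to 373 lower in both. The counted numbers lie above these ranges, but the simulated lists were shorter (means 2572 and 2302 genes, against 4643 and 10449), which alone lowers their overlap. Independent lists of the counted sizes would share 310.6 genes higher in both and 547.1 lower in both, against 1189 and 2054. In opposite directions they would share 475.9 and 357.1, against 188 and 62. Independent lists leave out the shared FR library. With 1 FR library the comparison cannot be split, so part of the overlap may come from it.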

Most of the DEGs from different groups (DR vs. FR, MR vs. FR, DR vs. FR, and MR vs. FR) belonged to different gene families that are known to be involved in plant development, such as the MADS-box, AP2/ERF, DEAD, B3, bZIP, bHLH, NAC, Homeobox, Dof, WRKY, MYB, and AUX/IAA families (**Supplementary Tables S5–2**; **S5–3**; **S5–4**).

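In each of the 12 families most members did not pass the test between FR and the library labelled MR. In edgeR's test falls outnumbered rises among AP2/ERF, WRKY, NAC, MYB, bHLH, bZIP, Dof and AUX/IAA genes. Rises outnumbered falls among MADS-box, homeobox, DEAD and B3 genes, for B3 by 5 to 4. Over all 28065 genes tested 3222 rose and 2569 fell. The homeobox counts (14 rises and 8 falls of 97) and the bHLH falls (10 of 108) lie near those shares. Between FR and MR, 33 of 115 AP2/ERF genes fell and 4 rose (39 and 5 when adjusted over the list alone), with a median log2 fold change of -1.92. Of 68 WRKY genes 24 fell and 6 rose (36 and 6 adjusted over the list alone), and of 68 NAC genes 20 fell and 2 rose (24 and 3 adjusted over the list alone). Of 119 MYB genes 19 fell and 4 rose (17 and 4 adjusted over the list alone). Of 25 MADS-box genes 6 rose and none fell, over all genes and adjusted over the list alone. All of these calls are from edgeR's test.

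RAP2-12-like g60949, an AP2/ERF gene of the low-oxygen response, was 475, 727 and 156 FPKM in FR, DR and MR and fell between FR and MR (log2 fold change -1.50, standard error 0.41, adjusted p = 0.033). ABR1-like g42323, an AP2/ERF gene linked to abscisic acid, was 914, 111 and 23.0 FPKM but did not pass (-5.20, standard error 2.08, adjusted p = 0.10). WRKY31 g34420 fell from 211 to 4.46 FPKM (-5.46, standard error 1.60, adjusted p = 0.042), and NAC62-like g865 from 144 to 30.3 FPKM (-2.14, standard error 0.45, adjusted p = 0.014). AGL21 g1670, a MADS-box gene known from lateral root growth, rose from 1.57 to 19.6 FPKM (3.74, standard error 0.59, adjusted p = 0.0051). MADS-box 23-like g57793 had no count in FR and was 0.857 FPKM in DR, at least 19.7-fold higher, and it was the 1 member of these families to rise in DR in the test over all genes.

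Among the other families, bHLH130-like g57590 fell from 300 to 15.6 FPKM between FR and MR (-4.16, standard error 0.72, adjusted p = 0.0068). RAV1-like g12832, a B3 gene, fell from 211 to 6.20 FPKM (-4.98, standard error 0.90, adjusted p = 0.0077). The RNA helicase RH38 g25200 of the DEAD family rose from 67.6 to 133 FPKM (1.08, standard error 0.31, adjusted p = 0.041), while RH5 g60735 fell from 105 to 42.7 FPKM (-1.19, standard error 0.33, adjusted p = 0.035). In MR 6 of 108 bHLH genes rose and 10 fell (3 and 6 adjusted over the list alone), 14 of 97 homeobox genes rose and 8 fell (the same adjusted over the list alone, 21 higher and 21 lower by fold alone), and 12 of 59 DEAD genes rose and 5 fell (12 and 6). B3 counts were 5 and 4 of 40 (5 and 5), bZIP 1 and 5 of 23 (2 and 5), Dof 2 and 6 of 30 (2 and 8) and AUX/IAA 2 and 6 of 23 (3 and 7). B3 genes had no common direction, with a median of 0.02 that turned to -0.05 under median-ratio scaling. Median and mean differed in sign for DEAD (-0.23 and 0.29) and homeobox genes (0.13 and -0.17). IAA27-like g55286, a repressor of auxin responses, was 57.3, 40.6 and 94.8 FPKM and did not pass.

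In DR 23 of 93 homeobox genes were past 2-fold higher and 6 lower by fold alone (19 and 8 after median-ratio scaling), and 4 of 21 MADS-box genes were higher and none lower. The homeodomain-leucine zipper genes HAT5-like g53578 (106, 464 and 176 FPKM) and ATHB-6-like g29859 (124, 553 and 174 FPKM) were both highest in DR, without passing the test there (1.95, standard error 0.48, adjusted p = 0.14, and 1.98, standard error 0.40, adjusted p = 0.091). In DR 41 of 107 AP2/ERF genes and 32 of 64 WRKY genes were past 2-fold lower, and 4 and 8 higher. The medians of the AP2/ERF, WRKY and NAC lists in DR (-1.07, -1.26 and -0.53) lay below those of all 10000 random lists of like expression, which take genes as independent and give no test. Between DR and FR edgeR called 1 MADS-box rise and 1 MYB fall among the 12 families. Adjusted over each list alone, 2 MADS-box, 8 homeobox, 2 WRKY and 1 bHLH genes rose and 5 MYB, 5 WRKY and 3 AP2/ERF genes fell. The MADS-box and MYB calls over all genes were lost when any 1 of the 20-day or 1-month MBP3-OE libraries was left out (0 genes).

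**Figure D2:**
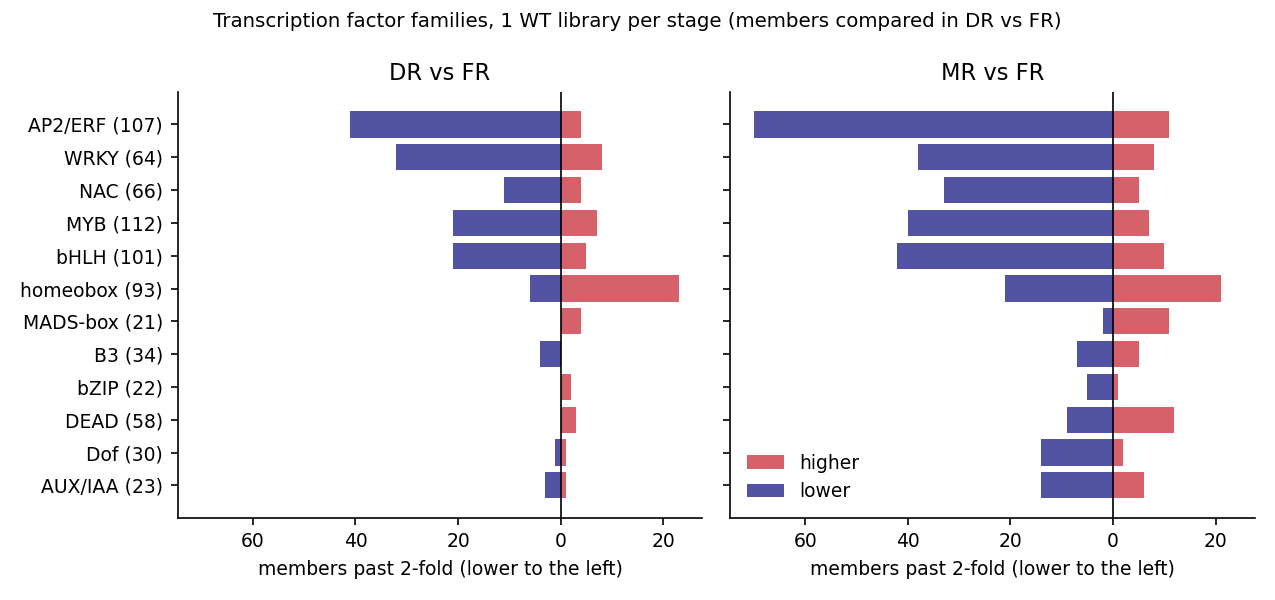
Number of genes past 2-fold higher (right) and lower (left) in DR and in the library labelled MR against FR, for the 12 families, with 1 WT library per stage. Numbers in brackets are the members compared between DR and FR. AP2/ERF genes have the most members on the lower side in both panels.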

**Figure 8:**
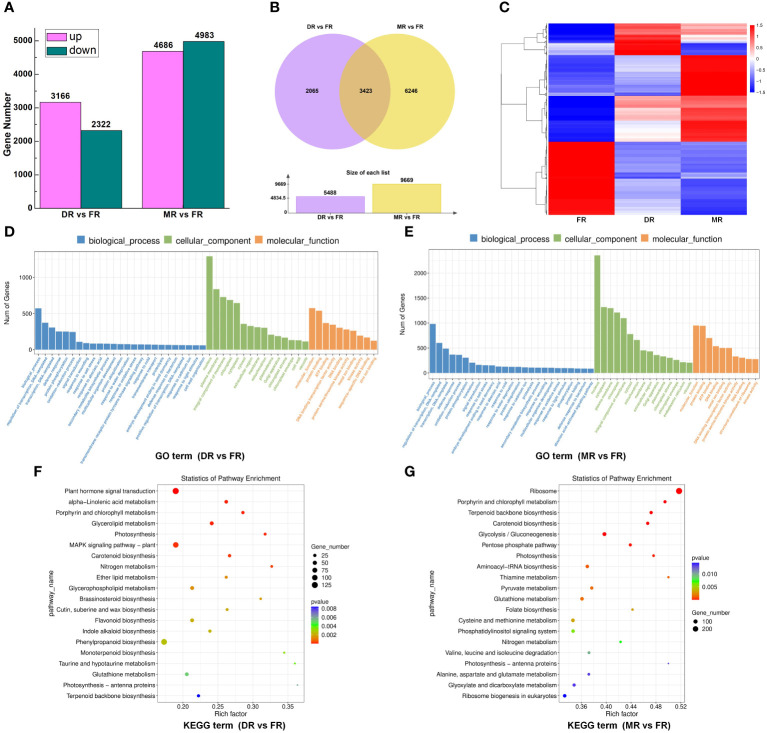
RNA-seq analysis of candidate genes that were involved in sweetpotato tuberous root development. **(A)**. Histogram visualizing the differentially expressed genes (DEGs) in groups DR vs. FR and MR vs. FR. The up-regulated DEGs are shown in red, and the down-regulated DEGs are shown in green. The y-axis represents the gene number. **(B)**. The Venn diagram represents the 3423 DEGs detected simultaneously in groups DR vs. FR and MR vs. FR. **(C)**. Hierarchical clustering analysis of 3423 DEGs detected simultaneously in the three developmental stages (FR, DR, and MR). The red and blue colors indicate the up-regulated and down-regulated DEGs in the heat maps, respectively. The scale bar denotes the value of log10 (FPKM+1); FPKM, fragments per kilobase of transcript sequence per million base pairs sequenced. **(D)**. Gene Ontology (GO) classification of DEGs that are enriched in cellular component (CC), biological process (BP), and molecular function (MF) in group DR vs. FR. **(E)**. Gene Ontology (GO) classification of DEGs that are enriched in cellular component (CC), biological process (BP), and molecular function (MF) in group MR vs. FR. **(F)**. KEGG pathway enrichment analysis of up- and downregulated DEGs that are primarily enriched in the regulatory pathway in groups DR vs. FR. **(G)**. KEGG pathway enrichment analysis of up- and downregulated DEGs that are primarily enriched in the regulatory pathway in groups MR vs. FR. “GeneRatio” indicates the ratio of the number of differential genes associated with one KEGG pathway to the total number of all DEGs.

To explore the potential functions of these DEGs in sweetpotato tuberous root development, we performed functional enrichment using gene ontology (GO) analysis in two groups (DR vs. FR and MR vs. FR) to categorize the DEGs with respect to cellular component (CC), biological process (BP), and molecular function (MF). 

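Transcription and membrane terms held more genes past 2-fold between DR and FR than the average of all annotated genes, and the nucleus and ATP binding held fewer. Of 23842 genes with a GO term, 4068 (17.1%) lay past 2-fold. The share was 21.5% for regulation of transcription, DNA-templated (344 of 1600 genes) and 21.8% for transcription, DNA-templated (287 of 1319). For the plasma membrane it was 19.5% (639 of 3276), and for integral components of the membrane 18.4% (552 of 3007). The nucleus held the largest number, 1035 of 7055 genes, at a share of 14.7%. For protein binding the share was 16.0% (435 of 2716) and for ATP binding 13.0% (228 of 1754). The split of higher and lower genes depended on the scaling: regulation of transcription had 153 higher and 191 lower (111 and 218 after median-ratio scaling) and the plasma membrane 247 and 392 (180 and 464). Integral membrane genes were 296 higher and 256 lower, which turned to 212 and 316. Among transcription regulators, the EFM-like MYB gene g47480, related to a repressor of flowering, fell from 13.1 to 1.10 FPKM (log2 fold change -3.76, standard error 0.50, adjusted p = 0.045 from edgeR). LIGHT-DEPENDENT SHORT HYPOCOTYLS 4-like g8287, of a family that acts at organ boundaries, rose from 0.438 to 5.66 FPKM (3.47, standard error 0.44, adjusted p = 0.045). The shares compare 2 single libraries and carry no test. The calls of g47480 and g8287 were lost when any 1 of the 20-day or 1-month MBP3-OE libraries was left out, since edgeR then called 0 genes.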

First, in the DR vs. FR group, for BP, the DEGs were principally enriched in biological processes, regulation of transcription, DNA-templated and transcription, DNA-templated; for CC, the majority of DEGs were associated with the nucleus, plasma membrane, and integral components of the membrane; and for MF, most of the DEGs were related to molecular function, protein binding, and ATP binding (**Figure 8**; **Supplementary Table S5–5**). Second, in the group MR vs. FR, for BP, the DEGs were principally enriched in biological processes, regulation of transcription, DNA-templated and transcription, DNA-templated; for CC, the majority of DEGs were associated with the nucleus, cytoplasm, and plasma membrane; and for MF, most of the DEGs were related to molecular function, protein binding, ATP binding, and DNA binding (**Figure 8**; **Supplementary Table S5–6**). 

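Regulation of transcription again held more genes past 2-fold than the average, with most of them lower in the library labelled MR. Of 23772 genes with a GO term 9130 (38.4%) lay past 2-fold between MR and FR. The share was 43.3% for regulation of transcription, DNA-templated (699 of 1614 genes, 250 higher and 449 lower) and 44.8% for transcription, DNA-templated (593 of 1325, 192 higher and 401 lower). DNA binding had 40.9% (581 of 1421, 197 higher and 384 lower) and the plasma membrane 41.9% (1342 of 3201, 404 higher and 938 lower). Other terms lay below the average, with 33.2% for the nucleus (2346 of 7063, 887 higher and 1459 lower), 35.0% for the cytoplasm (1324 of 3786, 567 higher and 757 lower), 36.0% for protein binding (973 of 2704) and 33.5% for ATP binding (582 of 1735). A WRKY gene of the DNA-binding group, g9904, fell from 229 to 37.2 FPKM (log2 fold change -2.51, standard error 0.70, adjusted p = 0.036 from edgeR). WRKY40 g51746, a regulator of defense and abscisic acid responses, was 261, 68.6 and 26.7 FPKM in FR, DR and MR and did not pass the test (-3.18, standard error 1.00, adjusted p = 0.053). Terms overlap, so a gene can count in several of them.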

In the DR vs. FR group, 131 pathways were screened using KEGG analysis, and we found that most of the DEGs were mainly enriched in multiple pathways associated with biosynthesis, metabolism, and plant hormone signal transduction (**Figure 8**; **Supplementary Table S5–7**). 

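Among the pathways of Figure 8, photosynthesis antenna proteins held the largest share of genes past 2-fold between DR and FR. Every gene past 2-fold in that pathway and in photosynthesis was higher in DR. Of 16 genes of photosynthesis antenna proteins 11 (68.8%) lay past 2-fold, and of 53 photosynthesis genes 23 (43.4%), against 17.3% of the 9342 genes with a KEGG pathway. Chlorophyll a-b binding protein 8 g43385, an abundant marker of green tissue, was 1.13 FPKM in FR and 20.9 FPKM in DR, without passing the test (log2 fold change 4.03, standard error 1.34, adjusted p = 0.25 from edgeR). Plant hormone signal transduction had 138 of 466 genes past 2-fold (29.6%), 59 higher and 79 lower (40 and 90 after median-ratio scaling). The plant MAPK signaling pathway had 111 of 320 (34.7%), 40 higher and 71 lower, and brassinosteroid biosynthesis 17 of 32 (53.1%), 9 higher and 8 lower, which turned to 7 and 8. In alpha-linolenic acid metabolism, the route to jasmonate, 26 of 92 genes were lower and 6 higher. In phenylpropanoid biosynthesis, which feeds lignin, 72 of 354 were lower and 39 higher, while in cutin, suberine and wax biosynthesis 14 of 50 were higher and 4 lower (12 and 6 after median-ratio scaling). All 20 pathways that Figure 8 shows for DR vs. FR lay above the share of all annotated genes. The paper picked them as enriched in these same libraries, so their high shares are not independent evidence. ACC oxidase homolog 1-like g8327, named for the enzyme of ethylene synthesis, rose from 0.179 to 2.21 FPKM (3.43, standard error 0.49, adjusted p = 0.050), a call lost when any 1 of the 20-day or 1-month MBP3-OE libraries was left out (0 genes).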

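Most photosynthesis genes were past 2-fold higher in the library labelled MR than in FR, and most of the ribosome genes past 2-fold were lower. Of 17 genes of photosynthesis antenna proteins 16 (94.1%) lay past 2-fold, all higher, and of 58 photosynthesis genes 45 were higher and 2 lower, against 39.9% of all genes with a KEGG pathway past 2-fold. Porphyrin and chlorophyll metabolism had 40 of 80 genes higher and 5 lower. Of 473 ribosome genes 210 were lower and 57 higher. Carotenoid biosynthesis had 27 of 86 genes higher and 37 lower, and nitrogen metabolism 8 of 43 higher and 19 lower. In glycolysis and gluconeogenesis, which meet starch metabolism at the sugar phosphates, 43 of 180 were higher and 39 lower. Of the 20 pathways that Figure 8 shows for MR vs. FR, 19 lay above the share of all annotated genes. Ribosome biogenesis in eukaryotes lay below it with 56 of 160 genes (35.0%). The count of 19 depends on the setting. The phosphatidylinositol signaling system (54 of 135, 40%) fell below the share of all annotated genes after median-ratio scaling (39.3% against 40.2%). Valine, leucine and isoleucine degradation fell below it with 0.1 added to FPKM (46.4% against 48.9%). These pathways too were picked by the paper from the same libraries, so the shares are not independent evidence. 60S ribosomal protein L8-like g54098 fell from 519 to 222 FPKM (log2 fold change -1.11, standard error 0.34, adjusted p = 0.046 from edgeR) and L7a-1 g24568 from 531 to 171 FPKM (-1.53, standard error 0.37, adjusted p = 0.022). Beta-carotene hydroxylase 2 g1548, an enzyme of xanthophyll synthesis, fell from 46.2 to 2.10 FPKM (-4.34, standard error 0.48, adjusted p = 0.0021). NCED3 g54338, which makes the precursor of abscisic acid, fell from 103 to 3.43 FPKM (-4.80, standard error 1.25, adjusted p = 0.028).

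**Figure D3:**
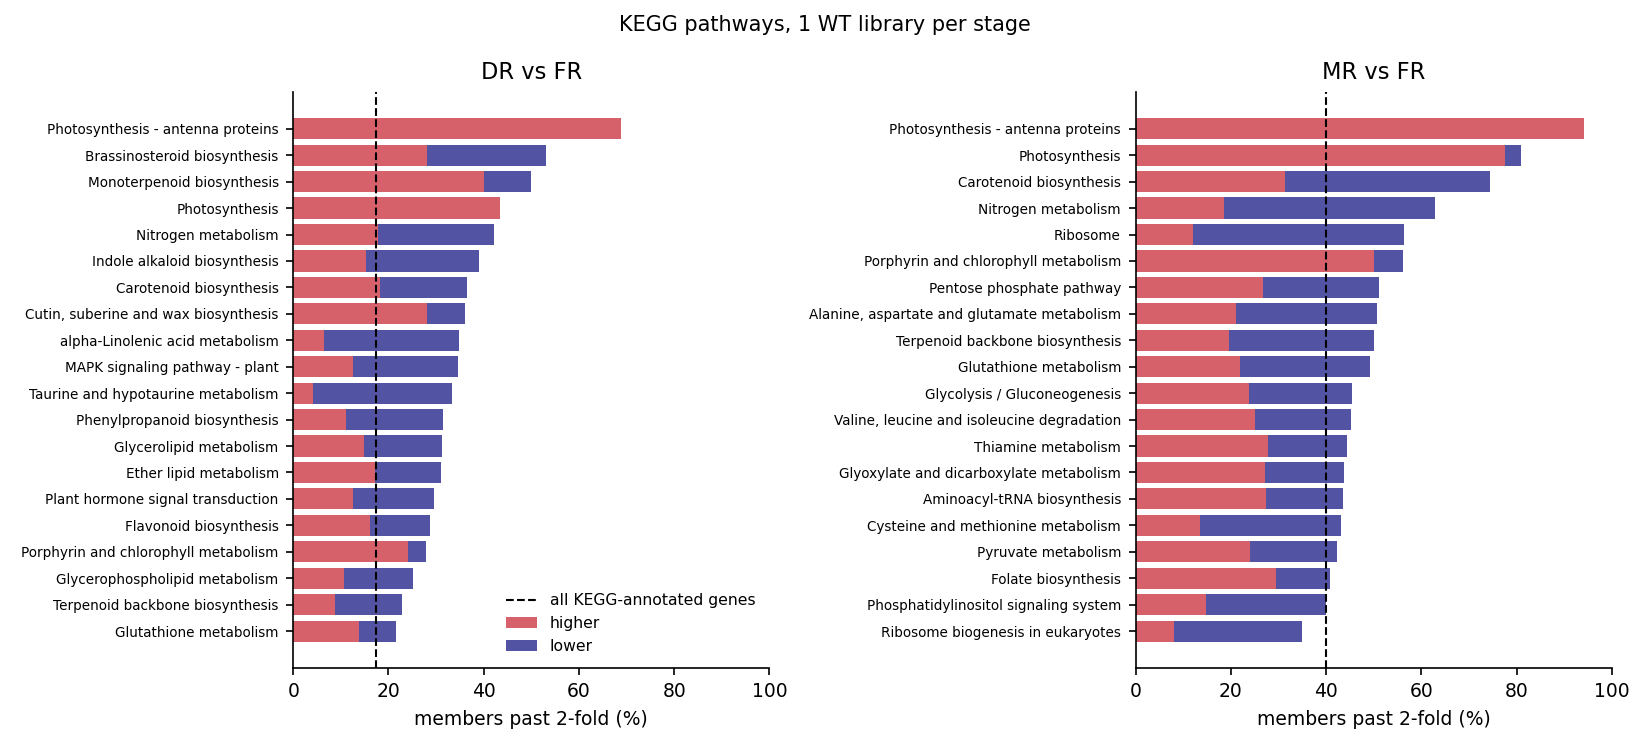
Percent of each pathway's genes past 2-fold higher (red) and lower (blue) in DR (left) and MR (right) against FR, 1 WT library per stage, for the pathways of Figure 8. The dashed line is the share of all genes with a KEGG pathway, 17.3% in DR and 39.9% in MR.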

In the MR vs. FR group, 137 pathways were screened, and the majority of DEGs were enriched in multiple pathways in connection with biosynthesis and metabolism (**Figure 8**; **Supplementary Table S5–8**). These results indicate that the DEGs influence sweetpotato tuberous root development by regulating transcriptional levels of genes relating to signal transduction, cell component modification, biosynthesis, and regulation of transcription.

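Most starch synthesis and sporamin genes rose between FR and the library labelled MR, and more genes of cytosolic ribosomal proteins fell than rose. Of 21 starch synthesis genes 18 rose and none fell (the same adjusted over the list alone), with a median log2 fold change of 2.97. ADP-glucose pyrophosphorylase beta subunit g59752 (linkage group 14, 30208523 to 30212773), which makes the glucose donor of starch, was 11.4 FPKM in FR, 24.1 FPKM in DR and 1824 FPKM in MR (log2 fold change between FR and MR 7.43, standard error 1.62, adjusted p = 0.015 from edgeR). Granule-bound starch synthase I g39231 (linkage group 10, 7535337 to 7539015), which makes amylose, was 24.1, 106 and 273 FPKM (3.61, standard error 0.80, adjusted p = 0.016). Granule-bound starch synthase 2 g17409 was 3.77, 15.5 and 96.4 FPKM (4.78, standard error 0.63, adjusted p = 0.0031). Between FR and DR 1 starch synthesis gene rose and none fell (5 and none adjusted over the list alone). It was the isoamylase gene g7416, a trimming enzyme of amylopectin named here after its value was seen (3.20, standard error 0.39, adjusted p = 0.045), and 0 genes of any kind passed when any 1 of the 20-day or 1-month MBP3-OE libraries was left out.

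Of 25 sporamin genes 16 rose and none fell in MR (19 and none adjusted over the list alone), with a median of 12.11, or 9.23 with genes at no count set to their bound. Beta-amylase g13691 (linkage group 4, 6186165 to 6193107), itself an abundant protein of the tuberous root, was 1.18, 34.2 and 726 FPKM (9.37, standard error 1.18, adjusted p = 0.0028), and of 34 genes of starch breakdown 13 rose and 1 fell (14 and 1 adjusted over the list alone). Of 260 genes of cytosolic ribosomal proteins 92 fell and 2 rose (121 and 3 adjusted over the list alone). Of 119 genes of lignin and phenylpropanoid synthesis 18 fell and 7 rose (the same adjusted over the list alone). Cinnamyl alcohol dehydrogenase g29790, which makes lignin precursors, was 845, 424 and 22.7 FPKM and did not pass (-5.11, standard error 1.78, adjusted p = 0.070). Of 46 cellulose synthesis genes 14 fell and 4 rose (20 and 5 adjusted over the list alone), and of 45 anthocyanin and flavonoid genes 6 fell and 3 rose (the same adjusted over the list alone). Leucoanthocyanidin dioxygenase g58862, an enzyme of anthocyanin synthesis, fell from 1061 to 11.6 FPKM (-6.41, standard error 1.55, adjusted p = 0.022).

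Of 50 phosphate starvation genes 14 fell and 7 rose in MR (19 and 8 adjusted over the list alone), and 2 fell and none rose in DR (18 and none adjusted over the list alone). Purple acid phosphatase 1 g38857, on that list as an enzyme that releases phosphate, went the other way, from 56.8 to 1828 FPKM (5.12, standard error 0.72, adjusted p = 0.0037). Sporamin and phosphate starvation genes had been seen in the paper's Supplementary Table S5-2 before the lists were written, so their direction is not independent evidence. Of 48 photosynthesis genes, kept as markers of green tissue, 19 rose and 1 fell in MR (27 and 2 adjusted over the list alone).

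**Figure D4:**
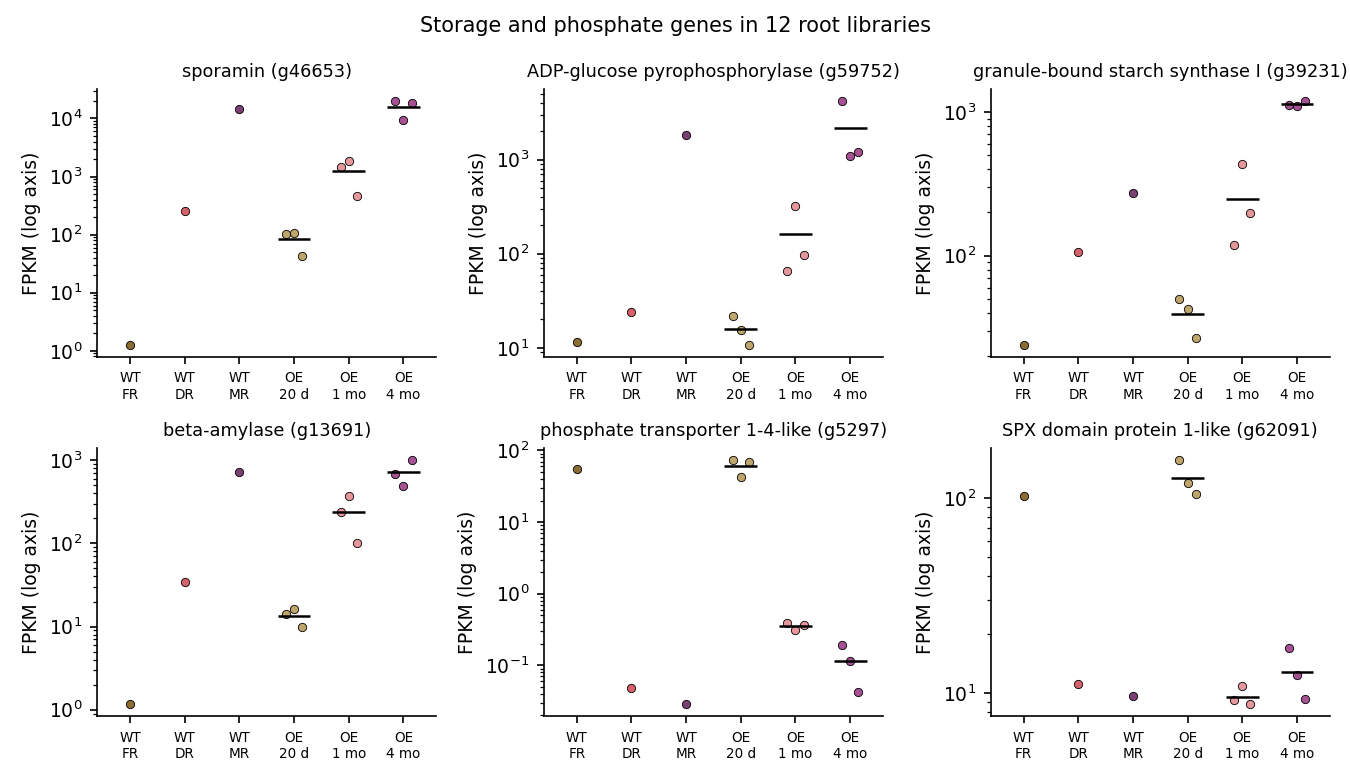
FPKM on a log axis of 4 storage and starch genes and 2 phosphate genes in each of the 12 libraries, with 1 point per library and a line at the mean of the 3 MBP3-OE (OE) libraries of each age. Sporamin g46653 runs from 1.27 FPKM in FR to 14469 FPKM in MR, and the phosphate transporter g5297 from 54.6 to 0.029 FPKM.

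From the terms and pathways of these genes, the paper concludes that the differentially expressed genes influence tuberous root development through transcript levels of genes of signal transduction, cell component modification, biosynthesis and regulation of transcription.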

### 3.10 Transcriptome−wide identification of *IbEXP* genes during tuberous root development and their expression profiles in different tissues

Accumulating evidence suggests that EXP genes have various critical roles in different developmental processes, such as root growth and architecture, fruit softening and ripening, seed production, and nodule formation and development. To investigate the potential biological roles of *IbEXP* genes in tuberous root formation and development, their transcript levels were explored at different developmental stages (FR, DR, and MR) based on our transcriptome data. We detected 35 *IbEXP* genes from all samples of these three periods and found that they displayed different expression patterns (**Figure 9**; **Supplementary Tables S5–9**); 13 and 10 *IbEXP* genes were significantly expressed in the DR vs. FR and MR vs. FR groups, respectively (**Supplementary Tables S5–9**).

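Expansins are wall proteins that loosen the cell wall during growth, and most IbEXP genes past 2-fold were lower in the library labelled MR than in FR. The deposited table names 39 of the 59 IbEXP genes, 22 of 36 EXPA, 5 of 10 EXPB, both EXLA and 10 of 11 EXLB, and 35 of them had an FPKM above 0 in at least 1 of the 3 stages and 26 in every stage. These 35 are not the same set as the 35 genes of the paper's heatmap. They include IbEXPA12, IbEXPA19, IbEXPA22 and IbEXLB3, which the heatmap lacks. IbEXPA2, IbEXPA28, IbEXPB2 and IbEXPB7, which it shows, were at 0 FPKM in all 3 stages. By fold alone 7 IbEXP genes lay past 2-fold in DR, with IbEXPA4 higher and IbEXLA2, IbEXLB2, IbEXLB9, IbEXLB10, IbEXLB11 and IbEXPA16 lower. In MR 17 lay past 2-fold, with IbEXPA13 and IbEXPA16 higher and 15 lower, among them 7 EXLB and 6 EXPA genes. Of the 28 IbEXP genes tested, edgeR called 1 rise and 4 falls between FR and MR (1 and 3 when adjusted over the list alone). At an unadjusted p under 0.05 there were 3 rises and 10 falls, and DESeq2 at an adjusted p gave the same numbers. In simulated counts of this comparison DESeq2 made 95 false calls and edgeR 0, so the equal numbers carry little weight.

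IbEXPA3 g3926 (linkage group 1, 28389618 to 28391033) fell from 40.8 FPKM in FR to 0.755 FPKM in MR, with 50.6 FPKM in DR (log2 fold change between FR and MR -5.62, standard error 0.79, adjusted p = 0.0036). IbEXPA13 and IbEXPA16 were singled out after their values were seen. IbEXPA13 g18539 rose from 0.138 to 1.55 FPKM (3.57, standard error 0.85, adjusted p = 0.021). IbEXPA16 g25447 was the most abundant IbEXP gene in MR, at 5.69 FPKM in FR, 1.95 FPKM in DR and 48.1 FPKM in MR, and did not pass (3.19, standard error 1.04, adjusted p = 0.058). Of 8 EXLB genes tested 1 fell in MR (2 adjusted over the list alone), and their median log2 fold change was -4.19, or -4.15 with genes at no count set to their bound. Between FR and DR edgeR called no IbEXP gene (1 lower adjusted over the list alone), with 2 lower at an unadjusted p under 0.05 and 1 lower with DESeq2. The fold count in DR and its direction depend on the pseudocount of 1: it was 20 with 0.1 (9 higher, 11 lower) and 19 with none (9 higher, 10 lower).

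**Figure D5:**
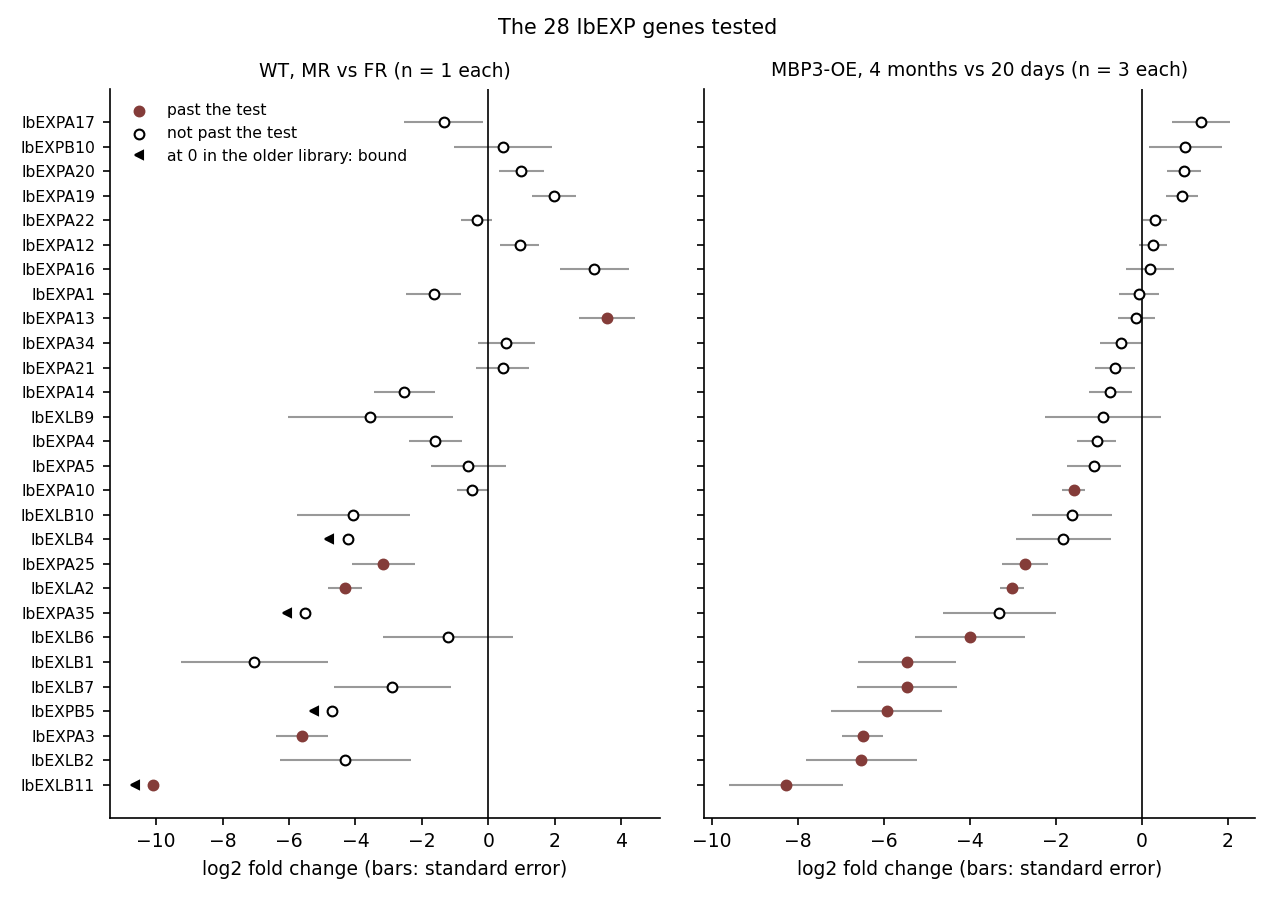
Log2 fold change of the 28 IbEXP genes tested, between FR and MR in WT (left, 1 library each) and between 20 days and 4 months in MBP3-OE (right, 3 libraries each). Both panels take the spread from all 9 MBP3-OE libraries. Bars are standard errors, filled points passed edgeR's test, and arrows mark genes with no count in MR, set to their bound. Points passing on the left are IbEXPA13 (3.57) on the higher side and IbEXPA3, IbEXPA25, IbEXLA2 and IbEXLB11 on the lower side.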

**Figure 9:**
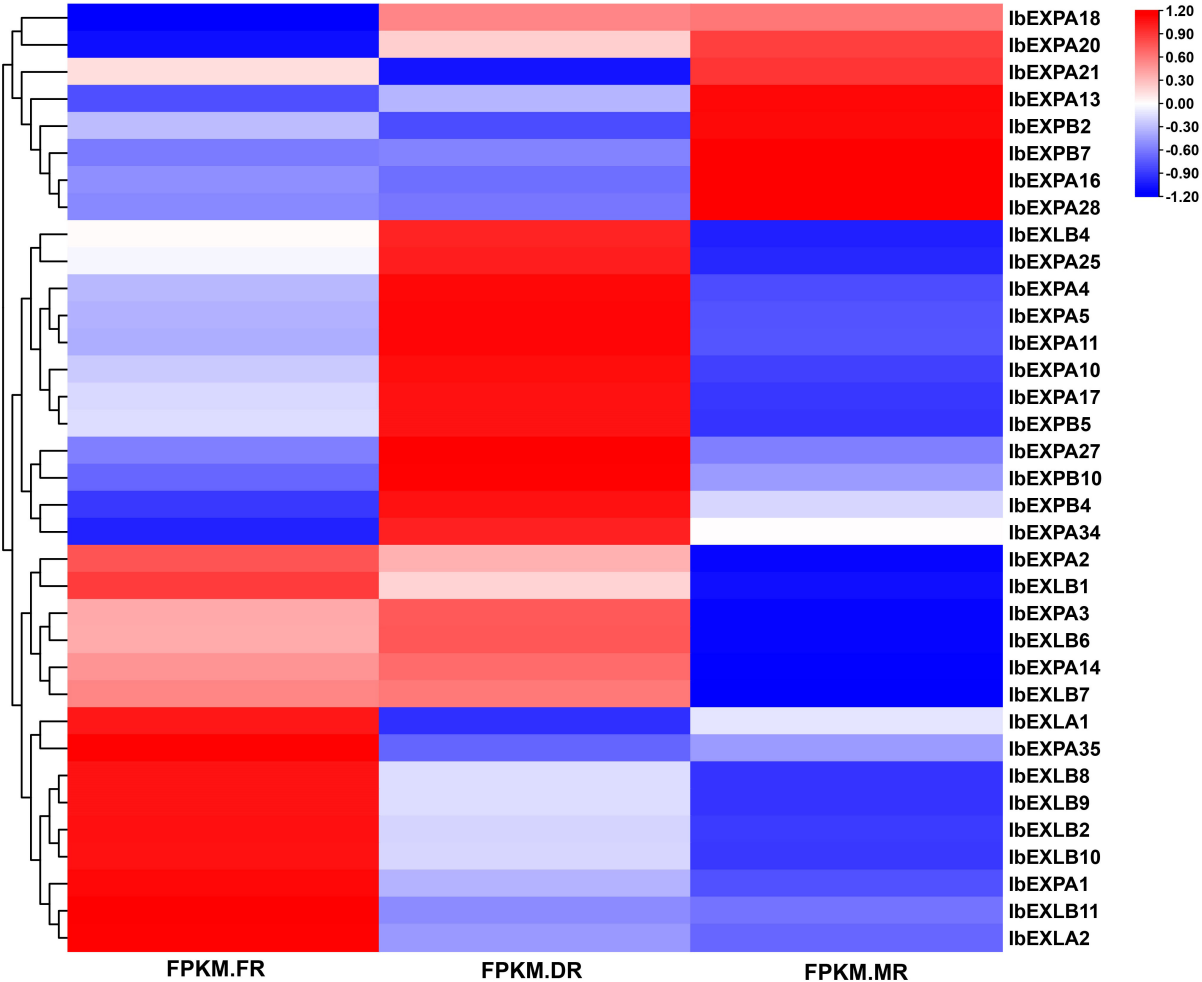
Heatmap of *IbEXPs* genes during sweetpotato tuberous root bulking. FPKM.FR, fibrous roots; FPKM.DR, developing tuberous roots; FPKM.MR, mature tuberous roots. FPKM, fragments per kilobase of transcript sequence per million base-pairs sequenced.

To verify our transcriptome data, we performed qRT-PCR analysis to analyze the expression patterns of eight selected *IbEXP* genes from different subfamilies that showed distinct expression changes in our RNA-seq data in different periods in tuberous roots and other tissues. 

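Of the 8 genes of the qRT-PCR panel, IbEXPA25, IbEXLA2 and IbEXLB11 fell between FR and the library labelled MR in edgeR's test, and 5 did not pass or were not tested. IbEXLA2 g59839 (linkage group 14, 30682182 to 30683969) was the most abundant, at 339 FPKM in FR, 55.6 FPKM in DR and 15.8 FPKM in MR (log2 fold change between FR and MR -4.32, standard error 0.51, adjusted p = 0.0024). IbEXLB11 g55709 (linkage group 14, 2414381 to 2417002) was 46.1 FPKM in FR and 2.93 FPKM in DR and had no count in MR, at least 1094-fold lower than in FR. IbEXPA25 g42794 (linkage group 11, 9641738 to 9643011) was 10.3, 20.6 and 1.06 FPKM (-3.16, standard error 0.95, adjusted p = 0.046).

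IbEXPA4, IbEXPA17, IbEXPA25, IbEXPB5 and IbEXPB10 were highest in DR, and none of them passed between FR and DR. IbEXPA4 g4923 (linkage group 2, 4902476 to 4904274) was 14.7, 45.1 and 4.53 FPKM (-1.59 between FR and MR, standard error 0.81, adjusted p = 0.18), and IbEXPA17 g25606 (linkage group 7, 2084323 to 2085849) was 3.38, 7.04 and 1.23 FPKM. IbEXPB5 g27144 (linkage group 7, 14128181 to 14130278) was 1.27 FPKM in FR and 3.30 FPKM in DR and had no count in MR, at least 25.9-fold lower than in FR without passing the test (adjusted p = 0.060). IbEXPB10 g54432 (linkage group 13, 23846980 to 23849576) was 0.736, 2.24 and 0.927 FPKM. IbEXLA1 g904 (linkage group 1, 5268058 to 5269592) was 0.905, 0.207 and 0.497 FPKM, too low to be tested.

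The spread between MBP3-OE libraries of the same age shows how far single values can move. IbEXPA4 was 23.1 ± 4.62 FPKM (SD, n = 3) at 20 days, 18.9 ± 14.4 at 1 month and 9.09 ± 1.9 at 4 months. IbEXLA2 was 139 ± 40.3 FPKM (SD, n = 3), 85.0 ± 7.63 and 14.3 ± 3.64 at the same ages.

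**Figure D6:**
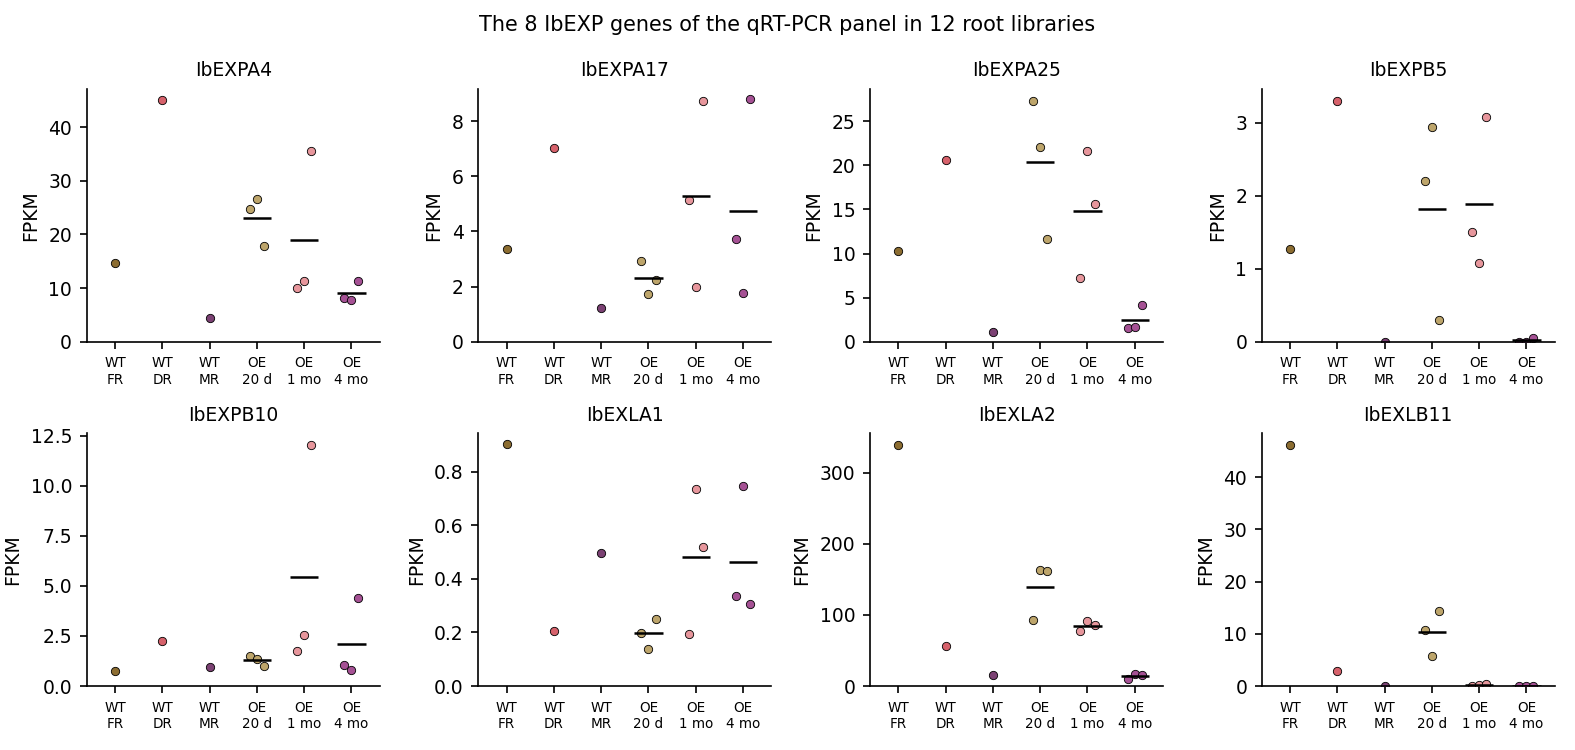
FPKM of the 8 IbEXP genes of the qRT-PCR panel in each library, with 1 WT library per stage and 3 MBP3-OE (OE) libraries per age. Lines are means of 3. IbEXLA2 and IbEXLB11 are highest in the FR library, at 339 and 46.1 FPKM.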

The transcript abundances of these *IbEXP* genes varied among different tissues (**Figure 10**). The transcripts of *IbEXPA4*, *IbEXPA17*, *IbEXPA25*, *IbEXPB5*, *IbEXPB10*, *IbEXLA2*, and *IbEXLB11* markedly accumulated in some developmental stages of tuberous roots (DR1, DR2, DR3, and MR), and their levels were significantly higher in one or two DR (DR1, DR2, and DR3) stages than in the MR stage. Moreover, *IbEXPA17*, *IbEXPA25*, *IbEXPB5*, and *IbEXLA1* also showed high expression levels in leaves. Transcripts of *IbEXLA1* were markedly accumulated in the FR stage and then dramatically reduced at DR1–3 before being induced by the development of tuberous roots. The expression of *IbEXLB11* was down-regulated with the development of tuberous roots and was significantly up-regulated in stems and FR. The expression of *IbEXPB5* was increased following tuberous root development; it showed the highest expression levels in DR3 and reduced levels in MR. The expression levels of *IbEXLA1* in stems and leaves were significantly higher than those in different developmental stages of tuberous roots. These results suggest that the selected EXP genes may have significant roles in different tissues and developmental stages of sweetpotato roots.

**Figure 10:**
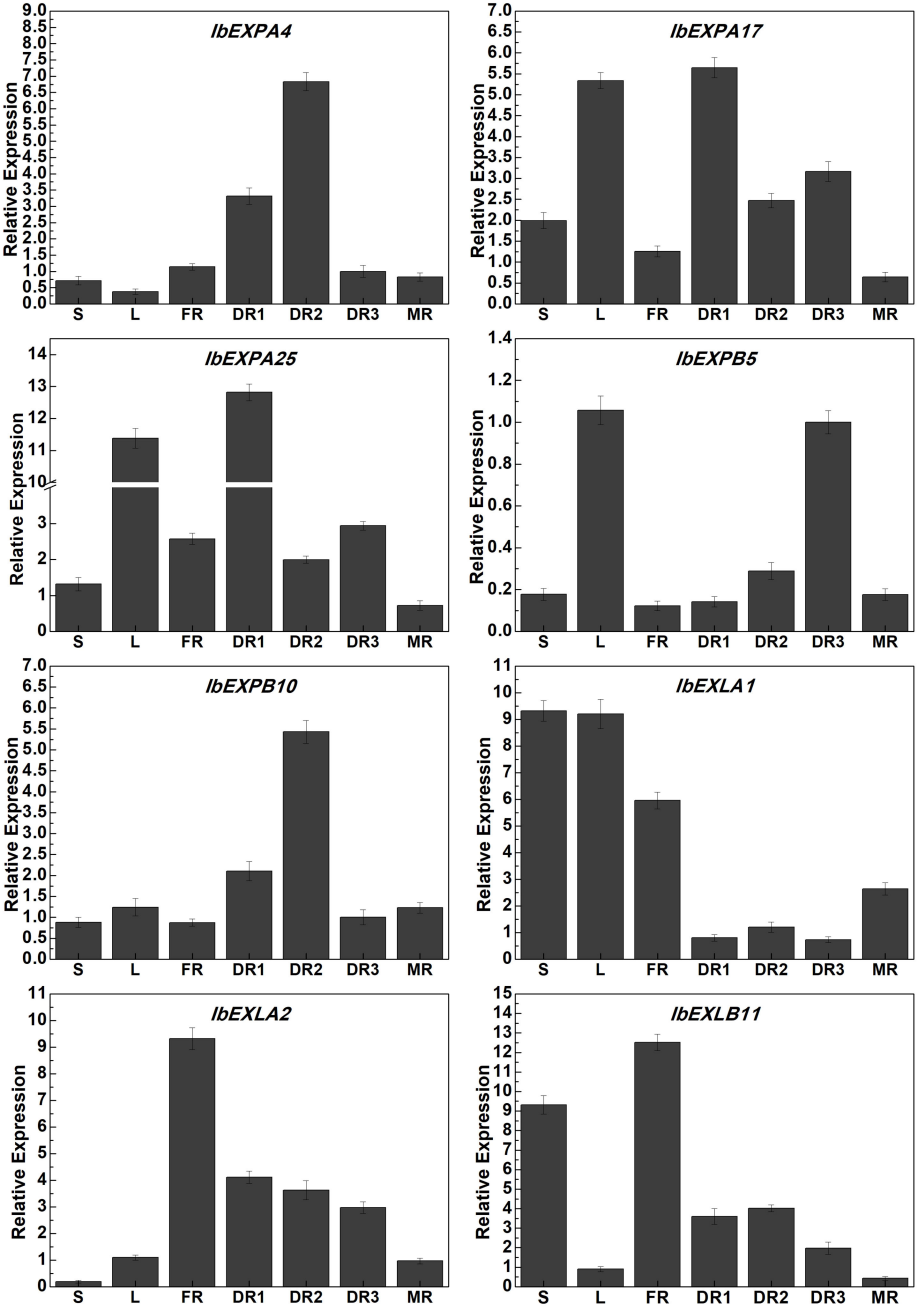
Expression profile analysis of *IbEXP* genes in different tissues by qRT-PCR. L, mature leaves at 60 dap; S, stems at 60 dap; DR1, tuberous roots at 30 dap; DR2, tuberous roots at 60 dap; DR3, tuberous roots at 100 dap; MR, mature tuberous roots at 120 dap.

### 3.11 Expression patterns of *IbEXP* genes under multiple hormone treatments and abiotic stresses

In addition to their crucial functions in plant development, EXPs have been confirmed to participate in responses to multiple abiotic stresses and exogenous plant hormones (Han et al., 2012; Zou et al., 2015; Yang et al., 2020). Thus, we investigated the transcript accumulation of eight *IbEXP* genes under various abiotic stresses and plant hormone treatments. The expression levels of these *IbEXP* genes were enhanced or decreased to varying degrees under different hormone treatments (ABA, ACC, JA, SA) (**Figure 11**). Specifically, the transcriptional levels of *IbEXPA4/17/25*, *IbEXPB5/10*, *IbEXLA1*, and *IbEXLB11* can be increased to various degrees by these four hormones, whereas *IbEXLA2* expression levels were reduced. Transcripts of *IbEXPB5/10* and *IbEXLA1* displayed high fold changes in expression (6.6-fold–7.9-fold increase compared with levels at 0 h after ABA treatment), whereas the other four *IbEXP* genes (*IbEXPA4/17/25*, *IbEXLB11*) exhibited changes with less than two folds. The expression levels of *IbEXPA4/17/25*, *IbEXPB5*, and *IbEXLB11* were up-regulated about 2.9-fold–26.3-fold compared with levels at 0 h under ACC treatment. After JA treatment, transcript levels of *IbEXPA17/25*, *IbEXPB5*, *IbEXLA1*, and *IbEXLB11* were increased by 2.9-fold–13.8-fold at certain time points. After SA treatment, only *IbEXLB11* displayed increased transcript abundance (two-fold change); transcript levels of the other seven EXP genes displayed decreases of varying degrees at all or some time points.

**Figure 11:**
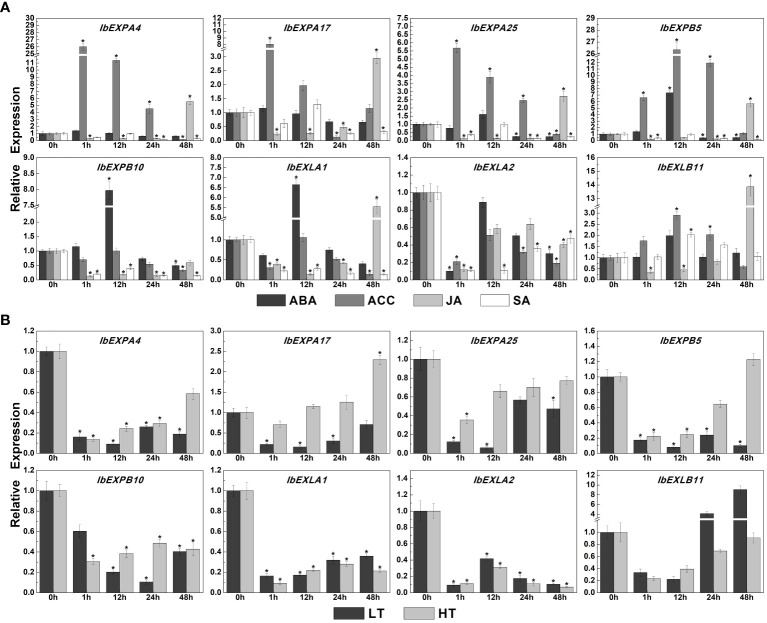
Relative expression levels of *IbEXP* genes detected by qRT-PCR under diverse hormone treatments and abiotic stresses. **(A)**. The expression levels of detected IbEXP genes under diverse hormone treatments. These hormone treatments include ABA (abscisic acid, 100 μM), ACC (1-aminocyclopropane-1-carboxylic acid, 100 μM), JA (jasmonic acid, 100 μM), and SA (salicylic acid, 2 mM). 0 h represents the WT seedlings that were not treated by each treatment. Bars indicate the mean of three biological replicates ± SE. The two-fold expression changes of IbEXP genes in each treated sample compared to the 0 h sample are considered to be significant expression changes. **(B)**. The expression levels of detected IbEXP genes under abiotic stresses. The abiotic stress treatments include low temperature (LT, 4˚C) and high temperature (HT, 42˚C). 0 h represents the WT seedlings that were not treated by each treatment. Bars indicate the mean of three biological replicates ± SE. The two-fold expression changes of IbEXP genes in each treated sample compared to the 0 h sample are considered to be significant expression changes. The asterisk indicate the significant differences of IbEXP gene expression changes in treated samples compared to the 0 h sample.

In consideration of the crucial functions of *IbEXP* genes in response to various abiotic stresses, as reported in previous studies, we also performed expression pattern analysis for the selected *IbEXP* genes under low temperature (LT, 4°C) and high temperature (HT, 42°C), according to our previous study (Meng et al., 2020). The results displayed that transcript levels of all eight selected *IbEXPs* were increased or reduced to various degrees (**Figure 11**). Those of *IbEXPA4/25*, *IbEXPB10*, *IbEXLA1*, and *IbEXLA2* were significantly reduced at all time points, whereas *IbEXPA17* showed marked reduction at all or some time points under low temperature stress, and its expression increased about 2.3-fold at 48 h. On the contrary, expression levels of *IbEXPB5* were dramatically reduced at all or some time points under high temperature stress but were observably increased about 4.1-fold–9-fold at 24 h and 48 h. These results suggest that many *IbEXP* genes function as crucial regulators in response to certain hormones (especially ABA, ACC, and JA), abiotic stresses, and/or signal transduction.

## 4 Discussion

Sweetpotato is a significant food crop with broad applications in industrial materials, animal feed, and human food. It has various natural advantages, including high stress resistance, high yield, and wide adaptability (Liu, 2017). Plant growth is determined by cell enlargement and proliferation and is restricted by the cell wall, which limits increases in the protoplasm of plant cells. The mechanism of cell wall extension has long been a focus of investigation owing to the crucial functions of cell wall enlargement during plant morphogenesis (Lin et al., 2011). EXPs are necessary for plant development and play critical roles in the relaxation of the plant cell wall. They are thus among the most frequently investigated structural proteins. EXPs promote the growth of the primary cell wall in plants. They can loosen the cell wall via the cleavage of hydrogen bonds between hemicellulose and cellulose microfibrils, fill microfibrils, and combine cellulose networks to form reticular systems (Cho and Cosgrove, 2000; Li et al., 2003), resulting in increases in cell wall strength and toughness and continuous extension of the cell wall (Ding et al., 2016). However, members of the EXP gene family in *I. batatas* had not been systematically and comprehensively characterized. The completed genome sequencing of sweetpotato and the availability of advanced bioinformatics tools provide an excellent foundation for the identification and characterization of specific gene families (Yang et al., 2017). In this study, the *IbEXP* genes in *I. batatas* were systematically characterized and analyzed, and their multiple molecular characteristics were further explored. Our study provides a foundation for further investigations of the regulatory modes and molecular functions of *IbEXP* genes in sweetpotato growth and development and stress tolerance.

### 4.1 Characterization of IbEXPs in sweetpotato

In this study, 59 *IbEXP* genes were identified from the *I. batatas* genome, whereas only 37 *ItfEXP* genes were identified in *I. trifida*, suggesting that number expansion of the EXP gene family has occurred in *Ipomoea batatas* compared with its diploid wild relative (Li et al., 2022). These 59 *IbEXP* genes were divided into four subfamilies: *IbEXPA*, *IbEXPB*, *IbEXLA*, and *IbEXLB*, which were similar to those in other plant species. The number of 59 *IbEXP* genes is more than 46, 38, 36, 46, 36, and 38 EXP genes in barley (Liu et al., 2021a), *Brachypodium distachyon* (Chen et al., 2020b), *Arabidopsis* (Sampedro and Cosgrove, 2005), gingkgo (Guo et al., 2023), potato (Chen et al., 2019), and tomato (Lu et al., 2016), and is similar to 52 and 58 EXP genes in tobacco (Ding et al., 2016) and rice (Sampedro and Cosgrove, 2005), while is obviously less than 75, 88, 92, 93, and 241 EXP genes in soybean (Zhu et al., 2014), maize (Zhang et al., 2014), sugarcane (Santiago et al., 2018), cotton (Lv et al., 2020), and common wheat (Han et al., 2019). These differing numbers suggest that the size of the EXP gene family has changed significantly in different plants during evolution. Likewise, the sizes of EXP subfamilies are unevenly distributed in different plant species, although the EXPA subfamily occupies the highest proportion compared with the other three subfamilies in all plants (**Table 2**). In addition, the 59 *IbEXP* genes in sweetpotato were disproportionately distributed on 14 chromosomes. Similar uneven distributions have been observed in wheat (Han et al., 2019), cotton (Lv et al., 2020), barley (Liu et al., 2021a), and potato (Chen et al., 2019) et al., indicating that the number of *IbEXP* genes on each chromosome is unrelated to the size of the chromosome. Therefore, *IbEXP* genes on chromosomes were clustered instead of being evenly distributed, possibly owing to uneven gene replications of chromosome fragments.

**Table 2:** Summary of each expansin subfamily in 15 plant species.

Species	EXPA	EXPB	EXLA	EXLB	Total	Reference
*Ipomoea batatas*	36 (61%)	10 (17%)	2 (3.4%)	11 (18.6%)	59	In this study
*Ipomoea trifida*	23 (62.2%)	4 (10.8%)	2 (5.4%)	8 (21.6%)	37	(Li et al., 2022)
*Saccharum officinarum*	51 (55.4%)	38 (41.3%)	3 (3.3%)	0 (0%)	92	(Santiago et al., 2018)
*Oryza sativa*	34 (58.6%)	19 (32.8%)	4 (6.9%)	1 (1.7%)	58	(Sampedro and Cosgrove, 2005)
*Triticum aestivum*	121 (50.2%)	104 (43.2%)	16 (6.6%)	0 (0%)	241	(Han et al., 2019)
*Zea mays*	36 (40.9%)	48 (54.5%)	4 (4.5%)	0 (0%)	88	(Zhang et al., 2014)
*Hordeum vulgare*	24 (52.2%)	16 (34.8%)	6 (13%)	0 (0%)	46	(Liu et al., 2021a)
*Brachypodium distachyon*	30 (79%)	4 (10.5%)	3 (7.9%)	1 (2.6%)	38	(Chen et al., 2020b)
*Arabidopsis*	26 (72.2%)	6 (16.7%)	3 (8.3%)	1 (2.8%)	36	(Sampedro and Cosgrove, 2005)
*Glycine max*	49 (65.3%)	9 (12%)	2 (2.7%)	15 (20%)	75	(Zhu et al., 2014)
*Ginkgo biloba*	32 (69.5%)	4 (8.7%)	5 (10.9%)	5 (10.9)	46	(Guo et al., 2023)
*Gossypium spp*	67 (72%)	8 (8.6%)	6 (6.5%)	12 (12.9%)	93	(Lv et al., 2020)
*Nicotiana tabacum*	36 (69.2%)	6 (11.5%)	3 (5.8%)	7 (13.5%)	52	(Ding et al., 2016)
*Solanum tuberosum*	24 (66.6%)	5 (13.9%)	1 (2.8%)	6 (16.7%)	36	(Chen et al., 2019)
*Solanum lycopersicum*	25 (65.8%)	8 (21.1%)	1 (2.6)	4 (10.5%)	38	(Lu et al., 2016)

Although IbEXP protein properties displayed significant differences, IbEXPs in the same clade harbored relatively conserved gene structures, motifs, and domains, which could provide an important reference for phylogenetic analysis and functional investigation. These results confirm that genes originating from a single ancestor can gradually expand and evolve (Lv et al., 2020). IbEXP members of the same subfamily tended to display similar compositions with respect to motifs, domains, and exon/intron structure, which were similar to those in other plant species such as tobacco, soybean, and cotton (Zhu et al., 2014; Ding et al., 2016; Lv et al., 2020). Gene structure analysis exhibited that about 83.1% of *IbEXP* genes harbored 1–5 exons, which displayed similarity with those of EXP genes in maize (Zhang et al., 2014), soybean (Zhu et al., 2014), tea (Bordoloi et al., 2021), *Populus* (Yin et al., 2023), and banana (Backiyarani et al., 2022). However, several *IbEXP* genes had more than eight exons, indicating the high divergence among them. The N-terminal conserved motifs (DPPB domains) of IbEXP proteins, which are rich in Cys residues with a characteristic catalytic domain, may be related to disulfide bond formation (Jin et al., 2020). The C-terminal motif (pollen_allerg_1 domain), which contains conserved aromatic amino acids and polar tryptophan residues on its surface, was considered to be the polysaccharide binding domain. The existence of these motifs in IbEXP proteins suggests that they are crucial for the functions of IbEXP proteins in cell wall enlargement and loosening. Although the conserved DPBB and pollen_allerg_1 motifs were similar among most IbEXPs in the same subfamily, there were significant differences in molecular characteristics, which may be generated by sequence differences in non-conserved regions. Some specific motifs were only found in certain subfamilies, suggesting that some *IbEXP* genes may play specific roles in plant development, given that previous studies have reported that EXPs perform functions in various biological processes (Zou et al., 2015; Che et al., 2016; Brasileiro et al., 2021; Zhang et al., 2021a; Chen et al., 2022).

### 4.2 Evolutionary relationships and collinearity analysis of IbEXPs in sweetpotato

Phylogenetic relationship analysis showed that the 59 IbEXPs could be grouped into four subfamilies based on sequence homologies and subfamily classifications of *Arabidopsis* AtEXPs and rice OsEXPs (Sampedro and Cosgrove, 2005; Choi et al., 2006; Zhang et al., 2014). At least one IbEXP protein was found in each subfamily of rice and *Arabidopsis* (Sampedro and Cosgrove, 2005; Choi et al., 2006), indicating that the discrepancies of EXP proteins may occur earlier than dicots and monocots. The IbEXP proteins in sweetpotato were unevenly distributed among the four subfamilies; most of them were members of the EXPA and EXPB subfamilies, whereas only a few belonged to the EXLA and EXLB subfamilies. Similar uneven distributions of members across these four subfamilies are also found in other plants, such as sugarcane (Santiago et al., 2018), rice (Sampedro and Cosgrove, 2005), *Arabidopsis* (Sampedro and Cosgrove, 2005), cotton (Lv et al., 2020), potato (Chen et al., 2019), and tomato (Lu et al., 2016). These results indicate that members of the EXPA and EXPB subfamilies may have more crucial roles in plant growth and development. For instance, the rice *OsEXPA10*, an Al‐inducible EXP gene in rice, plays significant roles in cell elongation of roots (Che et al., 2016). Overexpression of *GhEXPA8* in cotton improves the length of fibers and micronaire value (Bajwa et al., 2015). *TaEXPA2* has crucial functions in seed production and response to multiple abiotic stresses (salt, drought, oxidative, and Cd) (Chen et al., 2016, 2017; Ren et al., 2018; Chen et al., 2018b; Yang et al., 2020). The β-expansin gene *OsEXPB2* participates in the architecture of the root system in rice (Zou et al., 2015). Moreover, the proportion of members in each subfamily varies greatly among different plants. The classification of IbEXP proteins displayed both similarities and discrepancies compared with that of other plants, suggesting a diversity of functions and structures of EXP proteins exist in different plants.

Gene duplications are vital driving forces during the processes of expansion and evolution of many gene families in plants and can promote the generation of novel functional genes and species, enabling plants to better resist adverse environmental conditions (Lynch and Conery, 2000; Cannon et al., 2004; Li et al., 2021). Previous investigations in moso bamboo (Jin et al., 2020), maize (Zhang et al., 2014), barley (Liu et al., 2021a), potato (Chen et al., 2019), banana (Backiyarani et al., 2022), and *Brassica* species (Li et al., 2021) suggested that duplication events of tandem, segments, and genome may explain the expansion and evolution of *IbEXP* genes in sweetpotato. Analogously, collinearity analysis showed that multiple *IbEXP* genes had duplications of tandems and segments, suggesting that some *IbEXP* genes may be generated via gene duplications; this further supports a mechanism that brings about the expansion of *IbEXP* genes. The segmental and tandem duplications made similar contributions to the increase in *IbEXP* genes. In addition, the *IbEXP* genes exhibiting segmental duplications and tandem repeats were usually from the same subfamily, and the *IbEXP* gene pairs were mainly from the EXPA, EXPB, and EXLB subfamilies, indicating that expansions of *IbEXP* genes in specific subfamilies may be beneficial for sweetpotato growth and development and for adaptation to changing environmental conditions. These results are similar to those reported for EXP genes in moso bamboo (Jin et al., 2020), maize (Zhang et al., 2014), potato (Chen et al., 2019), and so on, indicating the critical evolutionary functions of segmental and tandem duplications in gene expansions.

Furthermore, synteny analysis was used to estimate the relationships between *IbEXP* genes and their counterparts in nine plants studied, comprising *Ipomoea triloba*, *Oryza sativa*, *Arabidopsis*, *Zea mays*, *Triticum aestivum*, *Capsicum annuum*, *Solanum lycopersicum*, *Brassica oleracea*, and *Brassica rapa*. The largest numbers of orthologous genes were identified between sweetpotato and *Ipomoea triloba*, which further proved their close evolutionary relationship; the next most closely related plants, based on orthologous gene numbers, were *Solanum lycopersicum*, *Arabidopsis*, *Capsicum annuum*, *Brassica oleracea*, and *Brassica rapa*. These orthologous gene pairs may be derived from a common ancestor of sweetpotato and other plant species. In addition, more complex relations such as multiple *Ipomoea trilobato*-single sweetpotato genes or multiple sweetpotato-single *Ipomoea trilobato* genes were found, indicating that the orthologous genes might have vital functions in the evolution of *IbEXP* genes in sweetpotato. However, there were no orthologous genes between sweetpotato and three Gramineae plants (*Oryza sativa*, *Zea mays*, and *Triticum aestivum*), and some EXP subfamilies such as EXLB were lost in many plants (Zhang et al., 2014; Santiago et al., 2018; Han et al., 2019; Liu et al., 2021a), probably owing to the abundant chromosomal fusions and rearrangements taking place in their genomes, and this selective gene loss has seriously hindered the identification of synteny relations (Paterson et al., 2012). These findings may be related to the phylogenetic relationships between sweetpotato and these nine plants. Large-scale duplications predate plant divergence and have vital functions in the expansion of the *IbEXP* gene family.

### 4.3 Expression patterns and functional prediction of *IbEXPs* in sweetpotato

The EXP gene family has received increasing attention owing to the widespread participation of its members in various biological processes of plant development and responses to diverse stresses. Numerous studies have shown that EXP genes are excellent candidates for regulation of growth and development and for improving the stress tolerance of crops via molecular breeding (Choi et al., 2006; Han et al., 2012; Li et al., 2015). For example, *OsEXPA8*, *OsEXPA10*, and *OsEXPB2* in rice (Wang et al., 2014; Zou et al., 2015; Che et al., 2016), *GmEXPB2*, *GmEXLB1*, and *GmINS1* in soybean (Guo et al., 2011; Li et al., 2015; Kong et al., 2019; Yang et al., 2021), and *TaEXPA2*, *TaEXPA8*, *TaEXPB23* in wheat (Han et al., 2012; Chen et al., 2017; Chen et al., 2018b; Peng et al., 2019; Yang et al., 2020) have been proven to have crucial functions in plant development and/or responses to various adverse environmental conditions. However, the functions of sweetpotato *IbEXP* genes in the regulation of stress resistance and plant development have remained poorly understood. The expression profiles of genes are closely related to their biological functions, and the identification of gene expression can be conducive to the characterization of gene functions. In this study, our RNA-seq and qRT-PCR results showed that more than half of the *IbEXP* genes were involved in sweetpotato tuberous root development. 

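Of the 39 IbEXP genes in the deposited table, 25 reached 1 FPKM in at least 1 of the FR, DR and MR libraries. All 10 EXLB genes in the table and both EXLA genes had an FPKM above 0 in at least 1 stage, against 20 of 22 EXPA and 3 of 5 EXPB genes. IbEXLB1 was 6.49, 4.23 and 0.037 FPKM in FR, DR and the library labelled MR, and IbEXLB9 was 10.0, 4.34 and 0.781 FPKM. IbEXPA10 was 7.20, 12.4 and 4.75 FPKM, and IbEXPA20 was 2.88, 4.52 and 5.34 FPKM. Besides IbEXPA20, IbEXPA13, IbEXPA16, IbEXPA18, IbEXPA19 and IbEXPA21 were highest in MR, none of them a member of the EXPB, EXLA or EXLB subfamilies.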

The *IbEXP* genes exhibited markedly differential expression in different tissues and after different treatments with hormones and abiotic stresses, suggesting diverse and critical functions of the *IbEXP* genes in plant development and stress responses. For instance, the expression levels of multiple *IbEXP* genes, particularly *IbEXPA4*, *IbEXPA25*, *IbEXPB10*, *IbEXLA2*, and *IbEXLB11*, showed differential expression in different tissues, and *IbEXPA4, IbEXPB5*, and *IbEXLB11* were dramatically induced or suppressed under different hormone and abiotic stresses, indicating that they may have significant functions in sweetpotato growth and development and stress/hormone response and/or help plants to reduce the damage caused by various stresses.

The potential functions of *IbEXP* genes in growth and development, stress, and hormone responses were further supported by cis-element and evolutionary relationship analysis. EXP genes in similar subfamilies may be derived from the same gene/fragment duplication events, and functional investigations of EXPs have verified conserved and/or similar roles in the same subfamily of plants (Choi et al., 2006, 2008; Wang et al., 2014; Li et al., 2015; Che et al., 2016; Yang et al., 2021). Previous studies have shown that *TaEXPA2* (Chen et al., 2017; Ren et al., 2018; Chen et al., 2018b; Yang et al., 2020), *OsEXPA8* (Wang et al., 2014), *OsEXPA10* (Che et al., 2016), *TaEXPA8* (Peng et al., 2019), and *AtEXPA1* (Gao et al., 2010; Zhang et al., 2011) in the EXPA subfamily; *AtEXPB1* (Kwon et al., 2008), *GmINS1* (Yang et al., 2021), *OsEXPB2* (Zou et al., 2015), *GmEXPB2* (Guo et al., 2011; Li et al., 2015), and *TaEXPB23* (Han et al., 2012) in the EXPB subfamily; *AtEXLA2* (Abuqamar et al., 2013; Boron et al., 2014) in the EXLA subfamily; *GmEXLB1* (Kong et al., 2019), *MdEXLB1* (Chen et al., 2022), and *BrEXLB1* (Muthusamy et al., 2020) in the EXLB subfamily are crucial participants in tissue growth and development and/or various stress responses. Here, phylogenetic analysis showed that the *IbEXPA1/-25/-26* genes were closely linked to *AtEXPA1/-10/-15*, the *IbEXPB10* gene was closely linked to *AtEXPB1/-3* and *OsEXPB16/-17*, and the *IbEXLA1/2* genes were closely linked to *AtEXLA1/-2/-3*. Expression levers of eight genes (*IbEXPA4/-17/25*, *IbEXPB5/-10*, *IbEXLA1/-2*, and *IbEXLB11*) displayed tissue specificity in different tissues, and their transcripts were observably induced or suppressed under various hormone and stress treatments, implying that they might have vital roles in regulation of the pathways of plant development and stress responses. Furthermore, IbEXP members in the same phylogenetic branch exhibited both similar and discrepant expression profiles, suggesting the diversity of their potential functions. Therefore, we speculated that development-related and/or stress-response-related IbEXPs that were grouped in the same subfamilies would participate in the control of plant development and/or stress/hormone responses.

Previous investigations have shown that plant hormones play significant roles in controlling plant development and adaptation to various adverse environmental conditions (Verma et al., 2016). Moreover, the cis-elements located in gene promoter regions function as crucial regulators of gene expression. In this study, numerous cis-elements were detected in promoters of *IbEXP* genes and shown to be related to hormones, growth and development, and stresses; these are ABRE, ARE, ERE, TGACG-motif, CCGTCC-box, TGA-element, P-box, as-1, CAT-box, LTR, MSA-like, and TATC-box. The results suggest that these elements could function as necessary participants in the regulation of growth and development and hormone and/or stress signaling. In addition, the expression levels of the examined *IbEXP* genes (*IbEXPA4/-17/-25*, *IbEXPB5/-10*, *IbEXLA1/-2*, and *IbEXLB11*) were markedly increased or reduced by one or some hormones and abiotic stresses. These results are similar to those of previous investigations in moso bamboo (Jin et al., 2020), *Ipomoea trifida* (Li et al., 2022), tobacco (Ding et al., 2016), *Brachypodium distachyon* (Chen et al., 2020b), and banana (Backiyarani et al., 2022). However, the exact biological functions of the sweetpotato *IbEXP* genes remain to be determined. An investigation of the involvement of these *IbEXP* genes in sweetpotato development and stress regulation could provide valuable information regarding their potential functions in growth, development, and stress tolerance.

## 5 Conclusion

Collectively, in the present study, 59 *IbEXP* genes from the sweetpotato genome were systematically identified and characterized and found to be unevenly distributed on 14 of 15 chromosomes. Their phylogenetic classification, conserved motifs and domains, collinearity relationships, gene structure, cis-elements, molecular characteristics, and chromosome localization were systematically investigated. Duplication events such as tandem and segmental duplications were found to have been conducive to the expansion of the sweetpotato IbEXP gene family, and synteny analysis of orthologous genes between sweetpotato and typical plant species provided significant insights into the phylogenetic characteristics of IbEXP genes in sweetpotato. Moreover, the results of RNA-seq and qRT-PCR analyses revealed various differential expression patterns of IbEXP genes in different developmental tissues and following different stress and hormone treatments. Multiple tissue-specific expression and hormone- or stress-induced IbEXP genes may have very close relationships with the transcriptional regulation of sweetpotato development and stress responses. In conclusion, the present results both contribute to our understanding of the complexity and importance of the EXP gene family and lay the foundation for future comprehensive analysis of the potential functions of this family in regulating plant growth, development, and stress tolerance.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: http://www.ncbi.nlm.nih.gov/Traces/sra, GSM7838330 http://www.ncbi.nlm.nih.gov/Traces/sra, GSM7838331 http://www.ncbi.nlm.nih.gov/Traces/sra, GSM7838332.

## Author contributions

JZ: Conceptualization, Data curation, Funding acquisition, Software, Writing – original draft. TD: Supervision, Validation, Writing – review & editing. MZ: Data curation, Software, Validation, Writing – review & editing. DD: Data curation, Writing – review & editing, Funding acquisition. RL: Writing – review & editing, Data curation. QY: Writing – review & editing, Funding acquisition, Data curation. YS: Funding acquisition, Writing – review & editing. ZZ: Project administration, Conceptualization, Funding acquisition, Writing – review & editing.

# Supplementary material for: Transcriptome- and genome-wide systematic identification of expansin gene family and their expression in tuberous root development and stress responses in sweetpotato (Ipomoea batatas)
**Source:** Front Plant Sci. 2024 Jun 20;15:1412540. doi: 10.3389/fpls.2024.1412540
**Supplement:** Supplementary file 1

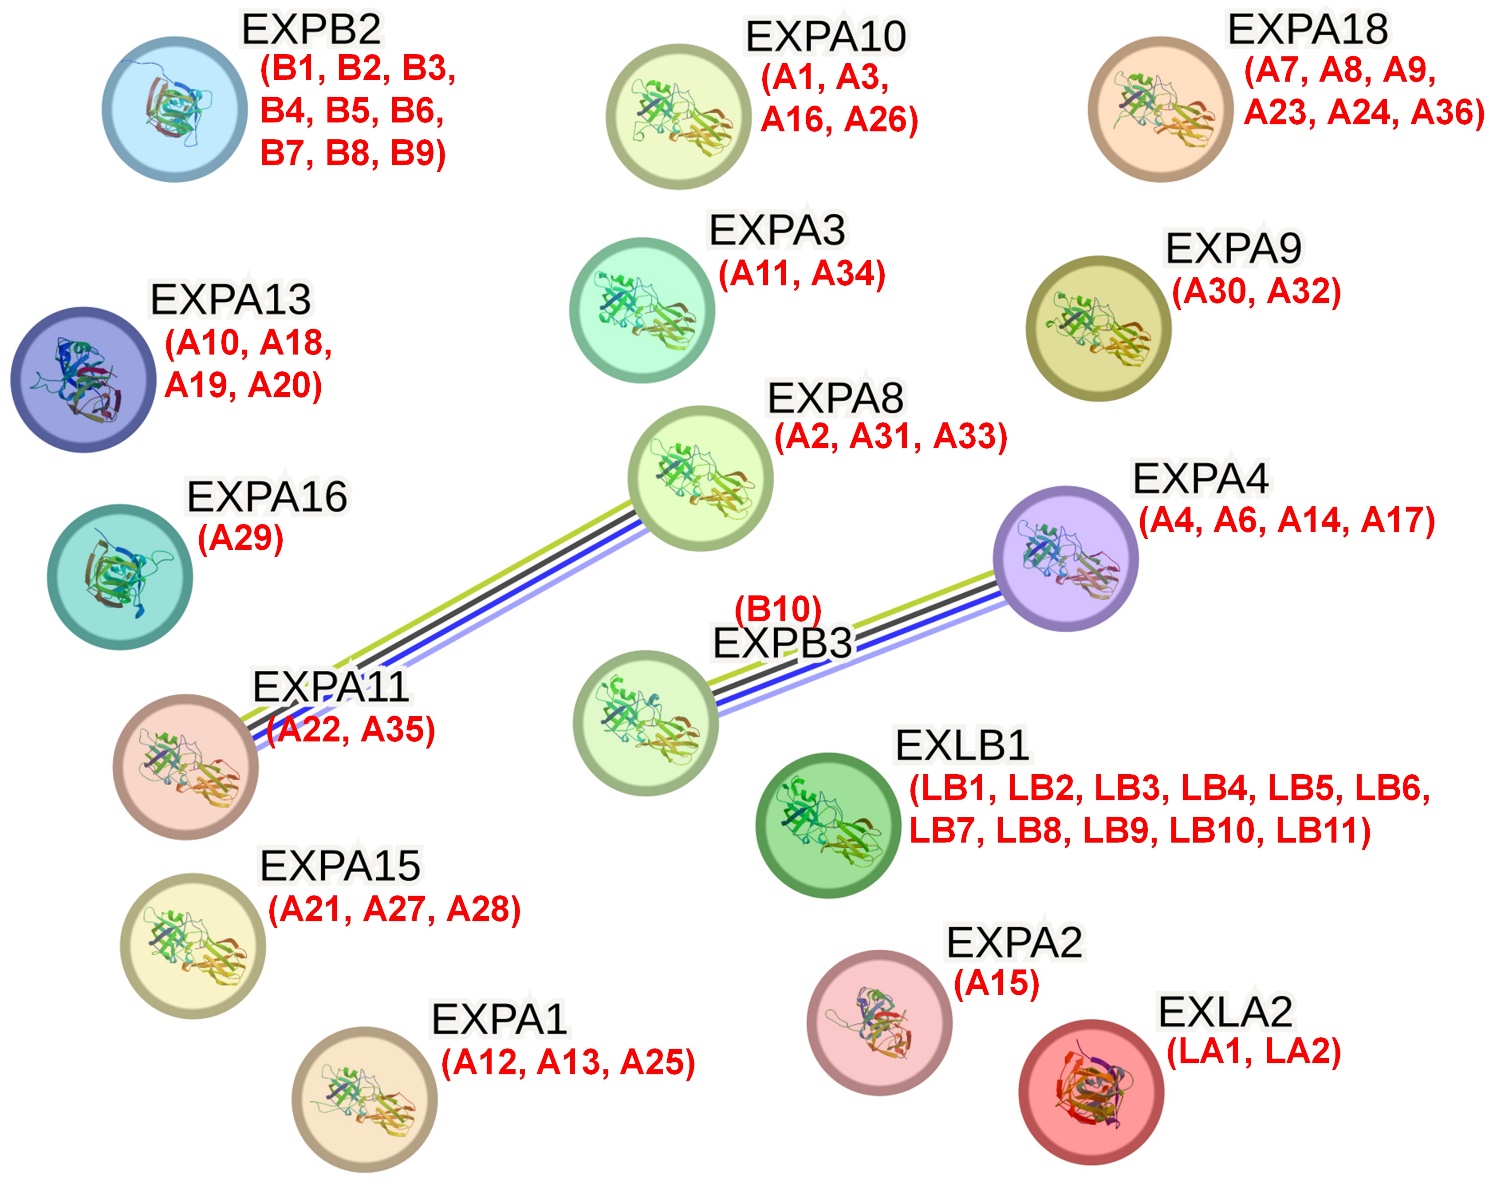

**Figure S1 Interaction networks of** **IbEXPs in sweetpotato according to the orthologues in *Arabidopsis*.**

The amino acid sequences of IbEXPs in sweetpotato were employed to search the STRING database according to the orthologues in *Arabidopsis*. Network node represents proteins, and edge represents protein-protein associations. The different colored lines between the nodes indicate the different kinds of interactions. The numbers (IbEXPs gene name) in brackets represent the corresponding orthologues in sweetpotato. The filled and empty nodes delineate the proteins with known or predicted 3D structures and unknown 3D structures, respectively.

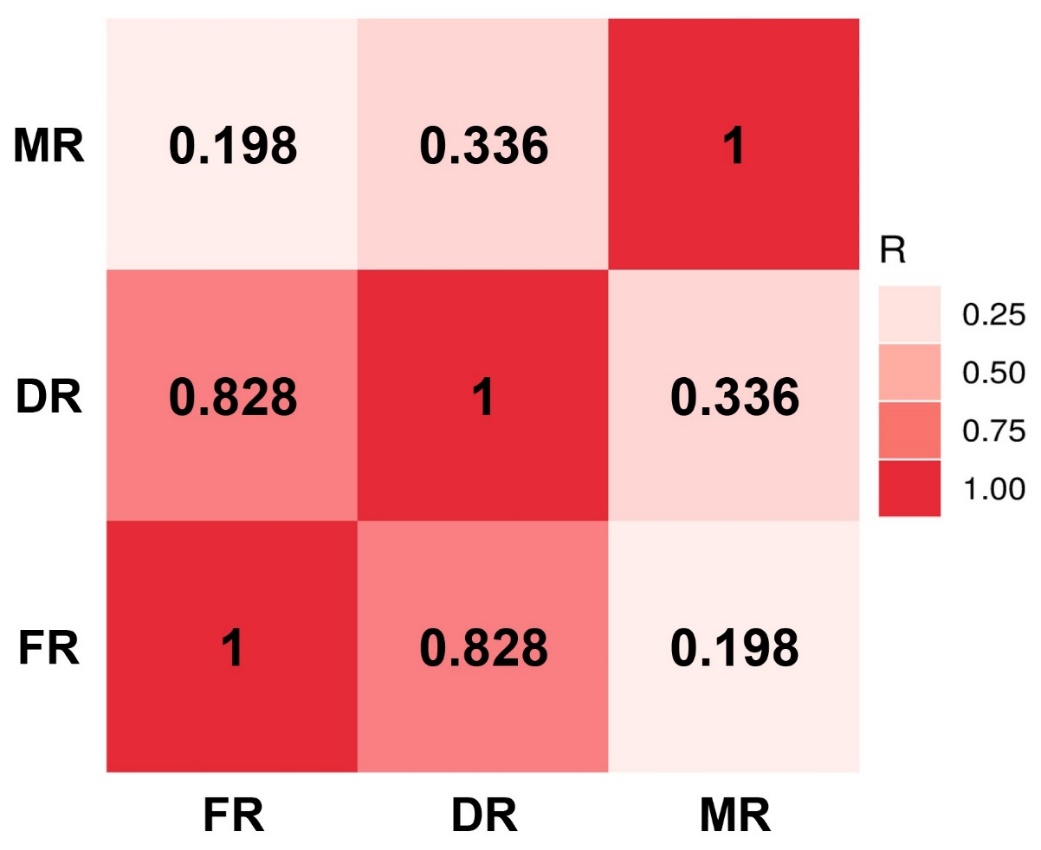

**Figure S2 Correlation analysis (through Pearson’s correlation coefficient) of RNA-seq data among FR, DR, MR.**

FR, fibrous roots; DR, developing tuberous roots; MR, mature tuberous roots.

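On the scale of log2(FPKM + 1), which weighs abundant genes less, Pearson r across genes was 0.938 between FR and DR, 0.817 between FR and MR and 0.890 between DR and MR. Spearman's rho was 0.931, 0.838 and 0.895 for the same pairs. The order of the pairs differs between scales only in the size of the gap to the FR and DR pair, which was the closest on all of them.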

# Supplementary material for: Transcriptome- and genome-wide systematic identification of expansin gene family and their expression in tuberous root development and stress responses in sweetpotato (Ipomoea batatas)
**Source:** Front Plant Sci. 2024 Jun 20;15:1412540. doi: 10.3389/fpls.2024.1412540
**Supplement:** Supplementary file 1

**Supplementary file 1. The amino acid sequences of EXPs proteins in sweetpotato, *Arabidopsis* and rice**

>IbEXPA1

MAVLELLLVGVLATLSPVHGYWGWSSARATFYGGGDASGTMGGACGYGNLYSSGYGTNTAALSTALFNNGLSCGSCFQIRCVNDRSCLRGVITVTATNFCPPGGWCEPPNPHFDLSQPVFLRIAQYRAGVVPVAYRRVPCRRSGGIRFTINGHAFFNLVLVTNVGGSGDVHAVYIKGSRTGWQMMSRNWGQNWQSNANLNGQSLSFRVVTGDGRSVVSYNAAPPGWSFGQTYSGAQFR

>IbEXPA2

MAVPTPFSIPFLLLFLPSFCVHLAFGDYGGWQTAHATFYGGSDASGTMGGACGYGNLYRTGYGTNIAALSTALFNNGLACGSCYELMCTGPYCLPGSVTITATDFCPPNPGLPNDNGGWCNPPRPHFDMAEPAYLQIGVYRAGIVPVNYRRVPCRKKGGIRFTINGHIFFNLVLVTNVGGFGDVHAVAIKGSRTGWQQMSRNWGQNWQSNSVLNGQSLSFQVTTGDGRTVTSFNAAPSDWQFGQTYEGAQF

>IbEXPA3

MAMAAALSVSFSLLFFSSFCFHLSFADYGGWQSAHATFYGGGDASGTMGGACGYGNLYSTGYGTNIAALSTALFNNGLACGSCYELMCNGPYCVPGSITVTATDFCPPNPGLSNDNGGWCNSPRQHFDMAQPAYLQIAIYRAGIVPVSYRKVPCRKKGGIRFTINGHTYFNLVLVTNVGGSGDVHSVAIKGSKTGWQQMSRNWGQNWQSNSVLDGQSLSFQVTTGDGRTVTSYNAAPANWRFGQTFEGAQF

>IbEXPA4

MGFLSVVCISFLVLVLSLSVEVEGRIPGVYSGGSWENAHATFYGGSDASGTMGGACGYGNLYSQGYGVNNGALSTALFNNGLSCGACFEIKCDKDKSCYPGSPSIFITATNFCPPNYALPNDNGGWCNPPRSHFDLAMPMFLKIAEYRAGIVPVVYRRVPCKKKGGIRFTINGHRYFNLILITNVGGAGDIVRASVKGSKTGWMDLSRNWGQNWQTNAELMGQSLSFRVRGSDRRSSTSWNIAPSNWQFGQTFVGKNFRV

>IbEXPA5

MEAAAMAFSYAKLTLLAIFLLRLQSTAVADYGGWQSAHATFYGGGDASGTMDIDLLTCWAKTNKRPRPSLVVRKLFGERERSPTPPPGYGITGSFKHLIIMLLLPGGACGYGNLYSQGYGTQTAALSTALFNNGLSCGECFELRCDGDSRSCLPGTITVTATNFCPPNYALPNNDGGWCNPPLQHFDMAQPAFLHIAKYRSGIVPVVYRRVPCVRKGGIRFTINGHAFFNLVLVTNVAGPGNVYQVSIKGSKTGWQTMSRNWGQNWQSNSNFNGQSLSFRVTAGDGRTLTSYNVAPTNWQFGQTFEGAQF

>IbEXPA6

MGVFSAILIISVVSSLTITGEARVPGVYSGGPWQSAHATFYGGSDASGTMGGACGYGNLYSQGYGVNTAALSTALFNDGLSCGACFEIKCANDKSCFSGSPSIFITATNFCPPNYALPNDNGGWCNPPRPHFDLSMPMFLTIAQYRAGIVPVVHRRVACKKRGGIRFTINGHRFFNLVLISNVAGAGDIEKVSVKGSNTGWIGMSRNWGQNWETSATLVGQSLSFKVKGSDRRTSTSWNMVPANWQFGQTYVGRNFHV

>IbEXPA7

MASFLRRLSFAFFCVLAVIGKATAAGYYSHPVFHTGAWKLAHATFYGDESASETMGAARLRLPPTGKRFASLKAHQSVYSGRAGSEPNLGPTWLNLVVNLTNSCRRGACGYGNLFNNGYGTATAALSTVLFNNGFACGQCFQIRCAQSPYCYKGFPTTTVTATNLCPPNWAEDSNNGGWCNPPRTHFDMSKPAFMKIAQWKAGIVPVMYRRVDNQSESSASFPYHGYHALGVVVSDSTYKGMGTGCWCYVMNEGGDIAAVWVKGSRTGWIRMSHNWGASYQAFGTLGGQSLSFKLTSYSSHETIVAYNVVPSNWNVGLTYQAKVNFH

>IbEXPA8

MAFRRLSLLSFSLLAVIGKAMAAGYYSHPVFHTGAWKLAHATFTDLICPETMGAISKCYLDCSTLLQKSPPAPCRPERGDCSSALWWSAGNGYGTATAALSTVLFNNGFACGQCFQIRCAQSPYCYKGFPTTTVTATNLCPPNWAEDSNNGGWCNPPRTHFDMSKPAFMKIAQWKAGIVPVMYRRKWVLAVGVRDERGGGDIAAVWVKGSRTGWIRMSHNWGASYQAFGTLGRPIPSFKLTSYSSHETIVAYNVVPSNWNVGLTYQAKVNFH

>IbEXPA9

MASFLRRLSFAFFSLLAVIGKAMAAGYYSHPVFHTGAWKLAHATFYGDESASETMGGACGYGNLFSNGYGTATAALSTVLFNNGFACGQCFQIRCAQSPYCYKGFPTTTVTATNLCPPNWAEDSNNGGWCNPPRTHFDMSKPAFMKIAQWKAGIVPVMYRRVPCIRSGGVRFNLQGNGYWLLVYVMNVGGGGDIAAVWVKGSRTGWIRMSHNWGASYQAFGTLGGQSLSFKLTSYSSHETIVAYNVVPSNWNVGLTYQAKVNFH

>IbEXPA10

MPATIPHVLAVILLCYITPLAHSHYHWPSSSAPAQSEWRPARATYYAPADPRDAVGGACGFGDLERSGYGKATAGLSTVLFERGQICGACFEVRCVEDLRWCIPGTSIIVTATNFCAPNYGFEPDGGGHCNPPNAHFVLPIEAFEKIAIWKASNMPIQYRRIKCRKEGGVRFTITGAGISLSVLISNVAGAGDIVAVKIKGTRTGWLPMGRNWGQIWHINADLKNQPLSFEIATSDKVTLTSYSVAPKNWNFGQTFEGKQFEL

>IbEXPA11

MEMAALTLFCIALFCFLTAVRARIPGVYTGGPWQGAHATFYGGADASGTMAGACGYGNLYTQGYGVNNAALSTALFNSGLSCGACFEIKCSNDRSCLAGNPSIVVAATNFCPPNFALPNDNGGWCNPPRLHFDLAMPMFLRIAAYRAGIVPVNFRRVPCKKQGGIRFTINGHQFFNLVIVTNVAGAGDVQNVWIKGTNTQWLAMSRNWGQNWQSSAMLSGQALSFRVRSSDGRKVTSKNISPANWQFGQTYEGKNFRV

>IbEXPA12

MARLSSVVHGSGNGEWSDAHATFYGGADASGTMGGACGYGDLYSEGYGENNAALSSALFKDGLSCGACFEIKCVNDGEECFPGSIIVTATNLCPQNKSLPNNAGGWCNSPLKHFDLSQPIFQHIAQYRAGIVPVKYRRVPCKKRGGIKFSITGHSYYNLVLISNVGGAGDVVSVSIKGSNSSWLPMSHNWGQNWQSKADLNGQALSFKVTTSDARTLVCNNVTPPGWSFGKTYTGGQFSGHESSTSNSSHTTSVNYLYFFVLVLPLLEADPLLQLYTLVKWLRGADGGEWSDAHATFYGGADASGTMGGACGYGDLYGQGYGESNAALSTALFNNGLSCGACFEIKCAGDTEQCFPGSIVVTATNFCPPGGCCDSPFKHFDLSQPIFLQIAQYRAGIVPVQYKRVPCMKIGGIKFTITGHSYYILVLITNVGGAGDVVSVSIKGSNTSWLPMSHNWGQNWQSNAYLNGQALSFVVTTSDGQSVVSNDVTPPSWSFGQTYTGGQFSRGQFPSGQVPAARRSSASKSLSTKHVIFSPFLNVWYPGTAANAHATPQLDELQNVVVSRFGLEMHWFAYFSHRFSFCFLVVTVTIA

>IbEXPA13

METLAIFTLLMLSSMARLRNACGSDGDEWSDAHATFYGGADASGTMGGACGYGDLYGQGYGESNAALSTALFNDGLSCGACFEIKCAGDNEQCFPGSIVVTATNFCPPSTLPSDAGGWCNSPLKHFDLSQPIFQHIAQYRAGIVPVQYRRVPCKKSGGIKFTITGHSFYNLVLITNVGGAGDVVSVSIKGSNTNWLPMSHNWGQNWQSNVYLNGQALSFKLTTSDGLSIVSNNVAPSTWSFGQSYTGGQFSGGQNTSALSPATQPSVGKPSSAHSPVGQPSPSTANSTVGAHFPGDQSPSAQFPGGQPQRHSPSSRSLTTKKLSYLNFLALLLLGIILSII

>IbEXPA14

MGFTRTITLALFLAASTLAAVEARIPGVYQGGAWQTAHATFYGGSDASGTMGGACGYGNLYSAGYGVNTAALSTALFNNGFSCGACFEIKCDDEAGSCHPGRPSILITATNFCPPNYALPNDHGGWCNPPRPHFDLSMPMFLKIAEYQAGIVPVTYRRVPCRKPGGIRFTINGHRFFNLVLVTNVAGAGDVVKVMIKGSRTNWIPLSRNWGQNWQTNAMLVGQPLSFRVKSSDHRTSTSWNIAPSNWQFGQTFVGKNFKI

>IbEXPA15

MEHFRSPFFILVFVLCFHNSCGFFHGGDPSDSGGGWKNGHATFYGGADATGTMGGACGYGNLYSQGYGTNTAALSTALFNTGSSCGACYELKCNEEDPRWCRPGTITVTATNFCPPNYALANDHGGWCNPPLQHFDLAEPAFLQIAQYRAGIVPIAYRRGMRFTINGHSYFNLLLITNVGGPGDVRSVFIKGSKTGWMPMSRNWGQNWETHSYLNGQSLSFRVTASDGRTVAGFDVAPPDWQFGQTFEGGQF

>IbEXPA16

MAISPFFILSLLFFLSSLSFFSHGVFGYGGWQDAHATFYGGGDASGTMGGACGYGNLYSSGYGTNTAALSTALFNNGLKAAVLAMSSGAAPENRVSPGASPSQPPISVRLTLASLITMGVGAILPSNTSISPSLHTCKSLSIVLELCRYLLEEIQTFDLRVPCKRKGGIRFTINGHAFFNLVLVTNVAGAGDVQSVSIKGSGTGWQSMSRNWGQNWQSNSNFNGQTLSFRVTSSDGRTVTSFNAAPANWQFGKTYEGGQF

>IbEXPA17

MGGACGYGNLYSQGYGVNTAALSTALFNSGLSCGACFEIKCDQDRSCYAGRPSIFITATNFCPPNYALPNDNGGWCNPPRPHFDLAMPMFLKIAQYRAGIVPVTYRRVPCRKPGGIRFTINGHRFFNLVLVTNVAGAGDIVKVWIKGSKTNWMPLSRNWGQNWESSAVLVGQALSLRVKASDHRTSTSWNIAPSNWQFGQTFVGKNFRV

>IbEXPA18

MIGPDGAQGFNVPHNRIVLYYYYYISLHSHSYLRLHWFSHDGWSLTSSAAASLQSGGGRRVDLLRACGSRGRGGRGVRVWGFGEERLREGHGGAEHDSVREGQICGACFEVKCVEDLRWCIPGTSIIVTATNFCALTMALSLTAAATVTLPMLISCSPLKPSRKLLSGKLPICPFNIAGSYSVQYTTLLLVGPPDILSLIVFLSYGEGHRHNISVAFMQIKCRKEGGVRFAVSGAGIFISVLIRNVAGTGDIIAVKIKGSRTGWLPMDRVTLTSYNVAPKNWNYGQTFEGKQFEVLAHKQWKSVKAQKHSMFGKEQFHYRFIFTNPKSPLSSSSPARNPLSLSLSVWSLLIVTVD

>IbEXPA19

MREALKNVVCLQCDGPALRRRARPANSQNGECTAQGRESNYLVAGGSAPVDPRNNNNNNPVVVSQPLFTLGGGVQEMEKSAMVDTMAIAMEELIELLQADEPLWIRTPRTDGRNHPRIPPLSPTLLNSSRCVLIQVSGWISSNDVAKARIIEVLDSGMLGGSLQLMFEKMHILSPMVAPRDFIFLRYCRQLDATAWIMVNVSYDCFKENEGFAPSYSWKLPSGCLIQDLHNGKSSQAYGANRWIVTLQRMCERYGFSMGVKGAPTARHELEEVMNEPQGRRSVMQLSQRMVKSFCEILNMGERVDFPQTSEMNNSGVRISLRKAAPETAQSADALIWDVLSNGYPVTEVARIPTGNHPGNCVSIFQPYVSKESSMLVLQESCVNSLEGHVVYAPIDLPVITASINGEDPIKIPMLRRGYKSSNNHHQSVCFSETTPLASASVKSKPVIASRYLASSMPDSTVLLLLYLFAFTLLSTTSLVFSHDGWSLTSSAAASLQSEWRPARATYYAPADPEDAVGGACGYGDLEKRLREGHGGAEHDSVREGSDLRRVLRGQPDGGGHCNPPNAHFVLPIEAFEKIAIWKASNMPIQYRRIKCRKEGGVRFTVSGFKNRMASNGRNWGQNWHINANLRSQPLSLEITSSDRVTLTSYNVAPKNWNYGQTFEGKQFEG

>IbEXPA20

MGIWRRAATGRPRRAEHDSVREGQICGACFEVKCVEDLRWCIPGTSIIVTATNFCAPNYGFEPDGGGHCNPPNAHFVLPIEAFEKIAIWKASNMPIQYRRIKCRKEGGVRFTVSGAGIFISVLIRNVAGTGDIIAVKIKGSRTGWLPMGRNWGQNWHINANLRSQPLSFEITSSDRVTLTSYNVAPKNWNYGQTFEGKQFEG

>IbEXPA21

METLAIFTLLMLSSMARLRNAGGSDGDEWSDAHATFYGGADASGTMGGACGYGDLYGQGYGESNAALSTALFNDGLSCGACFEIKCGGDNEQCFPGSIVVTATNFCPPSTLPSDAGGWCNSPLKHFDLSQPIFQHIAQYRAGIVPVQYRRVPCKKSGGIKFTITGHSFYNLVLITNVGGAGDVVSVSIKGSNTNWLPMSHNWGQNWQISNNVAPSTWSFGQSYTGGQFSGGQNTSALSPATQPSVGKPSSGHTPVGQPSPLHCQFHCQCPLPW

>IbEXPA22

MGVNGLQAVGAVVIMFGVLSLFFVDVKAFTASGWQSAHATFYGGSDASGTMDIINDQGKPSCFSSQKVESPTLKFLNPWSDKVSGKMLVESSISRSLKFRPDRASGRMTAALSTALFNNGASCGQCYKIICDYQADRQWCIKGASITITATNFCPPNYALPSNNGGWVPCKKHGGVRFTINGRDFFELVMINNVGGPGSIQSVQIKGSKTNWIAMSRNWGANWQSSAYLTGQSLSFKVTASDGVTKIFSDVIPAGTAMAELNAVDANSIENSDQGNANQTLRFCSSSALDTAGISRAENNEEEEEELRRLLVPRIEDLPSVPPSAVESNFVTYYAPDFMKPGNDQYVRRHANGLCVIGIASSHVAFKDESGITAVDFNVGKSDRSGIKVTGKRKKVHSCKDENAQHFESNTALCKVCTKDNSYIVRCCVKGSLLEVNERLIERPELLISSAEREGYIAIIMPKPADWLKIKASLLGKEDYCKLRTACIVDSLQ

>IbEXPA23

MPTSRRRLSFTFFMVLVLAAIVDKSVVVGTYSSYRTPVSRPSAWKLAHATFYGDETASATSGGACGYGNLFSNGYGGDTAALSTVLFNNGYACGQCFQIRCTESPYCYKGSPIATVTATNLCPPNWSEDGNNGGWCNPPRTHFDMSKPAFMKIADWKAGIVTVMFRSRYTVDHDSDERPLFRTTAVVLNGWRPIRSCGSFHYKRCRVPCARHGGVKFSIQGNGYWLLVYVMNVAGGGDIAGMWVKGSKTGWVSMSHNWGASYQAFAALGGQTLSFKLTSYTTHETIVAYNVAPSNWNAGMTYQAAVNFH

>IbEXPA24

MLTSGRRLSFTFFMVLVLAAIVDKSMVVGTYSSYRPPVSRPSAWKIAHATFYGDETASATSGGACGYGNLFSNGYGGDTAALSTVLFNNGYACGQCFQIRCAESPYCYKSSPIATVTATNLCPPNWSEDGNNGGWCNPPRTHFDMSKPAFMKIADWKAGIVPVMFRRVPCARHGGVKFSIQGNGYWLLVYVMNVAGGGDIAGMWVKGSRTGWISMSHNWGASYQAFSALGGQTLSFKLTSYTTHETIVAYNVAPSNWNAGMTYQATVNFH

>IbEXPA25

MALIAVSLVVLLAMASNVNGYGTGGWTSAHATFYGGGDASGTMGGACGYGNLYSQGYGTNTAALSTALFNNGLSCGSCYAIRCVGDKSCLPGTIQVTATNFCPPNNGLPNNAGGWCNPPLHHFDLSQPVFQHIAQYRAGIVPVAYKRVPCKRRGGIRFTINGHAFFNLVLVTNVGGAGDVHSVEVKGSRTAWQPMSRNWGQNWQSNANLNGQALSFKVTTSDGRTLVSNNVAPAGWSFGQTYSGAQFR

>IbEXPA26

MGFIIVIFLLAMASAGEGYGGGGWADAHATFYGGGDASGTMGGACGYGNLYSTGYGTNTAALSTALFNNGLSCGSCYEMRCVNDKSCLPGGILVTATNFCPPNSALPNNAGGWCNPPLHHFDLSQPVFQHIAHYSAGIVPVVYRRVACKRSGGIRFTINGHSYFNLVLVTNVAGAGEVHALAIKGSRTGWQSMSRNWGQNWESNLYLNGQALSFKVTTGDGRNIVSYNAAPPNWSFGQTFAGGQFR

>IbEXPA27

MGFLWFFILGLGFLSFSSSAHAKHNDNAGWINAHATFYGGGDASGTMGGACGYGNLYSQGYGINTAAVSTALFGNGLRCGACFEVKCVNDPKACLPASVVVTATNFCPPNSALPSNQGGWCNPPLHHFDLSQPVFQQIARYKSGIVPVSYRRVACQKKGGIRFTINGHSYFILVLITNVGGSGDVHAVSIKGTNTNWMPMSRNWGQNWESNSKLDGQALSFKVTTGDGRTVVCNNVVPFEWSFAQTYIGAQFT

>IbEXPA28

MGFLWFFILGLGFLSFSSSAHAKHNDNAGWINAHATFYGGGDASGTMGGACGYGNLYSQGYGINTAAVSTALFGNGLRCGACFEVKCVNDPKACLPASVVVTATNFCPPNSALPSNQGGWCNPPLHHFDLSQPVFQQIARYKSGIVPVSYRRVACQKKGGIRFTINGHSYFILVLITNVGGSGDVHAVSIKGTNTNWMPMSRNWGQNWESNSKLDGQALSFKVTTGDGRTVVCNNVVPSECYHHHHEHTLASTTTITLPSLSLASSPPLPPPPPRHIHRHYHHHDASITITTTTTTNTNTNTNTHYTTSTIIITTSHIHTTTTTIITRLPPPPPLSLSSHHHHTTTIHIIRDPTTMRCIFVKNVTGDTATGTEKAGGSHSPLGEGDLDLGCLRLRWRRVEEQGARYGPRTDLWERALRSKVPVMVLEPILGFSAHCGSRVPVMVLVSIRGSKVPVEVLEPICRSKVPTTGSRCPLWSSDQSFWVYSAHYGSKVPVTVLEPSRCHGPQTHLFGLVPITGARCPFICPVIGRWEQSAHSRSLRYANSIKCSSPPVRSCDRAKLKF

>IbEXPA29

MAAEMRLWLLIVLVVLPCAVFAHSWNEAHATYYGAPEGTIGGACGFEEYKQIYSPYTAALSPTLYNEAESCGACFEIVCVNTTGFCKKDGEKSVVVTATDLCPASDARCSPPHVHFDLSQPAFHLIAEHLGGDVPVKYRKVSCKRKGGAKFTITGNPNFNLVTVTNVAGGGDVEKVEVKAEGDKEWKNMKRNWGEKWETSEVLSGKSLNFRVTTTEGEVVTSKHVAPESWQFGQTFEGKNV

>IbEXPA30

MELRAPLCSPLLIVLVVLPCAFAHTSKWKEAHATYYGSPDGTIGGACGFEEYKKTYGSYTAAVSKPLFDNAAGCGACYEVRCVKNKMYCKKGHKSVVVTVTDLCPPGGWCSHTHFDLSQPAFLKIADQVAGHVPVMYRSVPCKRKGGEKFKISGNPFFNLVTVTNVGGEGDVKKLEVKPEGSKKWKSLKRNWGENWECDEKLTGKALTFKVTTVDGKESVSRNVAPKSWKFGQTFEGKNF

>IbEXPA31

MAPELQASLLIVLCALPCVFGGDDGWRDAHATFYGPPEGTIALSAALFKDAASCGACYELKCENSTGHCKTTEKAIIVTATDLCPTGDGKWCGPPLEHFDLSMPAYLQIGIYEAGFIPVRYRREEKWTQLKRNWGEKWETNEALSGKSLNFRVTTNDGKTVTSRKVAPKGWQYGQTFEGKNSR

>IbEXPA32

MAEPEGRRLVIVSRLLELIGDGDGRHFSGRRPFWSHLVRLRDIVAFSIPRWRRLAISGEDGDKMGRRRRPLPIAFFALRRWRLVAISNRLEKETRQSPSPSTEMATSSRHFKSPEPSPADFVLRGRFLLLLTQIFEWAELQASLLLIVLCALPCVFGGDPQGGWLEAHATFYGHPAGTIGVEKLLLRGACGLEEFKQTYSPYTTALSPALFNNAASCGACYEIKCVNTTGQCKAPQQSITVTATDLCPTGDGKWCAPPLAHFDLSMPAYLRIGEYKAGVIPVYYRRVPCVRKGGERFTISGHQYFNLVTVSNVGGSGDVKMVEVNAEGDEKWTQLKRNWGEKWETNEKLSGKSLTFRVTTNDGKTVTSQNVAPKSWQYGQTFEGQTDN

>IbEXPA33

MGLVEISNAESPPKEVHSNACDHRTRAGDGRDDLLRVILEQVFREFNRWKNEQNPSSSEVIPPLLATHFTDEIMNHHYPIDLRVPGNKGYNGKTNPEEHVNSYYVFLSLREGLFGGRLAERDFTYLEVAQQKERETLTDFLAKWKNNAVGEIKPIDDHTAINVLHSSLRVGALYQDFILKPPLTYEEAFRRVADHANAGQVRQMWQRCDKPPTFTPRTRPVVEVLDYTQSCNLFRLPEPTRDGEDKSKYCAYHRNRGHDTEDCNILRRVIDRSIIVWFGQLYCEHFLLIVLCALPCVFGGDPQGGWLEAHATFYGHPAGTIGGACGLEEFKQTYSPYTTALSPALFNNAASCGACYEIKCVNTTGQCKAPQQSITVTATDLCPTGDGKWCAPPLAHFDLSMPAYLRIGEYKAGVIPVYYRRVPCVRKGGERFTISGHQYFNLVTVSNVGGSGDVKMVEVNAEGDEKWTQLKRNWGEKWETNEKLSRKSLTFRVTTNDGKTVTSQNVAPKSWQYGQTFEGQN

>IbEXPA34

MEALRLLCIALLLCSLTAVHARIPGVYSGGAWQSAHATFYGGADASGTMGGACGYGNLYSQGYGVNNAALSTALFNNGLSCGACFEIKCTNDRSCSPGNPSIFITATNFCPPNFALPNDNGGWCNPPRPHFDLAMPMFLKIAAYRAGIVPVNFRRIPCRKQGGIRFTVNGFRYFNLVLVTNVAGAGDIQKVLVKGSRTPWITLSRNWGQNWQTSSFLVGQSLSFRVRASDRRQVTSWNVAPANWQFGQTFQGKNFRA

>IbEXPA35

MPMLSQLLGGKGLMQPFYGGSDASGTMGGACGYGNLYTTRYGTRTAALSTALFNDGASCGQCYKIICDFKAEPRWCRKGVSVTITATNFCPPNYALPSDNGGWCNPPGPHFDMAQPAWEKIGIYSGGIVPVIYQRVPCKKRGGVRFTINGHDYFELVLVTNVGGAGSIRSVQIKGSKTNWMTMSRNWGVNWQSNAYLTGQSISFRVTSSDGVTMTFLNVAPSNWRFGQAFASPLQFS

>IbEXPA36

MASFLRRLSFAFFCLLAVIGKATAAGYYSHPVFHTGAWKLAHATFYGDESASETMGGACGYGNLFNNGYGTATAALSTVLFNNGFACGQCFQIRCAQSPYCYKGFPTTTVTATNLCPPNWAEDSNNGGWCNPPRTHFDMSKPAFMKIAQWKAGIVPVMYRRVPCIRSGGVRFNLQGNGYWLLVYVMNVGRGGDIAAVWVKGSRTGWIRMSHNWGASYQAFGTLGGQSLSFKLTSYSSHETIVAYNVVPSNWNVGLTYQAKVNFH

>IbEXPB1

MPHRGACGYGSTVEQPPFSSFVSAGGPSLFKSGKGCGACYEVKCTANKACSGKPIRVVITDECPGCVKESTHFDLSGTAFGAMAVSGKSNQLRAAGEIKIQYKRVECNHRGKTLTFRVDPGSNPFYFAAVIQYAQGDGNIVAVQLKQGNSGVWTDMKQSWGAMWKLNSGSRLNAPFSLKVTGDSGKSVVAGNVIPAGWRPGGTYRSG

>IbEXPB2

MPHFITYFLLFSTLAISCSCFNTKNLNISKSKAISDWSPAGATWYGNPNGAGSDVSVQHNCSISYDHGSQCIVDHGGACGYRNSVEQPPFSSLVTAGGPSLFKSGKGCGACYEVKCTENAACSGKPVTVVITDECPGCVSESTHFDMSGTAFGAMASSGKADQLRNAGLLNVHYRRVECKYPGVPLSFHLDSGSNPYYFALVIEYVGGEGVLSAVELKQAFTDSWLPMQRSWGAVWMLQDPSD

>IbEXPB3

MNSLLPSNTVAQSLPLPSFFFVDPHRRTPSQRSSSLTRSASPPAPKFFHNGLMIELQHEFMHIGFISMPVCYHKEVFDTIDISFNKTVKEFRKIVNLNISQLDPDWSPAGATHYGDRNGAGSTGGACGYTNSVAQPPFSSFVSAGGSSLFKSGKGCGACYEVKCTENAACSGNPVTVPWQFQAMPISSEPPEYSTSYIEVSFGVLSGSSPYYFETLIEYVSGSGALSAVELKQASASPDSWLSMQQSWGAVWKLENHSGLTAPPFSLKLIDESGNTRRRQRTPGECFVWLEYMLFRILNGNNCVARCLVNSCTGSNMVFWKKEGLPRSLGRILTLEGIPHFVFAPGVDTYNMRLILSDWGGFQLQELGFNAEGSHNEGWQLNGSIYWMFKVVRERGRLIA

>IbEXPB4

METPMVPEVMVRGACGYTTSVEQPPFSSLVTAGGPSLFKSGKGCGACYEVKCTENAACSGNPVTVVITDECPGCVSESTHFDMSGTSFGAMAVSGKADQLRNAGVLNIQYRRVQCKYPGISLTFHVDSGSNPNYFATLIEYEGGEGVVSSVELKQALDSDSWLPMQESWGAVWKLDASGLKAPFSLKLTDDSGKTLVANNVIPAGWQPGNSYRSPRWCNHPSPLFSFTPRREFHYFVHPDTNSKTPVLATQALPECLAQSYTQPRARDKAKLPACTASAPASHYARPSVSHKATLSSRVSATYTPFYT

>IbEXPB5

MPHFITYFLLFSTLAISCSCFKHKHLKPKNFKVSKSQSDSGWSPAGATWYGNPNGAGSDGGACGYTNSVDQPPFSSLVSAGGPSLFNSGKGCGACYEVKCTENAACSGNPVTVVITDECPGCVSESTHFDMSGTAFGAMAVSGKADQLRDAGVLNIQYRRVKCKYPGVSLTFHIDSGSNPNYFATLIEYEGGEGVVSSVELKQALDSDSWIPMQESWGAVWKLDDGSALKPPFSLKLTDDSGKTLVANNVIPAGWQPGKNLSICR

>IbEXPB6

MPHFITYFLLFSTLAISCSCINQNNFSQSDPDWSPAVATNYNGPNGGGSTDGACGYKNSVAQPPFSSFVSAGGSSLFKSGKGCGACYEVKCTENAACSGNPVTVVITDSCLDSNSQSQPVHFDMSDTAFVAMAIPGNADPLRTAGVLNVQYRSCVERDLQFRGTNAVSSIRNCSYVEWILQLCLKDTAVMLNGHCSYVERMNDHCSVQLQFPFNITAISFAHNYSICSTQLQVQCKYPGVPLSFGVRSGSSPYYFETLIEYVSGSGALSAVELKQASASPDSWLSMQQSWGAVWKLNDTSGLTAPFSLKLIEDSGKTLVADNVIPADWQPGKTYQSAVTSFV

>IbEXPB7

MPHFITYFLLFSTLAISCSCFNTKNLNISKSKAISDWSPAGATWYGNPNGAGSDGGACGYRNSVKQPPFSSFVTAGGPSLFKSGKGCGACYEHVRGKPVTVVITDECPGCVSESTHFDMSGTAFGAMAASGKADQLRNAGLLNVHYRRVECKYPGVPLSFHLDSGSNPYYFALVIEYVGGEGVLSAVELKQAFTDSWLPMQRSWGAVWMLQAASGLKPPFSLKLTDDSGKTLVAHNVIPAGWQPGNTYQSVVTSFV

>IbEXPB8

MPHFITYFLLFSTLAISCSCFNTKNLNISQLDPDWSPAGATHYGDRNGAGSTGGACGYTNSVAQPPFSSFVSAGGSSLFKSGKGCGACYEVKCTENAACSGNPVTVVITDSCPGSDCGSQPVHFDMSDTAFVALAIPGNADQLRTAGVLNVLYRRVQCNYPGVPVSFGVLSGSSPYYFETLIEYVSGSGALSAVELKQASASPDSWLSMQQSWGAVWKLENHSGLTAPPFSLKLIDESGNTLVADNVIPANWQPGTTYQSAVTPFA

>IbEXPB9

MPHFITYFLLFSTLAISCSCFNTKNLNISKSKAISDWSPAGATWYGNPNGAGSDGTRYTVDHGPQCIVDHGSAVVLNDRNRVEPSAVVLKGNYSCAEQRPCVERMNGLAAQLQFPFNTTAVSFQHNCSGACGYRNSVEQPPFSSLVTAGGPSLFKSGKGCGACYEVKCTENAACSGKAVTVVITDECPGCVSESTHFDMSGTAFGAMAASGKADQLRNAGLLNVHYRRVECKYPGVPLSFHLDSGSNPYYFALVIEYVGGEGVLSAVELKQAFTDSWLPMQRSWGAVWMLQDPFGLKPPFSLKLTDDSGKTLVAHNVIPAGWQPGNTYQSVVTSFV

>IbEXPB10

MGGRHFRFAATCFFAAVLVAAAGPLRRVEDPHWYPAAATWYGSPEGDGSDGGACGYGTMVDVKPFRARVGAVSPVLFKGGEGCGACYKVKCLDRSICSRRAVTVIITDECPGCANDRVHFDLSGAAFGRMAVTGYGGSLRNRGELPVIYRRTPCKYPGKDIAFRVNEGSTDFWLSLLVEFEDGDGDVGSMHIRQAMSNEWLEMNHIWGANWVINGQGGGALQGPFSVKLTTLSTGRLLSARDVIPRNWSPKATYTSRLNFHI

>IbEXLA1

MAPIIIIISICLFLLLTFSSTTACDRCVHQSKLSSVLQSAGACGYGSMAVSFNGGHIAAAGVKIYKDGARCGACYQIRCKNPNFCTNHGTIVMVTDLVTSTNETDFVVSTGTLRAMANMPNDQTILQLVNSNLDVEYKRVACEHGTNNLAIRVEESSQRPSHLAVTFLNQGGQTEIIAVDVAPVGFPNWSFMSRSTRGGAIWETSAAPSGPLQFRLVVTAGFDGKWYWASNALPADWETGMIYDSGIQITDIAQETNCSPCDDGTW

>IbEXLA2

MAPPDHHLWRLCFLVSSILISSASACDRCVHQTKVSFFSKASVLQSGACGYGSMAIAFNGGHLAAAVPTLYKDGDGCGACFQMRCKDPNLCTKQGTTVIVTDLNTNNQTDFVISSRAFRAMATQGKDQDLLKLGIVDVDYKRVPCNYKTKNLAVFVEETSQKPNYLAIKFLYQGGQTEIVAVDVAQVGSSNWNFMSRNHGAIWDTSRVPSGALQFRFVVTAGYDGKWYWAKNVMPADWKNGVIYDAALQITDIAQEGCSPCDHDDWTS

>IbEXLB1

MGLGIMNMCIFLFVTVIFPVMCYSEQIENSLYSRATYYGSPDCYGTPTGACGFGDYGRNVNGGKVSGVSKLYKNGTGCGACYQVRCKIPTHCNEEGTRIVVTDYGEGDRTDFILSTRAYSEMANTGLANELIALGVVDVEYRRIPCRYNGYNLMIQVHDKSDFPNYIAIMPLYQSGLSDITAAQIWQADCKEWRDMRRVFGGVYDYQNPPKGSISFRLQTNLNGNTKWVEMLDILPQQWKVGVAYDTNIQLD

>IbEXLB2

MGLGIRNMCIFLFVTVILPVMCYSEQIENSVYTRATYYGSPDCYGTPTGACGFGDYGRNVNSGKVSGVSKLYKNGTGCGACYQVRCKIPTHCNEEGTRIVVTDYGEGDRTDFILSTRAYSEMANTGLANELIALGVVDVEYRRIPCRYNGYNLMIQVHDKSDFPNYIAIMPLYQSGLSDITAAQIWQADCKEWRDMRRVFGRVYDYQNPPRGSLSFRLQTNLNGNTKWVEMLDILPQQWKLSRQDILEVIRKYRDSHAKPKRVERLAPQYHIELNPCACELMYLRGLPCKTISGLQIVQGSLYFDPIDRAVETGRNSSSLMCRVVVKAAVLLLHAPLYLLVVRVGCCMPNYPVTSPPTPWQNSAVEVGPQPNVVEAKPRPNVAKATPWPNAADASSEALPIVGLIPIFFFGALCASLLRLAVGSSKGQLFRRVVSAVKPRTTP

>IbEXLB3

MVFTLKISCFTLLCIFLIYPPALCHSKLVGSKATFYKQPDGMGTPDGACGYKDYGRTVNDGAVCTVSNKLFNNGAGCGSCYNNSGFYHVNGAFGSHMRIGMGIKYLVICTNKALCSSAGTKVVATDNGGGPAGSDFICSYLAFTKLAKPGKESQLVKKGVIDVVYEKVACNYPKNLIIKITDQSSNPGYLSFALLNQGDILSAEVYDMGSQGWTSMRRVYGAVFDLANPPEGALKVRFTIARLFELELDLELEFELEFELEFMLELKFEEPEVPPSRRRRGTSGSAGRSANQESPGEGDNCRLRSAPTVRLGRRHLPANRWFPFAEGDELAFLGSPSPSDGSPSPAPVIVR

>IbEXLB4

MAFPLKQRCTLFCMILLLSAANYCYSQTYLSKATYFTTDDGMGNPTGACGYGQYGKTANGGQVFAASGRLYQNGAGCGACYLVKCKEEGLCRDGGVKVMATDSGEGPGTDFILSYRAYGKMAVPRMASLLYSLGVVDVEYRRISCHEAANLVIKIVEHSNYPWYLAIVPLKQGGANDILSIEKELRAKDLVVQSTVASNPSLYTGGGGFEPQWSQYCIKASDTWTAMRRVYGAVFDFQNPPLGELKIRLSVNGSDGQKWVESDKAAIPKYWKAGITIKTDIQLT

>IbEXLB5

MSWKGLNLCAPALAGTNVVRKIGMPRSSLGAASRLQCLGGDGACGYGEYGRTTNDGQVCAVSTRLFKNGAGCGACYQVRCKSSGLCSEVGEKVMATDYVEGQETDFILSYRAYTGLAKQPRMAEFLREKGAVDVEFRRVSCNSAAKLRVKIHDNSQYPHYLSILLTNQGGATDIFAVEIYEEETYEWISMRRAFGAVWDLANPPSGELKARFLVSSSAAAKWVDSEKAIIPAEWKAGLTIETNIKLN

>IbEXLB6

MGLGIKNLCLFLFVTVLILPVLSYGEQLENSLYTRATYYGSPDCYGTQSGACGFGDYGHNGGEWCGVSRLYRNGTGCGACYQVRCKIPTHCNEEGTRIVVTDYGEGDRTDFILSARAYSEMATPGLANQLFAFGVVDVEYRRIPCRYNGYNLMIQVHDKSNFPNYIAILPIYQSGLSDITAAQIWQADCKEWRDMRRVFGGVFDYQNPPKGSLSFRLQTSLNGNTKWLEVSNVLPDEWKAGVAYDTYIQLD

>IbEXLB7

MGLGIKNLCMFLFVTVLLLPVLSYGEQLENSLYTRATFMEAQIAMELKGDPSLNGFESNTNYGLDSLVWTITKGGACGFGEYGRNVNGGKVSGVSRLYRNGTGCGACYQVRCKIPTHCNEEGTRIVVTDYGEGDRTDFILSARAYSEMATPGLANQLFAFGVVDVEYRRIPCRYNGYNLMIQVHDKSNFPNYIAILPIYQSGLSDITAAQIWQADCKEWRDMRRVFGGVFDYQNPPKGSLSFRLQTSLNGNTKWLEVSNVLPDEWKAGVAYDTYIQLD

>IbEXLB8

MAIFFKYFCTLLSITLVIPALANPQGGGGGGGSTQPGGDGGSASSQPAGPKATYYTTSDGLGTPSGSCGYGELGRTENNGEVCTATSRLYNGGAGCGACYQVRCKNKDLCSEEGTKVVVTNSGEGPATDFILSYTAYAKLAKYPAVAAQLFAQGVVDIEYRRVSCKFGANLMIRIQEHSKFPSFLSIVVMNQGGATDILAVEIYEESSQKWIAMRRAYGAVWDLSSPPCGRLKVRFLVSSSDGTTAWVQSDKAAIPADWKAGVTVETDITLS

>IbEXLB9

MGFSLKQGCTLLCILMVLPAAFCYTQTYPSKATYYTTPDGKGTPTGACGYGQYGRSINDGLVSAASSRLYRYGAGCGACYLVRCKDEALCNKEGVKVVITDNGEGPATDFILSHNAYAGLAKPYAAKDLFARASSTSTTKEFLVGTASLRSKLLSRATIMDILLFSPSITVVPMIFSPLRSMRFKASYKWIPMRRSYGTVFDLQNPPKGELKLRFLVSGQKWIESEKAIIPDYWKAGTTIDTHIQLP

>IbEXLB10

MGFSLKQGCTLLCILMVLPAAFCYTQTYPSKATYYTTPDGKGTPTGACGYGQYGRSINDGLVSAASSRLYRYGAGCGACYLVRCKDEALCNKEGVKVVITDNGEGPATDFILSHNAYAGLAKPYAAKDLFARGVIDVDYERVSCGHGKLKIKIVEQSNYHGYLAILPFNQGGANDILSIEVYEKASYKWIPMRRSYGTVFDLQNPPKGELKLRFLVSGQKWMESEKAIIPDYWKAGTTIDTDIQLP

>IbEXLB11

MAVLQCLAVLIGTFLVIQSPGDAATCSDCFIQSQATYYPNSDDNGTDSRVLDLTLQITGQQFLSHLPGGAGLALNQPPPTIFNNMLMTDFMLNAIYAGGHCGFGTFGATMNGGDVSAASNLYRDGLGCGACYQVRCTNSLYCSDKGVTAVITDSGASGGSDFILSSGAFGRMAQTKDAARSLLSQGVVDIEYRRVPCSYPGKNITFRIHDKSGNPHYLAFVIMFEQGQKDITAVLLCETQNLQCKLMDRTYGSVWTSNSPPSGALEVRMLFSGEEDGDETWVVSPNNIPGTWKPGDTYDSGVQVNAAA

>AtEXPA1

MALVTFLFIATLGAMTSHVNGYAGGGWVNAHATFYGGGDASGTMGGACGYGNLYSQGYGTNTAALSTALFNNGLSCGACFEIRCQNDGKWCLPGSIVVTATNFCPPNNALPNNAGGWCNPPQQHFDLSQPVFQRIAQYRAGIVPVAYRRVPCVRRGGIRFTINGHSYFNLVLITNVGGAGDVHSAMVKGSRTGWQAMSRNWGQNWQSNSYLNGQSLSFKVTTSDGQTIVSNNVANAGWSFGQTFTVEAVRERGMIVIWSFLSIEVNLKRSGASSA

>AtEXPA2

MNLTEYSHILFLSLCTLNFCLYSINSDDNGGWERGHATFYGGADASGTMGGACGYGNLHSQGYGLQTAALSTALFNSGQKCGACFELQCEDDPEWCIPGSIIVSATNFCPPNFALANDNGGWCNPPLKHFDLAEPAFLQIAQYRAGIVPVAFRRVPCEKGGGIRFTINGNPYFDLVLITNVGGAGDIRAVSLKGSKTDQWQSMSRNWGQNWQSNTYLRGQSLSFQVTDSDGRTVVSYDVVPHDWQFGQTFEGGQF

>AtEXPA3

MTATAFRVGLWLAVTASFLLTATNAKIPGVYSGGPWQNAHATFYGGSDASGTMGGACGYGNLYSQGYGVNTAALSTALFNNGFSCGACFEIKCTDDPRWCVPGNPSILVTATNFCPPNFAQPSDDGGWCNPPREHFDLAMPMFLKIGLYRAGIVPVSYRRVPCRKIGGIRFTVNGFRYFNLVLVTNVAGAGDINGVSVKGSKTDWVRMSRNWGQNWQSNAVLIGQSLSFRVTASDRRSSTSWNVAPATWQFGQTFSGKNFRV

>AtEXPA4

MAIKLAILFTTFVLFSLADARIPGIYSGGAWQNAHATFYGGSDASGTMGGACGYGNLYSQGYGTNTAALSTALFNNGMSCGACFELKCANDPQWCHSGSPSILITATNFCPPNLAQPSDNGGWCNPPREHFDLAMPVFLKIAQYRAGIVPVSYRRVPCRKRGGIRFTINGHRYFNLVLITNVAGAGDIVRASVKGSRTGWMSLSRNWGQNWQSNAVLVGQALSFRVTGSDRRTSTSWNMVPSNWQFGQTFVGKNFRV

>AtEXPA5

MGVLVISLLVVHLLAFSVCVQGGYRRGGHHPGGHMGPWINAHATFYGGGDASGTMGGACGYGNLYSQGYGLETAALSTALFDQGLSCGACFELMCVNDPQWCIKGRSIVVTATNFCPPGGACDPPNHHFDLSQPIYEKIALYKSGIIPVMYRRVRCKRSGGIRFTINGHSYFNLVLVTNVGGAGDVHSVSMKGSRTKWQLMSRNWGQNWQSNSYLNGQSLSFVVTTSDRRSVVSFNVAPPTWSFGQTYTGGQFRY

>AtEXPA6

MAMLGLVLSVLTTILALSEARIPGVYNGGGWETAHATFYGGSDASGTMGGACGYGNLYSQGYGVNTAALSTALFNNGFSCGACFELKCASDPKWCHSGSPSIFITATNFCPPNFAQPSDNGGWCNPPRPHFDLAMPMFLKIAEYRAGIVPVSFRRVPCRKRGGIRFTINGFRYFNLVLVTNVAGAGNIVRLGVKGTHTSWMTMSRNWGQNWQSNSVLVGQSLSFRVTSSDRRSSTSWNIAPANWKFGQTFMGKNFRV

>AtEXPA7

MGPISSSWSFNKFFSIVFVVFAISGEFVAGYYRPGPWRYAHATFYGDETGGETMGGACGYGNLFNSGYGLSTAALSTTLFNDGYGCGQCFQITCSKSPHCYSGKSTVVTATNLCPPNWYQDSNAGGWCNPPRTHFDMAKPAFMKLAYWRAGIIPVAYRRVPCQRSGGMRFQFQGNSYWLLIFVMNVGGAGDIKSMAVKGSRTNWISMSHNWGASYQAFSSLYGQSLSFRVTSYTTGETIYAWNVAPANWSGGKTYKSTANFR

>AtEXPA8

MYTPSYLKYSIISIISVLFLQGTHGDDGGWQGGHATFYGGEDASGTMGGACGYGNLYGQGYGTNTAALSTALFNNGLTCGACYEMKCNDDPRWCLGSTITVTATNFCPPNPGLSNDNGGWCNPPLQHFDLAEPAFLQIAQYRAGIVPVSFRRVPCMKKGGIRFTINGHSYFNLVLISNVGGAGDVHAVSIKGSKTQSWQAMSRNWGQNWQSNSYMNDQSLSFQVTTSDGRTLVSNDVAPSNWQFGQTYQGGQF

>AtEXPA9

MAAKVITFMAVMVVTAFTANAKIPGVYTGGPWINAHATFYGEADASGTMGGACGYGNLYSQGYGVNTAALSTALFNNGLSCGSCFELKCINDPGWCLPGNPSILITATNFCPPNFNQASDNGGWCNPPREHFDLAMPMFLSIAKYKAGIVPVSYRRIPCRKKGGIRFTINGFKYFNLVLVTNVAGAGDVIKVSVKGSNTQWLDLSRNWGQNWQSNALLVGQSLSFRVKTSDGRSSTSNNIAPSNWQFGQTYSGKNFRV

>AtEXPA10

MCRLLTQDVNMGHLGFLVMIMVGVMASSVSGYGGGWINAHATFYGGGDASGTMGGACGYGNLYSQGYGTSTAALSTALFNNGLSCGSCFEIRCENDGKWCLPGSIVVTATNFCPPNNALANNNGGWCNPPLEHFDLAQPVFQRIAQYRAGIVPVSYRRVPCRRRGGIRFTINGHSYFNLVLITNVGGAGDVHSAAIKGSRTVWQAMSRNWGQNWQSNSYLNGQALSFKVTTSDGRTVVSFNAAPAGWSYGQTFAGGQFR

>AtEXPA11

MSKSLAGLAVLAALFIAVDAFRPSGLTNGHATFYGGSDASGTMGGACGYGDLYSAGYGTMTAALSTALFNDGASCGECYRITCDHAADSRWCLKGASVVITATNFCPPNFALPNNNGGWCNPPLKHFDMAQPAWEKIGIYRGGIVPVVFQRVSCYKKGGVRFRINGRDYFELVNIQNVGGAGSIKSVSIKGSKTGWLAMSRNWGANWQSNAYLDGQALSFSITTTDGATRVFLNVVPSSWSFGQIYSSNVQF

>AtEXPA12

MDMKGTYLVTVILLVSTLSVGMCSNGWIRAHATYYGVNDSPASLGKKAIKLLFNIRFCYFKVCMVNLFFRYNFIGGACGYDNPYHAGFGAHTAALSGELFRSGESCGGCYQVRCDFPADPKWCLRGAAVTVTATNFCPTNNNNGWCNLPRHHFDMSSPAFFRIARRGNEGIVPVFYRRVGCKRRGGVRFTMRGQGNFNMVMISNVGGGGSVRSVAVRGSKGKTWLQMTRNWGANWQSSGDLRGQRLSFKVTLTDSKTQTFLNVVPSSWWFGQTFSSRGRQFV

>AtEXPA13

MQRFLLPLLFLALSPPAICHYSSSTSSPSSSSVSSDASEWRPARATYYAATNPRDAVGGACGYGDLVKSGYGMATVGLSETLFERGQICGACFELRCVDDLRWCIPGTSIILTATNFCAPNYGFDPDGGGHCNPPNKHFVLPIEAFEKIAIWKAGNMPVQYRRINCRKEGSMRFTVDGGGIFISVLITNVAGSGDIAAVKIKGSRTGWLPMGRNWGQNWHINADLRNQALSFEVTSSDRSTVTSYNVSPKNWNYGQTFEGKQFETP

>AtEXPA14

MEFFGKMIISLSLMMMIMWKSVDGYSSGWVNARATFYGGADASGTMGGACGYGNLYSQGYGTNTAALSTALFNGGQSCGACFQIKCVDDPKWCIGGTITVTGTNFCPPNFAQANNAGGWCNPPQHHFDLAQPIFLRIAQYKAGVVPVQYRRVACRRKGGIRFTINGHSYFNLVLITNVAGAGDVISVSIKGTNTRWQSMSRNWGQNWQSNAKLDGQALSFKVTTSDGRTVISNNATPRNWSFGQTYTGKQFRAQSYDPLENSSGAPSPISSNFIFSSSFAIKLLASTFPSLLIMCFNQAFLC

>AtEXPA15

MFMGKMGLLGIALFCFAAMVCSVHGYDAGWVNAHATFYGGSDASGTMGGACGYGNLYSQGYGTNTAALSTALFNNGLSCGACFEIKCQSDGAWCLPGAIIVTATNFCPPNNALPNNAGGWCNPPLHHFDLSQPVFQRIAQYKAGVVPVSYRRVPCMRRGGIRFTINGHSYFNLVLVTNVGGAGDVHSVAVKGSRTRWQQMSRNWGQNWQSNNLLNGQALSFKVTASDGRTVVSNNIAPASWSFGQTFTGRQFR

>AtEXPA16

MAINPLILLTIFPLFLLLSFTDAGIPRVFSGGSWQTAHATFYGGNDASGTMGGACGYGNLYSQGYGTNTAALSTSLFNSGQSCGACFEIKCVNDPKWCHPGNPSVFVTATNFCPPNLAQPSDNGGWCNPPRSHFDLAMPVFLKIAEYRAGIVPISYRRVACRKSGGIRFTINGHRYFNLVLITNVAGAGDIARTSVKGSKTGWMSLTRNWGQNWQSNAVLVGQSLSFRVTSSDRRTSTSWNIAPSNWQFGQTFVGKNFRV

>AtEXPA17

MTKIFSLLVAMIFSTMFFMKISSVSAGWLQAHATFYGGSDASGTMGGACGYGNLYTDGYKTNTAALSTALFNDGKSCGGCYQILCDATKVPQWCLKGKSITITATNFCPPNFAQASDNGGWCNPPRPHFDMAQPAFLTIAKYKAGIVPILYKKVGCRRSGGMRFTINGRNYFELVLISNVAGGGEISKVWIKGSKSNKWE

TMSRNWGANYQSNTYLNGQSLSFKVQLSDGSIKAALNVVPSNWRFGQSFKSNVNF

>AtEXPA18

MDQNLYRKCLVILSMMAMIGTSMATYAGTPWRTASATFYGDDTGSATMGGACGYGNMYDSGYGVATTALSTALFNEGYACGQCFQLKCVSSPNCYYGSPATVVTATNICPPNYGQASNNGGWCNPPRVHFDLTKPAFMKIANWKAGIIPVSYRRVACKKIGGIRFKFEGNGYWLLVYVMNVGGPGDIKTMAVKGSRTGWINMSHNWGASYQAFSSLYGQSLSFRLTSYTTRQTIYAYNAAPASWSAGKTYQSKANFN

>AtEXPA19

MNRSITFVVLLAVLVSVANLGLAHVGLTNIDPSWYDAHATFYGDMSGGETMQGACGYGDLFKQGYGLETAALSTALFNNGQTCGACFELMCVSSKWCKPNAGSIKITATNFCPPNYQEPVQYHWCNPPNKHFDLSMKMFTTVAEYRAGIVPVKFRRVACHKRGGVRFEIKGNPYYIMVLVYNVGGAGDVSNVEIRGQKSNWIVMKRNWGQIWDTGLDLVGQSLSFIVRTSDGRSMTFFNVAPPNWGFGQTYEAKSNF

>AtEXPA20

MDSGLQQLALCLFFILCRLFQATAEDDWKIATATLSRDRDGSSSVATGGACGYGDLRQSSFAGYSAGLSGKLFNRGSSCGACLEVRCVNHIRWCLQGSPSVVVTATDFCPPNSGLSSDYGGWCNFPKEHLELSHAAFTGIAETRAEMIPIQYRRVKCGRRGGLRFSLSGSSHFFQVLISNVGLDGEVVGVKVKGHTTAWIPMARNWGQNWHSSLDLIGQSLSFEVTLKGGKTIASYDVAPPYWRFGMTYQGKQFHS

>AtEXPA21

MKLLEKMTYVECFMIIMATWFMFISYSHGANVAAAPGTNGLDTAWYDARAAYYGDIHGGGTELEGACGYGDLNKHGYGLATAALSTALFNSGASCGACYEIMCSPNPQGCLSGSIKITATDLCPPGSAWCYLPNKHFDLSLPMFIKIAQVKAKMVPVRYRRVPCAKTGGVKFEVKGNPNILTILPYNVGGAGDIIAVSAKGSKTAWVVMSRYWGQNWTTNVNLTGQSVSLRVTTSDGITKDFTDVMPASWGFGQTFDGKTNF

>AtEXPA22

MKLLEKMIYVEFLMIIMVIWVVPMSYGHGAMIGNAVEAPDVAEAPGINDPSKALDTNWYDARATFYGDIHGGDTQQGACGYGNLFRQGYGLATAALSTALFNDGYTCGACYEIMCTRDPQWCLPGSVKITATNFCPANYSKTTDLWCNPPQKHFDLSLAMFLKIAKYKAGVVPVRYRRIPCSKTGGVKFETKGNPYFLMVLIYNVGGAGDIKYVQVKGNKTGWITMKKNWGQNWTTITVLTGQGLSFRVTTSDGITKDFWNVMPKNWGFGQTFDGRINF

>AtEXPA23

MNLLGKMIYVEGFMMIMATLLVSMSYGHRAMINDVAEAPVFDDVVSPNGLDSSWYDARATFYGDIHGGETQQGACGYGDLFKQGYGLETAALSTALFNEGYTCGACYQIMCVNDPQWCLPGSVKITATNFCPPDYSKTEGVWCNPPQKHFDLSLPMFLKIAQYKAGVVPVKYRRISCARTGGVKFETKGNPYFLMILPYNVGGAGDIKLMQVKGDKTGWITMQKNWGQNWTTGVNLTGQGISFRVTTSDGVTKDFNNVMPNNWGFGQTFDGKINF

>AtEXPA24

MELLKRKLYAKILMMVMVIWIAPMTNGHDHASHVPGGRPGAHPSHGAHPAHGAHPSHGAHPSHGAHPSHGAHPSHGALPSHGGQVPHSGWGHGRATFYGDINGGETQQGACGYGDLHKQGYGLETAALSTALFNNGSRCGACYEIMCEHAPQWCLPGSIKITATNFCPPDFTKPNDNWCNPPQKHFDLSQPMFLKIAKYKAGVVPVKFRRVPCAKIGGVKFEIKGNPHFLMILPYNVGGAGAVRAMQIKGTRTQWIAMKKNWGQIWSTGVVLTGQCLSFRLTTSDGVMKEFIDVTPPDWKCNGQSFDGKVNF

>AtEXPA25

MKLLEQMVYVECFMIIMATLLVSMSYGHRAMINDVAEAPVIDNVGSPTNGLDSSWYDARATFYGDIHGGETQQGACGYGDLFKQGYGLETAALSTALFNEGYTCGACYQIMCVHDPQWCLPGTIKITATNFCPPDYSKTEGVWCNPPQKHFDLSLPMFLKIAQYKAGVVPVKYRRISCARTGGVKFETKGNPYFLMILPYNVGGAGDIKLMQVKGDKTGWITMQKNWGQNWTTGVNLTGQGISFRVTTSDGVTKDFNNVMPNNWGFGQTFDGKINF

>AtEXPA26

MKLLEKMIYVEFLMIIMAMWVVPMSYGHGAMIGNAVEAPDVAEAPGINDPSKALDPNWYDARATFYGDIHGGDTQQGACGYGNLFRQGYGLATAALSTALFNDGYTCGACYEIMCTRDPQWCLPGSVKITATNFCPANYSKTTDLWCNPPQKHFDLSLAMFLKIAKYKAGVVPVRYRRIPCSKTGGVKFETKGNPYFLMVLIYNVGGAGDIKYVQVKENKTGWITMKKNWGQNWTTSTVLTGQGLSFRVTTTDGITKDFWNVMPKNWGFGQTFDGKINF

>AtEXPB1

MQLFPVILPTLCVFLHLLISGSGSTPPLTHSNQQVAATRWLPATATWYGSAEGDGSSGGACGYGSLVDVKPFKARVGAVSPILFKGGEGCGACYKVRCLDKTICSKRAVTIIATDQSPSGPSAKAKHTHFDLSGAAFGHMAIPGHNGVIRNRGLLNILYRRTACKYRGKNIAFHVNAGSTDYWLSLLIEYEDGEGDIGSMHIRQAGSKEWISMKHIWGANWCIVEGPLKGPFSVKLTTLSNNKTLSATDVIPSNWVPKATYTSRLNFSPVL

>AtEXPB2

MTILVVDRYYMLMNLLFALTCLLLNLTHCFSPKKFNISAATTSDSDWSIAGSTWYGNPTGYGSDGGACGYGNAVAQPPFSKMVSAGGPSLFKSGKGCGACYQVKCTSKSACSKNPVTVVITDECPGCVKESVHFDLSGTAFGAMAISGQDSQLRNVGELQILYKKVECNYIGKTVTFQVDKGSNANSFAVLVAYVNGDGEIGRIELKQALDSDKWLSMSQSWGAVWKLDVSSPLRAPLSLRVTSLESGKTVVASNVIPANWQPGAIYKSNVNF

>AtEXPB3

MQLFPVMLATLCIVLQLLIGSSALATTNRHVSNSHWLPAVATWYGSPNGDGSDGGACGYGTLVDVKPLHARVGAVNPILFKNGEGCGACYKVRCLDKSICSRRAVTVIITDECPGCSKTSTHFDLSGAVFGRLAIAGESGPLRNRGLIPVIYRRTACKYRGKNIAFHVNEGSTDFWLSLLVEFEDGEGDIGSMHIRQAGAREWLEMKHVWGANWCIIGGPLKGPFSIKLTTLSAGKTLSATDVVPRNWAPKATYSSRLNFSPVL

>AtEXPB4

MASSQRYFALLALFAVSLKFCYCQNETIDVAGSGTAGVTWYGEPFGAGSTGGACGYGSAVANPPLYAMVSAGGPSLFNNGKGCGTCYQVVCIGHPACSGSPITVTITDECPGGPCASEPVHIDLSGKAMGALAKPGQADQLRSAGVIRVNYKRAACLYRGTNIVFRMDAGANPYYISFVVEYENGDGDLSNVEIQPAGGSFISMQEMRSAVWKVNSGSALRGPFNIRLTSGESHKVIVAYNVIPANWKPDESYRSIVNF

>AtEXPB5

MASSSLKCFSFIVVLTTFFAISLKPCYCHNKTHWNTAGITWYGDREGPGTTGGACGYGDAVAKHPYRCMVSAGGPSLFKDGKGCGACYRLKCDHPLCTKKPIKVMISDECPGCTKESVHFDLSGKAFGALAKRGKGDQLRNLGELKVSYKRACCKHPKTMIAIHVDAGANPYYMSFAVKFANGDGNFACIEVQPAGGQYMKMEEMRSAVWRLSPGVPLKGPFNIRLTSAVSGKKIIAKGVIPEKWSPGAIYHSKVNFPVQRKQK

>AtEXPB6

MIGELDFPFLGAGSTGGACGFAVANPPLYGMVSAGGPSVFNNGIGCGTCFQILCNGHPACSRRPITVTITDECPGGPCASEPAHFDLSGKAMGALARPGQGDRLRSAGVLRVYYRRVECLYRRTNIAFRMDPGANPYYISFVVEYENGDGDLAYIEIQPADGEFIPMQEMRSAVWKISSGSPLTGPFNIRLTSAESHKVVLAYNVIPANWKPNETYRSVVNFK

>AtEXLA1

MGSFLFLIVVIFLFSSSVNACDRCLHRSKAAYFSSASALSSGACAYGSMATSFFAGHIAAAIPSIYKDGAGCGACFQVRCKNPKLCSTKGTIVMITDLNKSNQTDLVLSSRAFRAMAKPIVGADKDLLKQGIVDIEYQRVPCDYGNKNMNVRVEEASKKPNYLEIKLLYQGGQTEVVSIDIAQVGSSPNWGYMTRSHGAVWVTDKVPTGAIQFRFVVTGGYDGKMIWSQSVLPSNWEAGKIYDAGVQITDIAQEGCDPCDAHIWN

>AtEXLA2

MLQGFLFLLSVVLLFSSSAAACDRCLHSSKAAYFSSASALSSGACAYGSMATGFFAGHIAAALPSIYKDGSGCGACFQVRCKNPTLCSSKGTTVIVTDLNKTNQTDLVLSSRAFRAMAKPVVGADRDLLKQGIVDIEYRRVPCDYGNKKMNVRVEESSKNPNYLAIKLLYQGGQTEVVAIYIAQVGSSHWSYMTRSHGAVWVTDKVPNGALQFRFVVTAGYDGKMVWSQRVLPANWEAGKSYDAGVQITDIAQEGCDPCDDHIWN

>AtEXLA3

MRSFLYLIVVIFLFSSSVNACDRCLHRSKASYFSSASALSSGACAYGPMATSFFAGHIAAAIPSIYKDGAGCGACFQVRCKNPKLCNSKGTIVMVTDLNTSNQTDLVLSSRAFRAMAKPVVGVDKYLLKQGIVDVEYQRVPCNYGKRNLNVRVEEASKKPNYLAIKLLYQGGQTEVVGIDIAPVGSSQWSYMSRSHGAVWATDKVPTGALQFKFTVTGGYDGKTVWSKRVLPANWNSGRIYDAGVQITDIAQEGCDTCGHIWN

>AtEXLB1

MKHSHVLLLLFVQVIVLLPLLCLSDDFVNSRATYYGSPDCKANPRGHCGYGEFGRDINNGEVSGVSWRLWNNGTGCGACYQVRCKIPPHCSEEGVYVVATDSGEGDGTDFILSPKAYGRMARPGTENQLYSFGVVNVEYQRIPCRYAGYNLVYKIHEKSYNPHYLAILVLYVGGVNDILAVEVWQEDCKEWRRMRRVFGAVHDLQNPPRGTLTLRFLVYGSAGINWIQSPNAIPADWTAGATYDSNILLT

>OsEXPA1

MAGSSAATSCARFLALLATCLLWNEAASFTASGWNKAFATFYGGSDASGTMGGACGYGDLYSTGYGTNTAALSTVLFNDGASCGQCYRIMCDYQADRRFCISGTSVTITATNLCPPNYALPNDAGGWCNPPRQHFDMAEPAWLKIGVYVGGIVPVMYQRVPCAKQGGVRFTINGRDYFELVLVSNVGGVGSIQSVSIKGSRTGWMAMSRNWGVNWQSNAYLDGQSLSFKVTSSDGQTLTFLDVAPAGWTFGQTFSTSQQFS

>OsEXPA2

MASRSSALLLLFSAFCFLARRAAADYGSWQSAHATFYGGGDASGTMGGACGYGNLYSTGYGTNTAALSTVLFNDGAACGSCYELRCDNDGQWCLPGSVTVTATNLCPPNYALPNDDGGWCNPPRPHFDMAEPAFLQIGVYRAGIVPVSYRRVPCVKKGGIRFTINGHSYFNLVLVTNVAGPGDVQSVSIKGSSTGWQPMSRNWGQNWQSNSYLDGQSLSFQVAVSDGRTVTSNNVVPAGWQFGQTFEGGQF

>OsEXPA3

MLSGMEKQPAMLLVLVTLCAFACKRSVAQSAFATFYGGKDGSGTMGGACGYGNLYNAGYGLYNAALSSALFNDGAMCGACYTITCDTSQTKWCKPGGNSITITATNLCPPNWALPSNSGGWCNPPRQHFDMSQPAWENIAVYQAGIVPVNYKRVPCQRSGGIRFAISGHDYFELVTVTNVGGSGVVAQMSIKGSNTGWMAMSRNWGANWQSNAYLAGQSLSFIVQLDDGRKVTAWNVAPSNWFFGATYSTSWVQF

>OsEXPA4

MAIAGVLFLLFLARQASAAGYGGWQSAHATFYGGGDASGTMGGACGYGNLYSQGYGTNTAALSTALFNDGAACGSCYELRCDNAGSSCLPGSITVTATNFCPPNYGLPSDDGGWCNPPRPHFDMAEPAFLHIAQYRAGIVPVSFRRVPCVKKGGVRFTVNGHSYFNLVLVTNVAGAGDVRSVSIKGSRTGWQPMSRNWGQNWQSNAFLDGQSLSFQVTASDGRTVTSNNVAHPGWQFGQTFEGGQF

>OsEXPA5

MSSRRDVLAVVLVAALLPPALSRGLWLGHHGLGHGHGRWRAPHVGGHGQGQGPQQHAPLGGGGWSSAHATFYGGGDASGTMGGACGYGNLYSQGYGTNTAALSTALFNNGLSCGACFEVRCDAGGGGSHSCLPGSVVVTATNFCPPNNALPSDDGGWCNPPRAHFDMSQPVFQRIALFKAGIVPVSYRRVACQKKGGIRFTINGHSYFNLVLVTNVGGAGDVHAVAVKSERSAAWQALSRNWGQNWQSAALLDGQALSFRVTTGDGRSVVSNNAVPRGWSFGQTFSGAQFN

>OsEXPA6

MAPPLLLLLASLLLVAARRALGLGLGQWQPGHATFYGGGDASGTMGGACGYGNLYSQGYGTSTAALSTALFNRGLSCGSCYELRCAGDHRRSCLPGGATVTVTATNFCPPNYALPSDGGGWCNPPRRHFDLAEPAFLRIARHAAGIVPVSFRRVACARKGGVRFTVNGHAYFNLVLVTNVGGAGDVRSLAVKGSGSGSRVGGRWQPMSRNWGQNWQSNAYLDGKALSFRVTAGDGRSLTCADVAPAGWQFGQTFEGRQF

>OsEXPA7

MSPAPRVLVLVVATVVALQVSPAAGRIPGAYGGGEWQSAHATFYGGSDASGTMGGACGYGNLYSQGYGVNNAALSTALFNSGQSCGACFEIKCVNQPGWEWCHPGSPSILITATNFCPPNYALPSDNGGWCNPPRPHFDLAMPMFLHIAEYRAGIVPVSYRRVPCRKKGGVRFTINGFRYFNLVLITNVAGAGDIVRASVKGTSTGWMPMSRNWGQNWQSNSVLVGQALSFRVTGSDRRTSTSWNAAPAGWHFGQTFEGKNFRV

>OsEXPA8

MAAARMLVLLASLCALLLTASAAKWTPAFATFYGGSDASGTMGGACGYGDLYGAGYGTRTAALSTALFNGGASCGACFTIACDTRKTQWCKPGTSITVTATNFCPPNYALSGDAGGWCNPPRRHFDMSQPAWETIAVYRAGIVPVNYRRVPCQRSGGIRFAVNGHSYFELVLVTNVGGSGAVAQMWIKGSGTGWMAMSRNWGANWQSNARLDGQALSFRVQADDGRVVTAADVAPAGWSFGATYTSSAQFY

>OsEXPA9

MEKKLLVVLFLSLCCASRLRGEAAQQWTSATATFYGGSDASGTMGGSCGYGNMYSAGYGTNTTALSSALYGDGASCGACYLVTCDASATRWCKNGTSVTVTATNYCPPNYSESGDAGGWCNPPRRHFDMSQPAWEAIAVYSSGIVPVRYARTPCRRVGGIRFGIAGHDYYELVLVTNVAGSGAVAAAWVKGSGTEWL

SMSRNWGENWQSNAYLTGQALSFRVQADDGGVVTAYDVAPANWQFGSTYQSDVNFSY

>OsEXPA10

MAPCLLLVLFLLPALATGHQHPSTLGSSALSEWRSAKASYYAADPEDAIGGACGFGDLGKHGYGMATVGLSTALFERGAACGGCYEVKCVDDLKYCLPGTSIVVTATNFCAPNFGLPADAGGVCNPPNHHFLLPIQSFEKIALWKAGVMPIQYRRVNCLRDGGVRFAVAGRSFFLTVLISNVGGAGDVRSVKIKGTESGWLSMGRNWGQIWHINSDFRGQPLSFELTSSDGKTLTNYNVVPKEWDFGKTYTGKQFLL

>OsEXPA11

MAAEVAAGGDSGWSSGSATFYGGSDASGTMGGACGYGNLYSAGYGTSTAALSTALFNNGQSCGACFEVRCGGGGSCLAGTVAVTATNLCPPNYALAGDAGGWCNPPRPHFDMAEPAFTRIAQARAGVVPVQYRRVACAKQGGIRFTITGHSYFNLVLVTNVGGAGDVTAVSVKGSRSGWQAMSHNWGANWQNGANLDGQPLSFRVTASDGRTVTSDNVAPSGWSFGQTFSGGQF

>OsEXPA12

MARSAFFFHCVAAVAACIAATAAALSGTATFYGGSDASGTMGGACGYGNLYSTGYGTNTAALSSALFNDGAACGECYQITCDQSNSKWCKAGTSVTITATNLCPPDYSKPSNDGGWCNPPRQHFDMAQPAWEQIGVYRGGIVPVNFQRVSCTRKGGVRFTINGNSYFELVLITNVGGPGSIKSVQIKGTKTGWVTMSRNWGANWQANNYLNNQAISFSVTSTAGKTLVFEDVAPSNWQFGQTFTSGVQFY

>OsEXPA13

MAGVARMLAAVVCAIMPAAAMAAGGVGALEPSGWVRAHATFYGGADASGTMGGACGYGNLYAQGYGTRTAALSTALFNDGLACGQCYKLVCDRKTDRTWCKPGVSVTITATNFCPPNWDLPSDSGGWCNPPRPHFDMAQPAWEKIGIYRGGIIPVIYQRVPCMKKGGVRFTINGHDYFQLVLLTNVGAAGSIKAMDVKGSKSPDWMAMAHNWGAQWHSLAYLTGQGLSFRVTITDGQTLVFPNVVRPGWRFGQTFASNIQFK

>OsEXPA14

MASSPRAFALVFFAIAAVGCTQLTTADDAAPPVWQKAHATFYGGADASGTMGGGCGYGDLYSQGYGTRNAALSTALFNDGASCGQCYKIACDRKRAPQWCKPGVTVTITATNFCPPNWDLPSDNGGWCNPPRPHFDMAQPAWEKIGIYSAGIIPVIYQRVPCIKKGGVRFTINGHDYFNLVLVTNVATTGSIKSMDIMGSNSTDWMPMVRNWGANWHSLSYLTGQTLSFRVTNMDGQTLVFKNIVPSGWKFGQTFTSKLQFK

>OsEXPA15

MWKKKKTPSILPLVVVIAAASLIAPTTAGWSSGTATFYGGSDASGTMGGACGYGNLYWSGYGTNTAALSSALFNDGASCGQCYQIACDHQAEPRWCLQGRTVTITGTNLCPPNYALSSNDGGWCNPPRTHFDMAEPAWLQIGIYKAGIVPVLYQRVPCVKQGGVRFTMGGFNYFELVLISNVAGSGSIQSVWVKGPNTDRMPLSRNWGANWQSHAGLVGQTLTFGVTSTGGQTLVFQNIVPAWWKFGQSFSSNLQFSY

>OsEXPA16

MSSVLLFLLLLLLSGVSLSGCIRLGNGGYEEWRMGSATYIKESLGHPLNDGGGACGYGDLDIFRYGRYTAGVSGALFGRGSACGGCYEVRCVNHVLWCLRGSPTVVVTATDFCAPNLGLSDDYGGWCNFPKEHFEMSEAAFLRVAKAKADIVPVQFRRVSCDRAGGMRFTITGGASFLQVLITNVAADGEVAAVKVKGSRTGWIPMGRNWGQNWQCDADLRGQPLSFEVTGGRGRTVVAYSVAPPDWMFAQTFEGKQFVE

>OsEXPA17

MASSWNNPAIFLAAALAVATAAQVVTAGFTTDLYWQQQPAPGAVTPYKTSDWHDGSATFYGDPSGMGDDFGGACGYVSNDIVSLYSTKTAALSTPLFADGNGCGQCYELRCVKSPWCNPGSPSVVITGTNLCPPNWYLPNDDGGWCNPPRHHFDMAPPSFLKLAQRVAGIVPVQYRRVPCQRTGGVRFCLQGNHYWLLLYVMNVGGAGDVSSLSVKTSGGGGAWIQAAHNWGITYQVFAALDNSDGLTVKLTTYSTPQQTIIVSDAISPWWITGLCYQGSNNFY

>OsEXPA18

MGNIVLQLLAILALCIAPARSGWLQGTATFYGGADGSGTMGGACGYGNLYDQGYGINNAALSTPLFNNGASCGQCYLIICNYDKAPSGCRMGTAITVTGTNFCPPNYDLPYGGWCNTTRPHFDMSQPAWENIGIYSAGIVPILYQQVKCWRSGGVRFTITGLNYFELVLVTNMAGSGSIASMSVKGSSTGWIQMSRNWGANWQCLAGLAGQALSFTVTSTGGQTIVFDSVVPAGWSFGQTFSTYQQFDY

>OsEXPA19

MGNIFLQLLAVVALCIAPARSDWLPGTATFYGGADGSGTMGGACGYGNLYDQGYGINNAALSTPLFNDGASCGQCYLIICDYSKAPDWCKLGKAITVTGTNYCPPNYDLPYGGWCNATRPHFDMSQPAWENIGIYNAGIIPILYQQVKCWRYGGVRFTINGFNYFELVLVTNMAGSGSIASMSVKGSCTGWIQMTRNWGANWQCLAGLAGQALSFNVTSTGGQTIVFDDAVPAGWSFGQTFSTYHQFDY

>OsEXPA20

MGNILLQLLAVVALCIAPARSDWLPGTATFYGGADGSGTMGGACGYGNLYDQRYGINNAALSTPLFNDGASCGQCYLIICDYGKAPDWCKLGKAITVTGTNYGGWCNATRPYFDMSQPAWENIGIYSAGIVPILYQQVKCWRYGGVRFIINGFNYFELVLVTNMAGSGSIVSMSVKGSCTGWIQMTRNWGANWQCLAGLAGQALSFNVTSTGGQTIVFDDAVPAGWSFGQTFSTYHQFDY

>OsEXPA21

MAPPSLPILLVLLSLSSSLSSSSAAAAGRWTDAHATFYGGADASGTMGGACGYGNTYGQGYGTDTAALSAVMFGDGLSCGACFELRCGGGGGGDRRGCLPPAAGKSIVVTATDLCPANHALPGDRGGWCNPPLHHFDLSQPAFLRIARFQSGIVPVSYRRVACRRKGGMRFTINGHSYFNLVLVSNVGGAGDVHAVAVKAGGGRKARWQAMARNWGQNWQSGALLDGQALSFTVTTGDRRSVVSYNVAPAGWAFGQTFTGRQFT

>OsEXPA22

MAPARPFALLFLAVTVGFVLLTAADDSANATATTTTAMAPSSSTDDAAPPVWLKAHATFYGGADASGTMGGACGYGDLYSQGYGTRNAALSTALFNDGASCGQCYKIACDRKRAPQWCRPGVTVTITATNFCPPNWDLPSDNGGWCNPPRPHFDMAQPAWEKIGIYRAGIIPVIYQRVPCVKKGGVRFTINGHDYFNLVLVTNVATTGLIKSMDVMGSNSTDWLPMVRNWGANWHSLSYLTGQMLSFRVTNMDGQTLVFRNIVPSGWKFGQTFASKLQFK

>OsEXPA23a

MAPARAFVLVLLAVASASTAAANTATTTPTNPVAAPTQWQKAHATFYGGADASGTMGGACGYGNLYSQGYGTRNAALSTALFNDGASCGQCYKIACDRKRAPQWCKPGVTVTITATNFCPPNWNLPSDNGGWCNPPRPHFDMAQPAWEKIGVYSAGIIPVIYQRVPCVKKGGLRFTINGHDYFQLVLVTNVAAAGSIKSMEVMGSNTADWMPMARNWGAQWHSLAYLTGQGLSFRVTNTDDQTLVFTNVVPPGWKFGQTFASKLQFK

>OsEXPA23b

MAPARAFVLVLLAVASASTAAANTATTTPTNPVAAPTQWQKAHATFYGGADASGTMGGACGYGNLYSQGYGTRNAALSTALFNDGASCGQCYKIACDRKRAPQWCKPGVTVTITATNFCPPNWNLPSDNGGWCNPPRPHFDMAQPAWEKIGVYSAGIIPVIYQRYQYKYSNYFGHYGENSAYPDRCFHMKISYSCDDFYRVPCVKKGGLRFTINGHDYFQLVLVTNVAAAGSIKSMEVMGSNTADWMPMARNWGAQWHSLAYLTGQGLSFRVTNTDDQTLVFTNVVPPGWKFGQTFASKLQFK

>OsEXPA24

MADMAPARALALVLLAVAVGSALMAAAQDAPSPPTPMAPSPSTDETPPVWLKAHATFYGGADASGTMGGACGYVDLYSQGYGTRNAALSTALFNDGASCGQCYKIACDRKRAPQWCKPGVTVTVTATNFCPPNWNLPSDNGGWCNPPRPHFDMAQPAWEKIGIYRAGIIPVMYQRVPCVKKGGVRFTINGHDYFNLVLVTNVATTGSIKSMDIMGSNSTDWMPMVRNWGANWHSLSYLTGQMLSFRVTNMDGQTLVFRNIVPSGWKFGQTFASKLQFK

>OsEXPA25

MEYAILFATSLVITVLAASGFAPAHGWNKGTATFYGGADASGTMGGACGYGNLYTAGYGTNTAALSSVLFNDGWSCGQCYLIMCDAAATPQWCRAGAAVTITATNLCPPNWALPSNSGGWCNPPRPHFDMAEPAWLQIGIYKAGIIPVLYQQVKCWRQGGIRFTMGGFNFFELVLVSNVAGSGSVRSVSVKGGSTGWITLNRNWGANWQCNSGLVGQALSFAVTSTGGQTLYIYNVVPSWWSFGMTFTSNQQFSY

>OsEXPA26

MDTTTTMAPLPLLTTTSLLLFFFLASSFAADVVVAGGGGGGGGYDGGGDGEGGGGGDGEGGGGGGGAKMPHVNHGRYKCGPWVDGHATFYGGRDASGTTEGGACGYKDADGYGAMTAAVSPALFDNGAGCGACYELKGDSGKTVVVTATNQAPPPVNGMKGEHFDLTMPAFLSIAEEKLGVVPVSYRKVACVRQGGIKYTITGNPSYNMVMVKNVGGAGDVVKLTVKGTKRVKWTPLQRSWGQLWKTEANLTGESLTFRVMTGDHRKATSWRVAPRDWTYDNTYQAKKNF

>OsEXPA27

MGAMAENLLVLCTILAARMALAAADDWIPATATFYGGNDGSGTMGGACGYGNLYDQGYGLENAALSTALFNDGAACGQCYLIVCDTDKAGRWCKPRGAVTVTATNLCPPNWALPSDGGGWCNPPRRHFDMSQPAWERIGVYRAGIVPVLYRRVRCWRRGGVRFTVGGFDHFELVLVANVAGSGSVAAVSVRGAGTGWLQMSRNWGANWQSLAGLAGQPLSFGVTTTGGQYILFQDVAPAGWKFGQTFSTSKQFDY

>OsEXPA28

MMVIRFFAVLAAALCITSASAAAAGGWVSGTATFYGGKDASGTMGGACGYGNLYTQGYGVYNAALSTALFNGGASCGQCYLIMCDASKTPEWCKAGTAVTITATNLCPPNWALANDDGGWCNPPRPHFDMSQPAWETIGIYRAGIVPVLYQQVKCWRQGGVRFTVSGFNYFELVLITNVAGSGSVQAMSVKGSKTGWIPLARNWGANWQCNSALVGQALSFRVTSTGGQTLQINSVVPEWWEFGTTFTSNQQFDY

>OsEXPA29

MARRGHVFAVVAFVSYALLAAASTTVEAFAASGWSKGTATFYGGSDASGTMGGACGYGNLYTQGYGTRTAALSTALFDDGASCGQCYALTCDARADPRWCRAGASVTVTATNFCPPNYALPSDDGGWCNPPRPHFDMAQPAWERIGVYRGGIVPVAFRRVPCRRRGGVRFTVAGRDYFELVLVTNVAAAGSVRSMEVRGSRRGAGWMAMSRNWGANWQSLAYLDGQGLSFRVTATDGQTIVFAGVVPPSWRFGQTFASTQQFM

>OsEXPA30

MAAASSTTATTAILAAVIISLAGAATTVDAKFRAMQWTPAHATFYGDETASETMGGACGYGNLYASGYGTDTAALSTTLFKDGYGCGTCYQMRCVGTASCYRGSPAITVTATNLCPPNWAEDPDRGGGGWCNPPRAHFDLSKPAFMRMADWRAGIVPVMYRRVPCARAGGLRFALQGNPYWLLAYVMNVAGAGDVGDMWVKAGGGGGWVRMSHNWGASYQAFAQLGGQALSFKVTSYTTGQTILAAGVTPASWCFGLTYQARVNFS

>OsEXPA31

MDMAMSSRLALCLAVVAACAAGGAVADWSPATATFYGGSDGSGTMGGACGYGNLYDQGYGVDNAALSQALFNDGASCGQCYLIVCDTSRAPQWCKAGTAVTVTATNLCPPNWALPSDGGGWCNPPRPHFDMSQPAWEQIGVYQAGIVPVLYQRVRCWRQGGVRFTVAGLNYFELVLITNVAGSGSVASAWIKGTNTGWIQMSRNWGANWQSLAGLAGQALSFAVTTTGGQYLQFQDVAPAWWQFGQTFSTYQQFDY

>OsEXPA32

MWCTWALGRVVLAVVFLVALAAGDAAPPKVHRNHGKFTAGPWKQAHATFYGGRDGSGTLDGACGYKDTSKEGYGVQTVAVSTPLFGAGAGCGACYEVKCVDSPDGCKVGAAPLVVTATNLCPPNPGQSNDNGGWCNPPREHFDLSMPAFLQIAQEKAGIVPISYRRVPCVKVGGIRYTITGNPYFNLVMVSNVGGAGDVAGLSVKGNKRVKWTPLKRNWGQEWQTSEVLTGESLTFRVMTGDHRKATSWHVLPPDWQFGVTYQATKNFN

>OsEXPA33

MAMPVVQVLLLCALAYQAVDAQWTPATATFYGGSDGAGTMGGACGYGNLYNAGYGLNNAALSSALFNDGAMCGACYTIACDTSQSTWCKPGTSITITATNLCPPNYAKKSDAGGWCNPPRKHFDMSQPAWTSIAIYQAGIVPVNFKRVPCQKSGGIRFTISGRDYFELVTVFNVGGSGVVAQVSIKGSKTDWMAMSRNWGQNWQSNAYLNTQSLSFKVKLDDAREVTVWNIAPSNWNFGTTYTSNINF

>OsEXPB1a

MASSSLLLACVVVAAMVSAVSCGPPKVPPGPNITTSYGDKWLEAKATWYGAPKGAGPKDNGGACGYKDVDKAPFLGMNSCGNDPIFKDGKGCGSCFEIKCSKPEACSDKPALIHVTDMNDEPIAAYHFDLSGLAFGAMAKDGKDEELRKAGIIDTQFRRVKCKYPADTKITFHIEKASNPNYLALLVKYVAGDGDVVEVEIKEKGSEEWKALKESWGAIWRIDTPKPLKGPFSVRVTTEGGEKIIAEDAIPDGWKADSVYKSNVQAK

>OsEXPB1b

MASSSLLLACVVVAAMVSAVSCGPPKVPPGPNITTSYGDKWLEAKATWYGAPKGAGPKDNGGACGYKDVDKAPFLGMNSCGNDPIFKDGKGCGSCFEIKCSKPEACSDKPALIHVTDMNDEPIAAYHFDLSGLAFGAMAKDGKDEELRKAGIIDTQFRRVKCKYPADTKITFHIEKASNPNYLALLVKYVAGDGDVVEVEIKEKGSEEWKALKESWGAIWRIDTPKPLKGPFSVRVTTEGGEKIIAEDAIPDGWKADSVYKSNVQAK

>OsEXPB2

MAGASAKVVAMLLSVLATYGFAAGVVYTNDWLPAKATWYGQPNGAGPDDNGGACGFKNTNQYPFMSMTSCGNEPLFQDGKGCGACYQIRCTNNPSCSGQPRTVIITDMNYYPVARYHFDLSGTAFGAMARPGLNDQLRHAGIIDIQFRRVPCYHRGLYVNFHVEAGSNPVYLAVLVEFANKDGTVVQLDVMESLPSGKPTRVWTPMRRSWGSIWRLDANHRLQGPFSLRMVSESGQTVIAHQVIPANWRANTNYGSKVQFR

>OsEXPB3

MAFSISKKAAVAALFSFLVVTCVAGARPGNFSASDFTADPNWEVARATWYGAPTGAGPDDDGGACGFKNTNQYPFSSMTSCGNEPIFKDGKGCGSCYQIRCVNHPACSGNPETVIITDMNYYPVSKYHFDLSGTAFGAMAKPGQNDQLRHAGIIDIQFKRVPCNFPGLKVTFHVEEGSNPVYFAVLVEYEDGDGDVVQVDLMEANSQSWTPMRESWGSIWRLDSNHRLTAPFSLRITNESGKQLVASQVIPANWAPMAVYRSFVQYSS

>OsEXPB4

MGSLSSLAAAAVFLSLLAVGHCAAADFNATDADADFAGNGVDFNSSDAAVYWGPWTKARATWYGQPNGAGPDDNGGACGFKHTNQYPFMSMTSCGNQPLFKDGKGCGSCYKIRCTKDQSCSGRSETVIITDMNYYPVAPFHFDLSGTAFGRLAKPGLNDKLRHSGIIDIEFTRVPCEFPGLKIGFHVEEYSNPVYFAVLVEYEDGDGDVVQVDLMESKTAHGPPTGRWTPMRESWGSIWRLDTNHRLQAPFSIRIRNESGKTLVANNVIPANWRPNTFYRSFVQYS

>OsEXPB5

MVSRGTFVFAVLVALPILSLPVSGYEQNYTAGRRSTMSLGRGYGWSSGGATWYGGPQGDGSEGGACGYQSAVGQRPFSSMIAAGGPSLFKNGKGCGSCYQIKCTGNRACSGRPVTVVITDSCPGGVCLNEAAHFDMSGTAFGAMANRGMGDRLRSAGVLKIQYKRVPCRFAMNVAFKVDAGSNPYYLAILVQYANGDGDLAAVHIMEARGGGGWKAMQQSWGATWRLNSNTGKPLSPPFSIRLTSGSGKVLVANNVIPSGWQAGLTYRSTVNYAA

>OsEXPB6

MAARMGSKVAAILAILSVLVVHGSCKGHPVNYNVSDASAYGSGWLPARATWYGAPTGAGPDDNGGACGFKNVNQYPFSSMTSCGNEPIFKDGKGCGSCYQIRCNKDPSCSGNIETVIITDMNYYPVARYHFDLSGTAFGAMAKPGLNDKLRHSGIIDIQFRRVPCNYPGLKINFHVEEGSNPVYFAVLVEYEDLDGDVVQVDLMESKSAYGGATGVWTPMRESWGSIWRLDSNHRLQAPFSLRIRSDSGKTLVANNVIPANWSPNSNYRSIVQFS

>OsEXPB7

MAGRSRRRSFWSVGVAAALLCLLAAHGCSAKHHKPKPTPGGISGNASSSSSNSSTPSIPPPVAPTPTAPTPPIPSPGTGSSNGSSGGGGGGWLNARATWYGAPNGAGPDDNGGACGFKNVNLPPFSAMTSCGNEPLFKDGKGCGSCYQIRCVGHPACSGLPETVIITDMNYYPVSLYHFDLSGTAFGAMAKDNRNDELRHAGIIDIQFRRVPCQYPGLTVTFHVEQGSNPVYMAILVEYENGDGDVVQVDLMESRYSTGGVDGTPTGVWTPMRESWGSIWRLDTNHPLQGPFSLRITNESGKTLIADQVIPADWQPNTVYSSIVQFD

>OsEXPB8

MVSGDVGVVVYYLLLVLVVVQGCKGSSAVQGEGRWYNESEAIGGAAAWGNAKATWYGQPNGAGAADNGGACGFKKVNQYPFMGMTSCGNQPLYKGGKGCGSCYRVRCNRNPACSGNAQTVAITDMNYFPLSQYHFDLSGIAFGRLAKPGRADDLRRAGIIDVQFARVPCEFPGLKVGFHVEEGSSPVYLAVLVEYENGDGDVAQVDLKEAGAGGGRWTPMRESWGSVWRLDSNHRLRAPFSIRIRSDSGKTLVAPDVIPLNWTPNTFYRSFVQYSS

>OsEXPB9

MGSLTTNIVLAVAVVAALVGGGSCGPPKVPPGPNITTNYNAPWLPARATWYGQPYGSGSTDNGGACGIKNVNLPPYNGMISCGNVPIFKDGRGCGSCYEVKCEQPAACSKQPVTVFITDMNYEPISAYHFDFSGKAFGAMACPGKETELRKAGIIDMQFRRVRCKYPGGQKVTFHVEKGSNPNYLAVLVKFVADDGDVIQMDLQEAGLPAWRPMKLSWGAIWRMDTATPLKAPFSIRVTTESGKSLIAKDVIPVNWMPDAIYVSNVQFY

>OsEXPB10

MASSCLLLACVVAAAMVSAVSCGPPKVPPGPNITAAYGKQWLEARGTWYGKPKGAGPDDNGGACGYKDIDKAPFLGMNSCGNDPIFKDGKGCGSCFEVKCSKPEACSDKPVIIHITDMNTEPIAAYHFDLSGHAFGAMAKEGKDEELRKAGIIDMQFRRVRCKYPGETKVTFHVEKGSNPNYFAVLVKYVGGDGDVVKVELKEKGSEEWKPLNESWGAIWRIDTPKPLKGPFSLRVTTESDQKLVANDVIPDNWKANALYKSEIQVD

>OsEXPB11

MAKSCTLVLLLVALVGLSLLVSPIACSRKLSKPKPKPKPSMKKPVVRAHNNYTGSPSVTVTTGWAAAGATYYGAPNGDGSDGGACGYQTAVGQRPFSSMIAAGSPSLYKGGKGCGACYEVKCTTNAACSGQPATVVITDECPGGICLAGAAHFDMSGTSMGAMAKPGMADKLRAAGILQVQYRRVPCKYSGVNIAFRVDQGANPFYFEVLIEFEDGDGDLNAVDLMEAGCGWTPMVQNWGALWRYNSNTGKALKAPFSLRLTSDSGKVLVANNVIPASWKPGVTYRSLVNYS

>OsEXPB12

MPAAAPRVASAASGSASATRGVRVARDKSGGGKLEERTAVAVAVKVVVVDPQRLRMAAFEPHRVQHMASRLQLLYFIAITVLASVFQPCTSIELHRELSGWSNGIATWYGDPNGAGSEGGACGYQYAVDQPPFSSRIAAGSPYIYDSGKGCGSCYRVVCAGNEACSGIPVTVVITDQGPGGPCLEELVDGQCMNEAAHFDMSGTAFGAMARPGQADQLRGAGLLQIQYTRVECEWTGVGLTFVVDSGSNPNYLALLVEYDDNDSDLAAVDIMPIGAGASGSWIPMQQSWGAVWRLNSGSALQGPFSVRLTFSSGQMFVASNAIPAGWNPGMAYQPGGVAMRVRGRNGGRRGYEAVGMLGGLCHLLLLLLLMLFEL

>OsEXPB13

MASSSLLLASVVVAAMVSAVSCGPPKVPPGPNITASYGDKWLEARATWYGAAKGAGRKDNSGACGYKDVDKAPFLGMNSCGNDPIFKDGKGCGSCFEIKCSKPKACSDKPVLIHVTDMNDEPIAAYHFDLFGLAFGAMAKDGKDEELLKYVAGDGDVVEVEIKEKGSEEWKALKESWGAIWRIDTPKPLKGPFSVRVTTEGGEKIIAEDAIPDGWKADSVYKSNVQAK

>OsEXPB14

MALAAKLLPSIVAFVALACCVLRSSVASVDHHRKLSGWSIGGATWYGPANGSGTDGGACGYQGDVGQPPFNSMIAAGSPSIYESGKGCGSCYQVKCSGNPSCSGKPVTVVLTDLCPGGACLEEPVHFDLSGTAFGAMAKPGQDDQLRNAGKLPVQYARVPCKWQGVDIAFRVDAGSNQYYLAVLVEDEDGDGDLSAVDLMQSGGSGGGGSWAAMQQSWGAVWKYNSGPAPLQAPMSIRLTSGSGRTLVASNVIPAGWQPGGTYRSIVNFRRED

>OsEXPB15

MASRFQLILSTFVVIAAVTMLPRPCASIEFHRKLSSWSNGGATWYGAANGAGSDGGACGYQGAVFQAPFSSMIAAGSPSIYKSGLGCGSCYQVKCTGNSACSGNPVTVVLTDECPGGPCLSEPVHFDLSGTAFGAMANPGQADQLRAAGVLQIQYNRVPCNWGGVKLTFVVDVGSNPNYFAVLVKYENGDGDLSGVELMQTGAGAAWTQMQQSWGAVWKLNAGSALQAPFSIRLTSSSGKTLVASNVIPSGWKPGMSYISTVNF

>OsEXPB16

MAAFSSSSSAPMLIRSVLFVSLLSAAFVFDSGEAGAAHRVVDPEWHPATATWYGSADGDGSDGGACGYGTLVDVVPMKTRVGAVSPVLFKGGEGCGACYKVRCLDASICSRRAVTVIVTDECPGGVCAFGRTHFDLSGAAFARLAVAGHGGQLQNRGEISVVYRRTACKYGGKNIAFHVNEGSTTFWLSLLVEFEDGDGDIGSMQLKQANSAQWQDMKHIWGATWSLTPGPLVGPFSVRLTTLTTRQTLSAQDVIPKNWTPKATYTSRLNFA

>OsEXPB17

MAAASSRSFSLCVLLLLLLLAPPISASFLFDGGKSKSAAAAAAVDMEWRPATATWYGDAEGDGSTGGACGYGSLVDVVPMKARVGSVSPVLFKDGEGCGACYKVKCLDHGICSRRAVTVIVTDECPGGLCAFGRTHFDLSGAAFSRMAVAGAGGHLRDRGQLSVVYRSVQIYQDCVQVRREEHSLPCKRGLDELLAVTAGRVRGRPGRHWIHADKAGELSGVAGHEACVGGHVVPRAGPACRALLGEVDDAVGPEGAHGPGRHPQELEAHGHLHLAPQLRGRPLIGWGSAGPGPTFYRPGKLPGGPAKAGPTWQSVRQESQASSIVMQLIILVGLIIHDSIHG

>OsEXPB18

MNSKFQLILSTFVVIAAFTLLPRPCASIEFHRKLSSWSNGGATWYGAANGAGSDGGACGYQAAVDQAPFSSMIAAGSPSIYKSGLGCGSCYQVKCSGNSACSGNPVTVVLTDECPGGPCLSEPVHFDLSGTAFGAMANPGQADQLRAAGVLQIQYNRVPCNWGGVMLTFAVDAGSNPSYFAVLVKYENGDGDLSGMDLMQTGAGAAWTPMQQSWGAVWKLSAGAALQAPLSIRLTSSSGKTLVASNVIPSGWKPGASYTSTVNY

>OsEXLA1

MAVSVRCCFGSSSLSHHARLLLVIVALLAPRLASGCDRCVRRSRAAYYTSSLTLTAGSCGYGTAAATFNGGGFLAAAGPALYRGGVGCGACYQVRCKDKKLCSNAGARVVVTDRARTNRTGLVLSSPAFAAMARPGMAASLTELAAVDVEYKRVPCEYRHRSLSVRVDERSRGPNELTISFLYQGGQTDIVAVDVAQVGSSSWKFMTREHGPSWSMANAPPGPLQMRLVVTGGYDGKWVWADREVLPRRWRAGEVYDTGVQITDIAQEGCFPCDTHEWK

>OsEXLA2

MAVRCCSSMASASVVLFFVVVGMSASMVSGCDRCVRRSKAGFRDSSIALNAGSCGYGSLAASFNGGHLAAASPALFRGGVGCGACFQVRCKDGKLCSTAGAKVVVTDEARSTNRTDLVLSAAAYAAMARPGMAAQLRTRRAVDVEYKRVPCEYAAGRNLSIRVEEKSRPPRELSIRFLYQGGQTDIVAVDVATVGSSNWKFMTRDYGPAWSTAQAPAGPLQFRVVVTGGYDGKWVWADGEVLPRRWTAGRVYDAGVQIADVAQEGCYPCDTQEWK

>OsEXLA3

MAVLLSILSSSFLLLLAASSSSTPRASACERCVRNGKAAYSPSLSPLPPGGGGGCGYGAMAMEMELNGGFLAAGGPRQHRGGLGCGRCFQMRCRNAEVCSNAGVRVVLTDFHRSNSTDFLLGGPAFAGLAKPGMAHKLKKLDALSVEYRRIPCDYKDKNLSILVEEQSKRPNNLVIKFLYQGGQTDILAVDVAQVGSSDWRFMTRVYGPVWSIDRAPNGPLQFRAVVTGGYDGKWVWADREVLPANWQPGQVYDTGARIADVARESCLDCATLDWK

>OsEXLA4

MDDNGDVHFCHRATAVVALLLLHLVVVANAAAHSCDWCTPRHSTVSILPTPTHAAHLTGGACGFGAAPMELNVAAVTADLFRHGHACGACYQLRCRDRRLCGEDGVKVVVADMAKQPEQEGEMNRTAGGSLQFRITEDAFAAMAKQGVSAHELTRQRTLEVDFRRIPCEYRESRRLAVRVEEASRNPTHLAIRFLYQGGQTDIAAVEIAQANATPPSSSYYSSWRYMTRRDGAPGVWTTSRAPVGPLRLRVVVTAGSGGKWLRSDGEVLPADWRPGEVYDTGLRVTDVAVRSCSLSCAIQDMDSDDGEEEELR

>OsEXLB1

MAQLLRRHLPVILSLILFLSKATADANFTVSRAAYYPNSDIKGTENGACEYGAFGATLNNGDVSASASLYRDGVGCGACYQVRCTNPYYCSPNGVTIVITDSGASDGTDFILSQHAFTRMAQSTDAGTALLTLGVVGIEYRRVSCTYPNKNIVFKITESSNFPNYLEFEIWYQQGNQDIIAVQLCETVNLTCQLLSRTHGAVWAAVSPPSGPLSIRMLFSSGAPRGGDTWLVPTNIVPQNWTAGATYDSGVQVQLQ

How the deposited data were processed for this re-analysis (not part of the article)

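Root RNA from 12 libraries was analysed. WT (cultivar Taizhong 6) had 1 library each of FR, DR and MR, and MBP3-OE had 3 libraries at each of 20 days, 1 month and 4 months, numbered 2, 3 and 8. The paper says of the FR, DR and MR samples that each held roots of several plants, and no source says so of MBP3-OE. No source says whether the MBP3-OE numbers are lines or plants, so an adjusted p measures only the spread between these samples.

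The authors trimmed reads with cutadapt 1.9, aligned them with HISAT2 2.0.4 to the sweetpotato genome that the paper takes from the Ipomoea Genome Hub, with no build named, and assembled and quantified them with StringTie 1.3.4d. The FPKM values are the authors' own, scaled by exon length and by mapped reads. The deposited counts are whole numbers per gene, and no source says how they were made or whether reads with several alignments were counted. They exceed the valid reads of the paper's Supplementary Table S5-1. The deposited table holds 45142 genes, and all of its sample columns could be assigned to a library. Conditions were taken from the labels. For 1109 of 1109 genes in the part of Supplementary Table S5-2 that could be read, the paper's FPKM values of FR and DR equalled those of the same stage here within a relative tolerance of 0.001.

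The test had been planned as limma-trend on log2(FPKM + 1) before the data were examined. Because the table also holds counts, edgeR's quasi-likelihood test on counts was used instead, a choice made after the table was seen, and the planned test became an added alternative. Counts were scaled by TMM and fitted with 6 cell means of genotype and age, which leaves 6 residual degrees of freedom, over 28065 genes with a mean of at least 0.5 FPKM over the 12 libraries. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Contrasts were DR against FR and MR against FR in WT, 1 month and 4 months against 20 days in MBP3-OE, MBP3-OE against WT averaged over ages, and the differences of the age effects between genotypes. A lone WT library was assumed to vary like the MBP3-OE libraries, whose spread was pooled over ages although it was wider at 4 months than at 20 days. Folds without a test used the log2 ratio of FPKM + 1, for genes with a mean of at least 0.5 FPKM in the libraries compared.

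The test was tried on simulated counts of 28065 genes, a seeded set of them changed by log2 folds of 1, 2 and 3. In the simulated DR and FR comparison 80, 58 and 62 genes were changed at the 3 sizes. There edgeR recovered 0% of them at each size, with 0 false calls, and DESeq2 recovered 2.5%, 25.9% and 74.2% with 108 false calls. In the MR and FR comparison 67, 66 and 67 genes were changed. There edgeR likewise recovered 0% at each size with 0 false calls, and DESeq2 recovered 6.0%, 33.3% and 58.2% with 95 false calls. With so few genes changed an adjusted p is hard to reach, so the 0% does not measure recovery where many genes change. In the comparison of 1-month and 20-day MBP3-OE, edgeR recovered 3.0%, 55.4% and 78.0%, with 3 false calls. With 8000 genes changed by a log2 fold of 3, edgeR recovered 76.8% of them in the MR and FR comparison, with 228 false calls.

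Lists of genes, 43 in all, were fixed before the data were examined by words in the deposited descriptions, apart from the expansins, which were matched by the gene IDs of the paper's Table 1. Lists were described by counts of calls, by the median log2 fold change and its percentile among 10000 random lists of the same size matched on mean expression, and in MBP3-OE by limma's camera with a preset correlation of 0.01 and with an estimated one. GO and KEGG terms were those of the paper's Figure 8, as paired with genes in the deposited table. Named genes were the IbEXP genes of the qRT-PCR panel, the 10 largest rises and falls of each contrast with an informative description, the 3 most abundant members of each list, and the 5 most abundant genes of each WT library. Values in Supplementary Table S5-2 had been seen before this rule and the lists were written. The overlap of the WT comparisons was set against 100 simulations of unchanged libraries.

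Library totals ran from 39424503 to 58486728 counts. Shares of counts carry 95% Wilson intervals, and folds against a library without counts use a floor of 3 counts. Both treat a deposited count as a read and are therefore approximate. The log2 scale of FPKM was shifted by pseudocounts of 1 and 0.1. Alternatives covered the scaling, the pseudocount, the filter, the tool, the adjustment, a block by replicate number, and each MBP3-OE library left out in turn. Coordinates are those of the deposited table, and a gene table of another genome build was not used. The qRT-PCR data were not used here. Software was Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.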

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

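The DESeq2 and left-out MR settings were chosen after the data were seen, limma-trend on log2(FPKM + 1), planned as the test before the data were examined, was made an alternative once the table was seen to hold counts, and the tests of explanations were written down before their results, apart from the test on genes called without the MR library.

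The MBP3-OE libraries, which the paper does not report, differed by age. Between 20 days and 1 month 2581 genes passed edgeR's test, 1601 higher and 980 lower, and limma-trend gave 1476 higher and 1396 lower on log2(FPKM + 1) and 1326 and 1566 after quantile normalization. The count was 949, 1114 and 895 without the 20-day replicates 2, 3 and 8, and 1652 and 1706 without the 1-month replicates 2 and 8. Between 20 days and 4 months 9883 genes passed, 4900 higher and 4983 lower, against 2699 and 5730 on log2(FPKM + 1). Other divisions of the same 6 libraries called at most 1 gene for the 1-month comparison and 0 for the 4-month comparison, and in each case the real division alone (1 of 10) reached its count. With 10 divisions a share under 0.05 is out of reach.

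Averaged over ages, 46 genes passed between MBP3-OE and WT, 29 higher and 17 lower (12 and 12 with median-ratio scaling, 55 and 85 with limma-trend after quantile normalization). Of 64 choices of 1 library per age only the real one (1 of 64) reached 46, and the next called 43. That next choice joined FR, 1-month replicate 3 and 4-month replicate 2. The choices mix the replicate numbers freely. If those numbers are lines, the libraries of an age cannot be exchanged in this way, so the choices cannot exclude chance. The count was 3, 2 and 2 without the 20-day replicates 2, 3 and 8, 112 and 2 without the 1-month replicates 2 and 8, and 93, 196 and 27 without the 4-month replicates 2, 3 and 8.

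Few genes passed between DR and FR, 50 against 2581 in the like comparison of MBP3-OE, with 0 genes without any 1 of the 20-day or 1-month MBP3-OE libraries and 239, 5 and 1 without the 4-month replicates 2, 3 and 8. Single MBP3-OE libraries, 1 of 1 month against 1 of 20 days with the spread from the others, called a median of 0 genes over 9 pairs (0 to 18), so the lone library at each stage may account for the low count. A DR library that was in truth a young root is argued against by the genes called in MBP3-OE, whose median log2 change between DR and FR in the MBP3-OE direction was 1.15 (quartiles 0.55 and 1.94), with the same direction for 2331 of the 2581 (90.3%). The age of the DR root is given as 1 month by the label and as 60 days by the series description, and a difference in age stays open.

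On deposited FPKM, genes at 4 months in MBP3-OE had a median log2 change of -0.23 against 20 days. Leaving the 50 highest genes out of every library's total took the median from -0.225 past 0 to 0.066, with its size smaller by 70.5%, so the large share of counts taken by those genes may account for the negative shift. They took 5.1% to 5.9% of counts at 20 days and 16.1% to 27.0% at 4 months. Real loss of transcripts from other genes stays open, since no total RNA amount per cell was measured.

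MBP3 was no higher in 4-month MBP3-OE roots than in the library labelled MR. Over 1128 genes that lay at least 2-fold apart between the genotypes in 1 direction at both earlier ages, the median difference at 4 months in that direction was 0.16 (quartiles -0.63 and 1.08), and 622 (55.1%) kept the direction. This is what an MR library from an MBP3-OE root could give, and an effect of the transgene that fades with age, or a rise of the native gene in mature WT roots (g4107 2.55 between FR and MR, standard error 0.60, adjusted p = 0.019 from edgeR), would give it too and was not tested. Over the 6 genes called between the genotypes in a fit without the MR library, the median difference at 4 months in the direction of that fit was 0.72 (quartiles 0.00 and 1.64), and 4 of the 6 kept the direction, among them the MMS19 homolog g61028 (-1.87) and g22066 (4.04). The 2 tests point opposite ways and neither can decide. The 1128 genes were picked by fold, with no test, against single FR and DR libraries. Part of such folds is noise that another library does not share, which alone lowers their median at 4 months. The 6 genes with that spread are too few. FR and DR joined with MR called 46 genes, and joined with 4-month replicates 2, 3 and 8 they called 5, 0 and 0. The 46 fell to 3, 2 and 2 without the 20-day replicates 2, 3 and 8, so a swapped library stays open.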

How the results depend on the processing

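The tests with DESeq2 and the left-out MR library, and every alternative for the difference of the age effects, were chosen after the data were seen, and limma-trend on log2(FPKM + 1), planned as the test before the data were examined, was made an alternative once the table was seen to hold counts. Of the counts and summary values under an alternative, 115 stayed within their limit, 71 moved and 2 passed a threshold, and of single genes and terms 521 kept their call, 85 lost it and 8 gained it, with none reversed; the cause was not tested. DR against FR (50 genes) gave 3026 at an unadjusted p under 0.05, 3 with no filter, 7 with median-ratio scaling, 755 with limma-trend on log2(FPKM + 1), 346 with limma-trend at a pseudocount of 0.1, 790 with limma-trend after quantile normalization, 1379 with DESeq2 and 0 to 239 with 1 MBP3-OE library left out. MR against FR (5791) gave 9523 at an unadjusted p under 0.05, and 1 month against 20 days in MBP3-OE (2581) gave 4626, 3962 with DESeq2 and 895 to 3501 with 1 library left out. MBP3-OE against WT (46) gave 1455 unadjusted, 24 with median-ratio scaling, 112 with limma-trend, 140 with limma-trend after quantile normalization, 992 with DESeq2, 5 with an additive model, 6 without the MR library and 2 to 196 with 1 library left out. The differences of the age effects gave 0 genes with edgeR at 1 month and at 4 months, against 1555 and 2785 unadjusted, 18 and 76 with limma-trend, 22 and 101 with limma-trend after quantile normalization and 183 and 746 with DESeq2. They gave 1 at 1 month with limma-trend at a pseudocount of 0.1 and 1 at 4 months with no filter, and 0 to 4 at 4 months with 1 library left out. With the replicate number as a block, DR against FR and MBP3-OE against WT called 0 genes, MR against FR 4670, 1 month 1951 and 4 months 9641. In their deviations from the group means, libraries of the same number correlated at -0.049 to 0.097 and those of different numbers at -0.107 to 0.108. No pairing is seen over all tested genes, but these values cannot tell whether the numbers are lines. At a p adjusted over all genes MBP3 passed between the genotypes with DESeq2 and not with edgeR or limma-trend, at 1.05 for g4107 (adjusted p = 0.0089) and 1.2 for g4109 (adjusted p = 0.0022). In simulated counts of that comparison DESeq2 made 173 false calls and edgeR 3. With an estimated correlation 0 gene lists passed camera in each of the 3 MBP3-OE comparisons, against 15, 19 and 13 with the preset one. Genes with at least 1 FPKM in at least 1 WT library numbered 26880. Genes past 2-fold in DR were 7135 with a pseudocount of 0.1 and 7294 with none, and shared genes 5329 with 0.1. IbEXP genes past 2-fold in DR were 20 and 19. The filter on low FPKM moves no fold count, since a gene under it cannot pass with a pseudocount of 1. WT correlations were 0.938 (log2) and 0.931 (Spearman) for FR and DR. They were 0.817, 0.838 and 0.348 (without the top 10 genes) for FR and MR, and 0.890, 0.895 and 0.420 for DR and MR. Depth limits the genes near 0 counts, whose folds are bounds, and the WT comparisons rest on 1 library per stage; depth itself was not varied.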

Differences from the paper's values

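The comparisons with DESeq2 and with the MR library left out were chosen after the values were seen, limma-trend on log2(FPKM + 1), planned as the test before the data were examined, was made an alternative once the table was seen to hold counts, and the other alternatives were set before the data were examined.

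The paper reports 5488 genes in DR vs. FR and 9669 in MR vs. FR, at an unadjusted p under 0.05 and an absolute log2 fold change of at least 1 in DESeq2. With the spread of the MBP3-OE libraries and an adjusted p, edgeR called 50 and 5791. For DR vs. FR none of the alternatives came within 1.5 times of the paper's value, the nearest being edgeR at an unadjusted p (3026). DESeq2 was used here at an adjusted p only, and not at the paper's unadjusted p. In simulated counts it made 108 false calls between DR and FR and 95 between MR and FR, where edgeR made 0. The count was 0 without any 1 of the 20-day or 1-month MBP3-OE libraries and 239, 5 and 1 without the 4-month replicates 2, 3 and 8. For MR vs. FR the value lay within 1.5 times of the paper's at an unadjusted p (9523), with limma-trend at a pseudocount of 0.1 (6574) or after quantile normalization (6811), and without 4-month replicate 2 (7449) or 3 (6485). It did not with no filter (5012), median-ratio scaling (5815), the replicate block (4670) or any other library left out. DESeq2 (8594), chosen after seeing the values, and limma-trend on log2(FPKM + 1) (6703), added as an alternative after the table was seen, also came within it, and how many of the paper's genes they drop could not be counted, because the paper's list for MR could not be read in full. By fold alone, with no p, 4643 and 10449 genes lay past 2-fold, within 1.5 times of the paper's counts. Of the paper's 5488 genes 1109 could be read in Supplementary Table S5-2, 252 higher and 857 lower, against 3166 and 2322 in the whole list, so their overlap does not carry over to it. Of these 1109, 1108 were past 2-fold and 32 of the 1105 tested passed edgeR's test. At an unadjusted p 694 passed edgeR, and 499 passed DESeq2 at an adjusted p.

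The paper reports 13 IbEXP genes in DR vs. FR and 10 in MR vs. FR. By fold alone, with a pseudocount of 1 and no p, 7 and 17 lay past 2-fold. For DR vs. FR the count without a pseudocount (19) lay within 1.5 times of the paper's, and the counts with a pseudocount of 0.1 (20), median-ratio scaling (8) and a filter on low FPKM (7) did not. For MR vs. FR none of these fold counts did (23, 16, 16 and 17). In edgeR's test 0 IbEXP genes passed in DR vs. FR (2 at an unadjusted p, 1 with DESeq2) and 5 in MR vs. FR. At an unadjusted p 3 were higher and 10 lower in MR, and DESeq2 at an adjusted p, with the false calls given above, gave the same numbers. Their total lies within 1.5 times of the paper's 10.

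Figure 9 ranks the stages for 35 IbEXP genes, and the stage with the highest FPKM was the same for 29 of them. IbEXPB2, IbEXPB7, IbEXPA28 and IbEXPA2 had 0 FPKM in all 3 WT libraries. IbEXPA11 was highest in FR (0.431 FPKM, against 0 in DR and MR) where the figure has DR. IbEXLB8 was highest in DR (0.591 FPKM, against 0 in FR) where the figure has FR.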

Other observations

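The edgeR test was chosen once the table was seen to hold counts, and the lists and the rule for leading genes were fixed before.

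In MBP3-OE roots, most starch synthesis genes rose between 20 days and 4 months, and more genes of cytosolic ribosomal proteins, lignin, suberin and jasmonate synthesis fell than rose, in 3 libraries per age. Of 21 starch synthesis genes 18 rose and none fell (18 and 1 adjusted over the list alone; camera adjusted p = 1.48e-09, adjusted p = 0.152 with an estimated correlation). Of 260 genes of cytosolic ribosomal proteins 143 fell and 4 rose (144 and 4 adjusted over the list alone; camera adjusted p = 6.59e-22, adjusted p = 0.531 with an estimated correlation). Of 119 lignin and phenylpropanoid genes 54 fell and 12 rose (57 and 12 adjusted over the list alone; camera adjusted p = 2.27e-05, adjusted p = 0.606 with an estimated correlation). Of 27 suberin and periderm genes 13 fell and 4 rose (17 and 4 adjusted over the list alone; camera adjusted p = 0.00767, adjusted p = 0.643 with an estimated correlation), and of 32 jasmonate synthesis genes 19 fell and 3 rose (the same adjusted over the list alone; camera adjusted p = 0.00409, adjusted p = 0.595 with an estimated correlation). Of 123 abscisic acid genes 34 fell and 23 rose (35 and 23 adjusted over the list alone), with no common direction in camera (adjusted p = 0.241). Of 49 genes of the list Casparian strip (fibrous root endodermis), a marker of cell type, 18 fell and 3 rose (19 and 4 adjusted over the list alone; camera adjusted p = 0.107). On the list photosynthesis (marker of green tissue) 47 of 48 genes rose and 1 fell (the same adjusted over the list alone; camera adjusted p = 1.3e-17, adjusted p = 0.464 with an estimated correlation), and chlorophyll a-b binding protein 8 g43385 went from 6.82 ± 4.39 FPKM (SD, n = 3) to 816 ± 134 FPKM. WUSCHEL-related homeobox 5-like g20352, of a gene known from the stem cell niche of the root tip, was 22.3 ± 1.24 FPKM at 20 days and had no count at 4 months, at least 303-fold lower. NAC72-like g288 fell from 375 ± 54.1 to 2.40 ± 1.45 FPKM (log2 fold change -7.01, standard error 0.82, adjusted p = 0.00036 from edgeR), and NCED3 g54338 from 613 ± 135 to 3.02 ± 1.46 FPKM (-7.40, standard error 0.81, adjusted p = 0.00029). Among the largest falls was a mannose/glucose-specific lectin-like gene, g13087, with no count at 4 months and at least 451-fold lower.

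Of 28 IbEXP genes in MBP3-OE 10 fell, none rose and 18 did not pass between 20 days and 4 months (10 and none adjusted over the list alone), with 5 EXLB, 3 EXPA, 1 EXPB and 1 EXLA genes among the falls. IbEXPA3 g3926 changed by a log2 fold of -6.50 (standard error 0.48, adjusted p = 7.7e-05 from edgeR), IbEXLA2 g59839 by -3.02 (standard error 0.28, adjusted p = 0.00016) and IbEXLB11 g55709 by -8.28 (standard error 1.33, adjusted p = 0.0015). Between 20 days and 1 month 2 fell and none rose (the same adjusted over the list alone), IbEXPA3 (-1.49, standard error 0.37, adjusted p = 0.035) and IbEXLB11 (-5.47, standard error 1.07, adjusted p = 0.016). The count of all genes at 1 month, 2581, was 949, 1114 and 895 without the 20-day replicates 2, 3 and 8 and 1652 and 1706 without the 1-month replicates 2 and 8.

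Between FR and the library labelled MR, of 26 KNOX and BEL homeobox genes, regulators of meristems, 8 rose and none fell (the same adjusted over the list alone). Of 22 carotenoid genes 8 rose and 3 fell (10 and 3 adjusted over the list alone), and of 22 gibberellin genes 5 fell and none rose (8 and 4 adjusted over the list alone). Among ethylene genes ACC oxidase 3-like g59369 fell from 297 to 4.58 FPKM (-5.91, standard error 0.58, adjusted p = 0.0018 from edgeR). The genes called between 20 days and 4 months in MBP3-OE moved in the same direction in WT in 9360 of 9883 cases (94.7%), with a median log2 change of 1.98 in that direction.

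A few single genes differed between MBP3-OE and WT averaged over ages in edgeR's test. Genes of the following lists were called, all higher, only when adjusted over the list alone: 31 of 48 on the list photosynthesis (marker of green tissue) (camera adjusted p = 9.9e-18, adjusted p = 0.517 with an estimated correlation), 12 of 25 on the list sporamin (0.00545, and 0.74 with an estimated correlation) and 10 of 25 on the list MADS-box (7.28e-06, and 0.318 with an estimated correlation). MAP65-3 g1613, a microtubule protein of cytokinesis, had a log2 fold change of 2.40 (standard error 0.32, adjusted p = 0.049 from edgeR), and cellulose synthase-like D5 g49798, known from the cell plate, 2.64 (standard error 0.34, adjusted p = 0.045). The MMS19 homolog g61028, of iron-sulfur cluster assembly and DNA repair, was 16.9, 15.9 and 14.4 FPKM in FR, DR and MR, and 2.79 ± 0.28, 4.46 ± 0.694 and 3.86 ± 1.15 FPKM (SD, n = 3) in MBP3-OE (-2.13, standard error 0.16, adjusted p = 0.0044). MBP3 did not pass over all genes (1.07, standard error 0.28, adjusted p = 0.12 for g4107 from edgeR). It is by name a MADS-box protein, so g4107 and g4109 may be counted on the list MADS-box. Part of that list's result may then come from the overexpressed pair itself. The comparison holds 46 genes, 2 to 3 without any 1 of the 20-day replicates or 1-month replicate 8, 27 without 4-month replicate 8, and 112, 93 and 196 without 1-month replicate 2 and 4-month replicates 2 and 3.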
